# Repeated Administration of 2-Hydroxypropyl-β-Cyclodextrin (HPβCD) Attenuates the Chronic Inflammatory Response to Experimental Stroke

**DOI:** 10.1523/JNEUROSCI.0933-21.2021

**Published:** 2022-01-12

**Authors:** Danielle A. Becktel, Jacob C. Zbesko, Jennifer B. Frye, Amanda G. Chung, Megan Hayes, Kylie Calderon, Jeffrey W. Grover, Anna Li, Frankie G. Garcia, Marco A. Tavera-Garcia, Rick G. Schnellmann, Hsin-Jung Joyce Wu, Thuy-Vi V. Nguyen, Kristian P. Doyle

**Keywords:** cholesterol, cyclodextrin, inflammation, lipid, myelin, stroke

## Abstract

Globally, more than 67 million people are living with the effects of ischemic stroke. Importantly, many stroke survivors develop a chronic inflammatory response that may contribute to cognitive impairment, a common and debilitating sequela of stroke that is insufficiently studied and currently untreatable. 2-Hydroxypropyl-β-cyclodextrin (HPβCD) is an FDA-approved cyclic oligosaccharide that can solubilize and entrap lipophilic substances. The goal of the present study was to determine whether the repeated administration of HPβCD curtails the chronic inflammatory response to stroke by reducing lipid accumulation within stroke infarcts in a distal middle cerebral artery occlusion mouse model of stroke. To achieve this goal, we subcutaneously injected young adult and aged male mice with vehicle or HPβCD 3 times per week, with treatment beginning 1 week after stroke. We evaluated mice at 7 weeks following stroke using immunostaining, RNA sequencing, lipidomic, and behavioral analyses. Chronic stroke infarct and peri-infarct regions of HPβCD-treated mice were characterized by an upregulation of genes involved in lipid metabolism and a downregulation of genes involved in innate and adaptive immunity, reactive astrogliosis, and chemotaxis. Correspondingly, HPβCD reduced the accumulation of lipid droplets, T lymphocytes, B lymphocytes, and plasma cells in stroke infarcts. Repeated administration of HPβCD also preserved NeuN immunoreactivity in the striatum and thalamus and c-Fos immunoreactivity in hippocampal regions. Additionally, HPβCD improved recovery through the protection of hippocampal-dependent spatial working memory and reduction of impulsivity. These results indicate that systemic HPβCD treatment following stroke attenuates chronic inflammation and secondary neurodegeneration and prevents poststroke cognitive decline.

**SIGNIFICANCE STATEMENT** Dementia is a common and debilitating sequela of stroke. Currently, there are no available treatments for poststroke dementia. Our study shows that lipid metabolism is disrupted in chronic stroke infarcts, which causes an accumulation of uncleared lipid debris and correlates with a chronic inflammatory response. To our knowledge, these substantial changes in lipid homeostasis have not been previously recognized or investigated in the context of ischemic stroke. We also provide a proof of principle that solubilizing and entrapping lipophilic substances using HPβCD could be an effective strategy for treating chronic inflammation after stroke and other CNS injuries. We propose that using HPβCD for the prevention of poststroke dementia could improve recovery and increase long-term quality of life in stroke sufferers.

## Introduction

Ischemic stroke is a leading cause of death and disability worldwide (Virani et al., 2020). Of stroke survivors, approximately one-third develop a delayed and progressive form of cognitive decline (Black, 2011); however, there are currently no targeted pharmacological interventions to prevent chronic neurodegeneration after stroke. With an aging global population, there is an increasing need for novel and effective treatments that promote recovery after stroke.

We previously reported, in a mouse model of poststroke dementia, that delayed cognitive impairment is caused by a chronic inflammatory response to stroke that is mediated in part by B lymphocytes (Doyle et al., 2015, 2012). In addition to the progressive infiltration of B lymphocytes, T lymphocytes, and IgA^+^ plasma cells into the infarct in the weeks following stroke, the chronic inflammatory response is also characterized by the production of neurotoxic molecules, such as antibodies, cytokines, and degradative enzymes (Zbesko et al., 2021, 2018). These neurotoxic molecules permeate the glial scar and promote chronic inflammation and secondary neurodegeneration in the surrounding parenchyma (Zbesko et al., 2018). Notably, the chronic inflammatory response to stroke has a similar cellular and molecular profile to atherosclerosis. Chronic stroke infarcts contain foamy macrophages, lipid droplets, and intracellular and extracellular cholesterol crystals (Chung et al., 2018). In atherosclerosis, these distinguishing characteristics are caused by overwhelmed lipid processing systems within macrophages, resulting in the recruitment of adaptive immune cells and the production of pro-inflammatory cytokines and degradative enzymes.

Lipids are principal structural components of the myelin sheath and are major constituents of the human brain (Vance, 2012). Therefore, it is likely that foamy macrophages and cholesterol crystals form in infarcts following ischemic stroke because lipid debris derived from the breakdown of myelin and other cell membranes overwhelms the processing capacity of infiltrating macrophages and resident microglia (Cantuti-Castelvetri et al., 2018). 2-Hydroxypropyl-β-cyclodextrin (HPβCD) is an FDA-approved compound that entraps lipids and promotes liver X receptor-mediated transcriptional reprogramming in macrophages to improve cholesterol efflux and incite anti-inflammatory mechanisms (Zimmer et al., 2016). Importantly, HPβCD reduces lipid levels in the lesion following spinal cord injury (SCI) (Mar et al., 2016) and prevents lipid overload within phagocytic cells in atherosclerosis and Niemann–Pick disease type C (Taylor et al., 2012; Matsuo et al., 2013; Zimmer et al., 2016). Thus, administration of HPβCD is a potential multipronged approach for mitigating lipid accumulation in phagocytic cells following ischemic stroke.

Therefore, the objective of this study was to investigate the efficacy of HPβCD as a prospective treatment for chronic inflammation and delayed cognitive impairment following ischemic stroke. The aims of the study were twofold: (1) to characterize the lipidome of chronic stroke infarcts; and (2) to determine whether lipid complexation and macrophage reprogramming within infarcts, via the repeated systemic administration of HPβCD, attenuates chronic inflammation and secondary neurodegeneration following stroke. To accomplish these aims, we used the distal middle cerebral artery (MCA) occlusion + hypoxia (DH) mouse model of ischemic stroke in conjunction with immunohistochemistry, RNA-Seq, lipidomic, and behavioral analyses. Our resulting data indicate that, coincident with the substantial accumulation of infiltrating immune cells (Doyle et al., 2015; Zbesko et al., 2021), chronic stroke infarcts amass lipids, including sphingomyelins, cholesterol esters, and sulfatides. We also demonstrate that repeated administration of HPβCD in young adult and aged male mice attenuates immune cell and lipid accumulation within chronic stroke infarcts and improves recovery at transcriptional and functional levels. Therefore, HPβCD has the potential to improve stroke recovery and prevent poststroke dementia in humans.

## Materials and Methods

### Experimental design and statistical analysis

The study was designed in a manner consistent with Stroke Therapy Academic Industry Roundtable and RIGOR guidelines (Stroke Therapy Academic Industry Roundtable, 1999; Landis et al., 2012; Lapchak et al., 2013). Sample sizes for each analysis were determined using power analyses based on expected variances and group differences. Allocation of mice into treatment groups was performed randomly, and behavior experiments were performed with the experimenter blind to treatment group. Statistical analyses were performed with Prism 6.0 (GraphPad). Data are mean ± SEM. Group sizes, statistical tests, and *p* values for each experiment are reported in Table 1. For complete blood count (CBC) and lipidomic analyses, normality was assessed using the Kolmogorov–Smirnov test. For all other analyses, data from each individual mouse are presented so the distribution within each group can be visually evaluated; however, normality was not formally assessed. For gene set enrichment analysis (GSEA), the normalized enrichment score is reported. The normalized enrichment score accounts for differences in gene set size and in correlations between gene sets. The normalized enrichment score is based on all dataset permutations to correct for multiple hypothesis testing.

**Table 1.** Statistics

Figure	Group size (*n*)	Statistical test	Statistical values	*p*	*Post hoc* comparisons	*p*
1 *B*	4	Paired *t* test	M (Contra Cortex - Infarct) = −51.71	<0.0001	NA	NA
			SEM = 1.300			
1 *C*	Infarct = 7	Unpaired *t* test	M (Contra Cortex - Infarct) = −34.14	<0.0001	NA	NA
	Contra Cortex = 4		SEM = 1.077			
1 *D*	8	Multiple *t* tests; Holm–Sidak's multiple comparisons test	NA	NA	SM 14:0_16.51	0.000064
					SM 15:0_17.67	0.000007
					SM 16:0_19.05	0.000007
					SM 16:1_16.92	0.000062
					SM 16:1_17.23	0.000075
					SM 18:0_22.55	0.015233
					SM 18:1_19.71	0.001761
					SM 18:1_20.12	0.019728
					SM 19:0_24.48	0.015233
					SM 20:0_26.16	0.006485
					SM 20:1_23.41	0.012531
					SM 21:0_27.48	0.019691
					SM 22:0_28.28	0.000016
					SM 22:1_26.30	0.000104
					SM 22:1_26.87	0.000784
					SM 22:2_23.57	0.000055
					SM 23:0_28.82	0.015233
					SM 23:1_27.48	0.000020
					SM 23:2_25.37	0.000256
					SM 24:0_29.21	0.000016
					SM 24:1_28.23	0.000016
					SM 24:2_26.78	0.000805
					SM 24:3_24.26	0.000036
					SM 24:3_24.64	0.000072
					SM 24:4_22.21	0.000078
					SM 25:0_29.62	0.002037
					SM 26:0_29.96	0.000914
					SM 26:1_29.14	0.000029
					SM 26:2_28.42	0.001761
2 *A*	4	Paired *t* test	M (Contra Cortex - Infarct) = −54.83	<0.0001	NA	NA
			SEM = 1.527			
2 *B*	9	Paired *t* test	M (Contra Cortex - Infarct) = −27.39	<0.0001	NA	NA
			SEM = 0.9784			
2 *C*	5	Multiple *t* tests; Holm–Sidak's multiple comparisons test	NA	NA	CE 12:0	0.020128
					CE 14:0	0.011971
					CE 15:0	0.015901
					CE 16:0	0.003903
					CE 16:1	0.008376
					CE 17:0	0.012375
					CE 18:0	0.011971
					CE 18:1	0.012375
					CE 18:2	0.013367
					CE 18:3	0.012375
					CE 20:0	0.020128
					CE 20:3	0.012375
					CE 20:4	0.011971
					CE 20:5	0.011971
					CE 22:0	0.014492
					CE 22:6	0.020128
					CE 24:0	0.020128
					CE 24:1	0.011971
5*B* (B220)	Vehicle = 11	Unpaired *t* test	M (HPβCD - Vehicle) = −12.22	<0.0001	NA	NA
	HPβCD = 10		SEM = 1.819			
5*B* (CD3ε)	Vehicle = 11	Unpaired *t* test	M (HPβCD - Vehicle) = −7.695	<0.0001	NA	NA
	HPβCD = 10		SEM = 0.9035			
5*B* (CD138)	4	Unpaired *t* test	M (HPβCD - Vehicle) = −51.22	0.0163	NA	NA
			SEM = 15.49			
5*B* (IgA)	8	Unpaired *t* test	M (HPβCD - Vehicle) = −34.30	0.0026	NA	NA
			SEM = 9.362			
5*B* (ORO)	4	Unpaired *t* test	M (HPβCD - Vehicle) = −4.999	0.0462	NA	NA
			SEM = 1.995			
5*B* (Alcian blue)	3	Unpaired *t* test	M (HPβCD - Vehicle) = −1.576	0.7977	NA	NA
			SEM = 5.751			
6*B* (B220)	Vehicle = 4	Unpaired *t* test	M (HPβCD - Vehicle) = −6.580	0.0039	NA	NA
	HPβCD = 5		SEM = 0.8794			
6*B* (CD3ε)	Vehicle = 8	Unpaired *t* test	M (HPβCD - Vehicle) = −12.75	0.0002	NA	NA
	HPβCD = 7		SEM = 2.429			
6*B* (IgA)	Vehicle = 5	Unpaired *t* test	M (HPβCD - Vehicle) = −21.55	0.0477	NA	NA
	HPβCD = 6		SEM = 8.139			
6*B* (ORO)	4	Unpaired *t* test	M (HPβCD - Vehicle) = −9.330	0.0002	NA	NA
			SEM = 1.124			
6*B* (Alcian blue)	Vehicle = 9	Unpaired *t* test	M (HPβCD - Vehicle) = −1.372	0.4921	NA	NA
	HPβCD = 10		SEM = 1.954			
7*B* (CD19^+^GL7^–^)	Vehicle = 10	Unpaired *t* test	M (HPβCD - Vehicle) = 3.258	0.2191	NA	NA
	HPβCD = 9		SEM = 2.553			
7*B* (CD19^+^GL7^+^)	Vehicle = 10	Unpaired *t* test	M (HPβCD - Vehicle) = −0.1013	0.4796	NA	NA
	HPβCD = 9		SEM = 0.1402			
7*C* (IgG1)	Vehicle = 10	Unpaired *t* test	M (HPβCD - Vehicle) = −2.589	0.9292	NA	NA
	HPβCD = 9		SEM = 28.71			
7*C* (IgA)	Vehicle = 10	Unpaired *t* test	M (HPβCD - Vehicle) = 7.567	0.647	NA	NA
	HPβCD = 9		SEM = 16.23			
7*E* (CD4^+^ T cells)	9	Unpaired *t* test	M (HPβCD - Vehicle) = 0.03444	0.9715	NA	NA
			SEM = 0.9497			
7*E* (CD8^+^ T cells)	9	Unpaired *t* test	M (HPβCD - Vehicle) = −0.08889	0.9419	NA	NA
			SEM = 1.201			
7*E* (Tregs)	9	Unpaired *t* test	M (HPβCD - Vehicle) = −1.844	0.422	NA	NA
			SEM = 2.238			
7 *F*	6	Multiple *t* tests; Holm–Sidak's multiple comparisons test	NA	NA	WBC	0.371346
					Neutrophils	0.512727
					Lymphocytes	0.203558
					Monocytes	0.152344
					Eosinophils	0.826886
					Basophils	0.826886
8*E* (*Npc1*)	4	Unpaired *t* test	M (HPβCD - Vehicle) = 0.8853	0.0008	NA	NA
			SEM = 0.1417			
8*E* (*Npc2*)	4	Unpaired *t* test	M (HPβCD - Vehicle) = 0.6104	0.0071	NA	NA
			SEM = 0.1525			
8*E* (*Abca1*)	4	Unpaired *t* test	M (HPβCD - Vehicle) = 0.7311	0.0208	NA	NA
			SEM = 0.2348			
8*E* (*Apoe*)	4	Unpaired *t* test	M (HPβCD - Vehicle) = 0.6647	0.0228	NA	NA
			SEM = 0.2186			
8*E* (*Trem2*)	4	Unpaired *t* test	M (HPβCD - Vehicle) = 0.7428	0.0187	NA	NA
			SEM = 0.2325			
14*A* (Time)	Vehicle = 15	Unpaired *t* test	M (HPβCD - Vehicle) = −26.63	0.0393	NA	NA
	HPβCD = 13		SEM = 12.27			
14*A* (Latency)	Vehicle = 15	Unpaired *t* test	M (HPβCD - Vehicle) = 157.5	0.0165	NA	NA
	HPβCD = 13		SEM = 61.44			
14*B* (% Correct Alternations)	Vehicle = 15	Unpaired *t* test	M (HPβCD - Vehicle) = 9.389	0.0060	NA	NA
	HPβCD = 13		SEM = 3.137			
14*B* (Total Entries)	Vehicle = 15	Unpaired *t* test	M (HPβCD - Vehicle) = −3.385	0.1847	NA	NA
	HPβCD = 13		SEM = 2.484			
14 *C*	Vehicle = 7	Unpaired *t* test	M (HPβCD - Vehicle) = −0.1564	0.0311	NA	NA
	HPβCD = 9		SEM = 0.06527			
14 *D*	12	Pearson correlation analysis	Pearson *r* = −0.5640	0.0561	NA	NA
			*R*^2^ = 0.3181			
14 *E*	5	Unpaired *t* test	M (HPβCD - Vehicle) = 0.3339	0.0487	NA	NA
			SEM = 0.1438			
14 *F*	5	Unpaired *t* test	M (HPβCD - Vehicle) = 0.3901	0.0039	NA	NA
			SEM = 0.09717			
14*G* (CA1 Hippocampus)	Vehicle = 9	Unpaired *t* test	M (HPβCD - Vehicle) = 0.3379	0.0268	NA	NA
	HPβCD = 10		SEM = 0.1394			
14*G* (CA3 Hippocampus)	Vehicle = 9	Unpaired *t* test	M (HPβCD - Vehicle) = 0.3196	0.0229	NA	NA
	HPβCD = 10		SEM = 0.1278			
14*G* (Dentate Gyrus)	Vehicle = 9	Unpaired *t* test	M (HPβCD - Vehicle) = 0.6193	0.0178	NA	NA
	HPβCD = 10		SEM = 0.2362			

### Mice

Young adult (3- to 4-month-old) and aged (17- to 18-month-old) WT male C57BL/6J mice (stock #000664) were purchased from The Jackson Laboratory. Mice were housed in a temperature-controlled suite under a 12 h light–dark regimen, with food and water available *ad libitum*. All procedures met National Institutes of Health guidelines and were approved by the University of Arizona Institutional Animal Care and Use Committee. At the termination of each experiment, mice were killed by isoflurane anesthesia (JD Medical), exsanguination, and subsequent intracardial perfusion with 0.9% saline. Whole brains or individual brain regions were then removed and placed in RNAlater (Invitrogen, catalog #AM7020) for RNA sequencing analysis, flash frozen in liquid nitrogen for lipidomic analysis, or placed in a 4% PFA solution for 24 h before being transferred into a 30% sucrose solution for immunostaining analysis. Whole blood collected at the time of death was either placed directly in heparin-coated tubes for CBC analysis or extracted with sodium citrate to separate plasma via centrifugation.

### Stroke surgeries

Stroke was induced in mice using the DH model. The DH stroke model generates a sizable infarct (24% of the ipsilateral hemisphere centered on the somatosensory cortex), has low variability, and has exceptional long-term survivability (Doyle et al., 2012; Nguyen et al., 2016). To induce stroke, we anesthetized animals by isoflurane inhalation and kept them at 37°C throughout the surgical procedure. For all experiments, we injected mice subcutaneously with a single dose of buprenorphine hydrochloride (0.1 mg/kg; Henry Schein Medical) and a single dose of cefazolin antibiotic (25 mg/kg; Sigma-Aldrich) dissolved in sterile saline. Following preoperative preparation, an incision was made to expose the right temporoparietal skull between the orbit and the ear. Under an operating microscope, a small hole was made with a high-speed microdrill through the outer surface of the semitranslucent skull over the visually identified MCA at the level of the parietal cerebral artery. Permanent occlusion of the MCA was performed by electrocoagulation with a small-vessel cauterizer (Bovie Medical). Surgical wounds were closed using Surgi-lock 2oc tissue adhesive (Meridian Animal Health). We then immediately transferred mice to a hypoxia chamber (Coy Laboratory Products) containing 9% oxygen and 91% nitrogen for 45 min. Sustained-release buprenorphine (Bup-SR, 1 mg/kg s.c.; ZooPharm) was administered 24 h after surgery as postoperative analgesia.

### MRI

Infarct volume was assessed by MRI 24 h after stroke using a Bruker Biospec 70/20 7.0T scanner with ParaVision-360.2.0 software and a 4-channel phase array mouse coil (Bruker Biospin). Mice were placed in a cradle equipped with a stereotaxic frame, an integrated heating system to maintain body temperature at 37 ± 1°C, and a pressure probe to monitor respiration. During MRI acquisition, anesthesia was maintained by inhalation of 1.5%-3% isoflurane. High-resolution structural images were acquired using a T_2_-weighted RARE multiecho Bruker pulse sequence with the following parameters: TR = 2000 ms; flip angle = 180°; RARE factor = 12; matrix size = 128 × 128; averages = 2; FOV = 1.92 cm × 1.92 cm; slice thickness = 0.8 mm; number of slices = 15; acquisition time = 8 min 53 s. Infarcts and hemispheric cross sections were manually delineated on T_2_-weighted images using Mango version 4.1.

### Drug treatment

We injected HPβCD or vehicle subcutaneously 3 times per week, beginning 7 d after stroke surgery, for 6 weeks until death at 7 weeks after stroke. Mice in the treatment group received HPβCD powder (Sigma-Aldrich, catalog #H-107) dissolved in sterile PBS at a dose of 4 g HPβCD/kg body weight. Mice in the vehicle control group received 300 μl sterile PBS.

### Immunostaining

Coronal brain sections (40 μm) were collected using a freezing Microm HM 450 sliding microtome (Thermo Fisher Scientific) and stored in cryoprotectant medium at –20°C until processing. Immunostaining was performed on free-floating brain sections using standard protocols (Doyle et al., 2015; Nguyen et al., 2016; Zbesko et al., 2018). Primary antibodies against neuronal nuclei (NeuN; 1:500; Millipore Sigma, catalog #MAB377; RRID:AB_2298772), c-Fos (1:2000; Abcam, catalog #ab190289; RRID:AB_2737414), CD3ε (1:1000; BD Biosciences, catalog #550277; RRID:AB_393573), B220/CD45R (1:500; BD Biosciences, catalog #553085; RRID:AB_394615), immunoglobulin A (IgA; 1:1000; BioLegend, catalog #407004; RRID:AB_315079), and CD138 (Syndecan-1; 1:200; BioLegend, catalog #142514; RRID:AB_2562198) were used in conjunction with the appropriate secondary antibody and visualized using the Vectastain Elite ABC Reagent, Peroxidase, R.T.U. (Vector Laboratories, catalog #PK-7100) and Vector DAB Substrate (3,3′-diaminobenzidine) Kit (Vector Laboratories, catalog #SK-4100). Secondary antibodies were diluted 1:400 for biotinylated horse anti-mouse IgG (Vector Laboratories, catalog #BA-2000; RRID:AB_2313581), biotinylated goat anti-hamster IgG (Vector Laboratories, catalog #BA-9100; RRID:AB_2336137), and biotinylated rabbit anti-rat IgG (Vector Laboratories, catalog #BA-4000; RRID:AB_2336206). Sections were imaged using a Keyence BZ-X700 digital microscope with phase contrast, light, and fluorescence capabilities.

### Oil Red O (ORO) staining

Frozen tissue sections were mounted on slides and allowed to dry. Mounted sections were dehydrated in 100% propylene glycol for 5 min and then stained with ORO for 10 min (Abcam, catalog #ab150678). The sections were then differentiated in 85% propylene glycol for 3 min and rinsed with distilled water 3 times. Coverslips were applied to all slides using an aqueous mounting medium (Vector Laboratories, catalog #H-1400). Stained sections were imaged with a Keyence BZ-X700 digital microscope.

### Alcian blue staining

Frozen tissue sections were mounted on slides and allowed to dry. Slides were immersed in eosin (VWR, catalog #95057-848) and then rinsed 8 times in PBS. Slides were incubated in 3% acetic acid, pH 2.5, for 3 min and then placed in a solution of 1% w/v Alcian blue in 3% acetic acid, pH 2.5, for 30 min (EMD Millipore, catalog #TMS-010-C). Slides were then rinsed in 3% acetic acid and allowed to dry overnight. Slides were cleared in xylene and preserved with Entellan mounting medium (EMD Millipore, catalog #14802) and coverslips. Stained sections were imaged with a Keyence BZ-X700 digital microscope.

### Quantification of staining

To quantify the amount of positive staining for CD3ε, B220, ORO, and Alcian blue, we used Fiji (Schindelin et al., 2012). The Color Deconvolution function was used to separate color channels in images of Alcian blue staining. We then converted all stitched images to 8-bit and traced the stroke infarct using the Polygon selections tool. We applied a threshold of positive staining to each image and measured the pixel area of positive staining within the selected region. To quantify IgA and CD138, we used the Cell Counter plugin to manually count the number of positive cells within the stroke infarct. To quantify NeuN and c-Fos immunoreactivity in vehicle- and HPβCD-treated mice, we used Fiji to perform global thresholding in conjunction with a watershed algorithm on the ipsilateral side and equivalent region in the contralateral hemisphere. Fields covering the selected regions were analyzed at bregma 0.38 mm and −1.46 mm (NeuN) or −1.82 mm (c-Fos) using a 20× objective lens. We also measured hippocampal area in images captured with a 2× objective lens by tracing the hippocampus with the Polygon selections tool in Fiji.

### RNA sequencing and data analysis

Infarcts were visually identified and dissected using forceps and a razor blade. Following infarct removal, adjacent peri-infarct regions were dissected. Corresponding regions in the contralateral hemisphere were also dissected. Fresh brain tissue collected from vehicle- and HPβCD-treated mice was immersed in RNAlater (Invitrogen, catalog #AM7020) and delivered to the University of Arizona Genetics Core. Samples were assessed for quality with an Advanced Analytics Fragment Analyzer (High Sensitivity RNA Analysis Kit, catalog #DNF-491/User Guide DNF-491-2014AUG13) and quantity with a Qubit RNA HS Assay Kit (catalog #Q32852). Given satisfactory quality (RNA integrity number >8) and quantity, samples were used for library construction with the TruSeq Stranded mRNA Library Prep Kit from Illumina (catalog #20020595), as well as the KAPA Dual-Indexed Adapter Kit from Roche (catalog #8278555702). Upon completion of library construction, samples were assessed for quality and average fragment size with the Advanced Analytics Fragment Analyzer (High Sensitivity NGS Analysis Kit, catalog #DNF-846/User Guide DNF-486-2014MAR10). Quantity was assessed with an Illumina Universal Adaptor-specific qPCR kit from KAPA Biosystems (KAPA Library Quantification Kit for Illumina NGS, catalog #KK4824/KAPA Library Quantification Technical Guide-AUG2014). Following the final library quality control, samples were equimolar-pooled and clustered for paired-end sequencing on the Illumina NextSeq500 machine to generate 75 bp reads. The sequencing run was performed using Illumina NextSeq500 run chemistry (NextSeq500/550 High Output version 2 Kit 150 cycles, catalog #FC-404-2002). Sequencing data are publicly available at the National Center for Biotechnology Information through Gene Expression Omnibus accession numbers: GSE173544 and GSE173715. For data analysis, the resulting sequences were demultiplexed using bcl2fastq version 2.19 (Illumina) and trimmed of their indexing adaptors using Trimmomatic version 0.32 (Bolger et al., 2014). The trimmed reads were aligned to the GRCm38 reference genome using STAR version 2.5.2b (Dobin et al., 2013). Gene expression was calculated using the htseq-count function of the HTSeq python tool (Anders et al., 2015). Genes were annotated using the BioMart database. Differential expression (DE) analysis of count tables was performed using DESeq2 (Love et al., 2014). GSEA was performed on all significant differentially expressed genes (false discovery rate [FDR]-adjusted *p* < 0.05) using a database of Gene Ontology (GO) terms for biological processes. Enrichment maps were constructed from GO terms using the Enrichment Map Cytoscape application (Merico et al., 2010). Minimal editing, such as repositioning of nodes and removal of repetitive gene-sets, was performed to optimize the map layout. Pathway analysis was performed on all differentially expressed genes using Ingenuity Pathway Analysis version 01-13 (IPA).

### Targeted lipidomic analysis (LIPID MAPS Lipidomics Core)

Fresh brain tissue dissected from vehicle- and HPβCD-treated mice was flash frozen and delivered to the LIPID MAPS Lipidomics Core at the University of California, San Diego. Upon arrival, each sample underwent lipid extraction and quality control analyses. The comprehensive sphingolipid panel and cholesterol ester panel were independently performed using established protocols (Quehenberger et al., 2010).

### Flow cytometry

To assess peripheral immune cell populations, spleens were extracted after transcardial perfusion with 0.9% saline. Each spleen was crushed in 1 ml ammonium-chloride-potassium RBC lysing buffer and resuspended in 1 ml complete DMEM. For cell staining, fluorophore-conjugated monoclonal antibodies specific for CD4 (RM4-5), CD8α (53-6.7), and TCRβ (H57-597) were obtained from BioLegend. Monoclonal antibodies specific for CD19 (6D5) and GL7 (GL7) were purchased from BD Pharmingen. Antibodies against IgG1 (RMG1-1) and IgA (RMA-1) were obtained from BioLegend. For intranuclear staining, buffers from a Foxp3 Staining Buffer Set (eBioscience) were used to stain antibodies recognizing Foxp3 (FJK-16s, eBioscience). Cells were run on a BD LSR II flow cytometer (BD Biosciences), and analyses were performed with FlowJo version 10.7 for Windows (Tree Star).

### Y-maze spontaneous alternation behavior (SAB) test

Spatial working memory was assessed with the SAB paradigm. Testing occurred in a Y-shaped maze consisting of two symmetrical arms and one longer arm arranged at 120° angles (symmetrical arms: 7.5 cm wide, 37.0 cm long, 12.5 cm high; longer arm: 7.5 cm wide, 42.0 cm long, 12.5 cm high). Mice were placed at the end of the longest arm and allowed to freely explore the three arms in a 5 min trial, as described previously (Doyle et al., 2015). The number of arm entries and the number of correct alternations were recorded by an ANY-maze behavioral video tracking software (Stoelting). An entry was recorded when all four limbs of the mouse were within an arm.

### Light/dark transition test

The light/dark box arena consisted of a Plexiglas box (40 cm wide, 40 cm long, 35 cm high) divided by a small underpass into two equally sized compartments: a brightly illuminated zone (390 lux) and a covered dark zone (2 lux). Before the test, animals were habituated to the dark for 30 min. Mice were then placed in the dark chamber of the arena and allowed to move freely between the two chambers for 10 min. The time spent in each chamber, the latency to exit the dark chamber, and the total number of transitions were recorded by an ANY-maze behavioral video tracking software (Stoelting).

## Results

### Lipid composition of chronic stroke infarcts in young adult mice

Before evaluating the lipid composition of chronic stroke infarcts, we performed T_2_-weighted MRI on young adult mice 24 h after stroke to visualize the acute area of infarction generated by the DH stroke model. Infarcts were centered on the somatosensory cortex and included a portion of the M1 region of the primary motor cortex (Doyle et al., 2012). Additionally, infarcts did not extend to the hippocampus (Fig. 1*A*).

**Figure 1.**
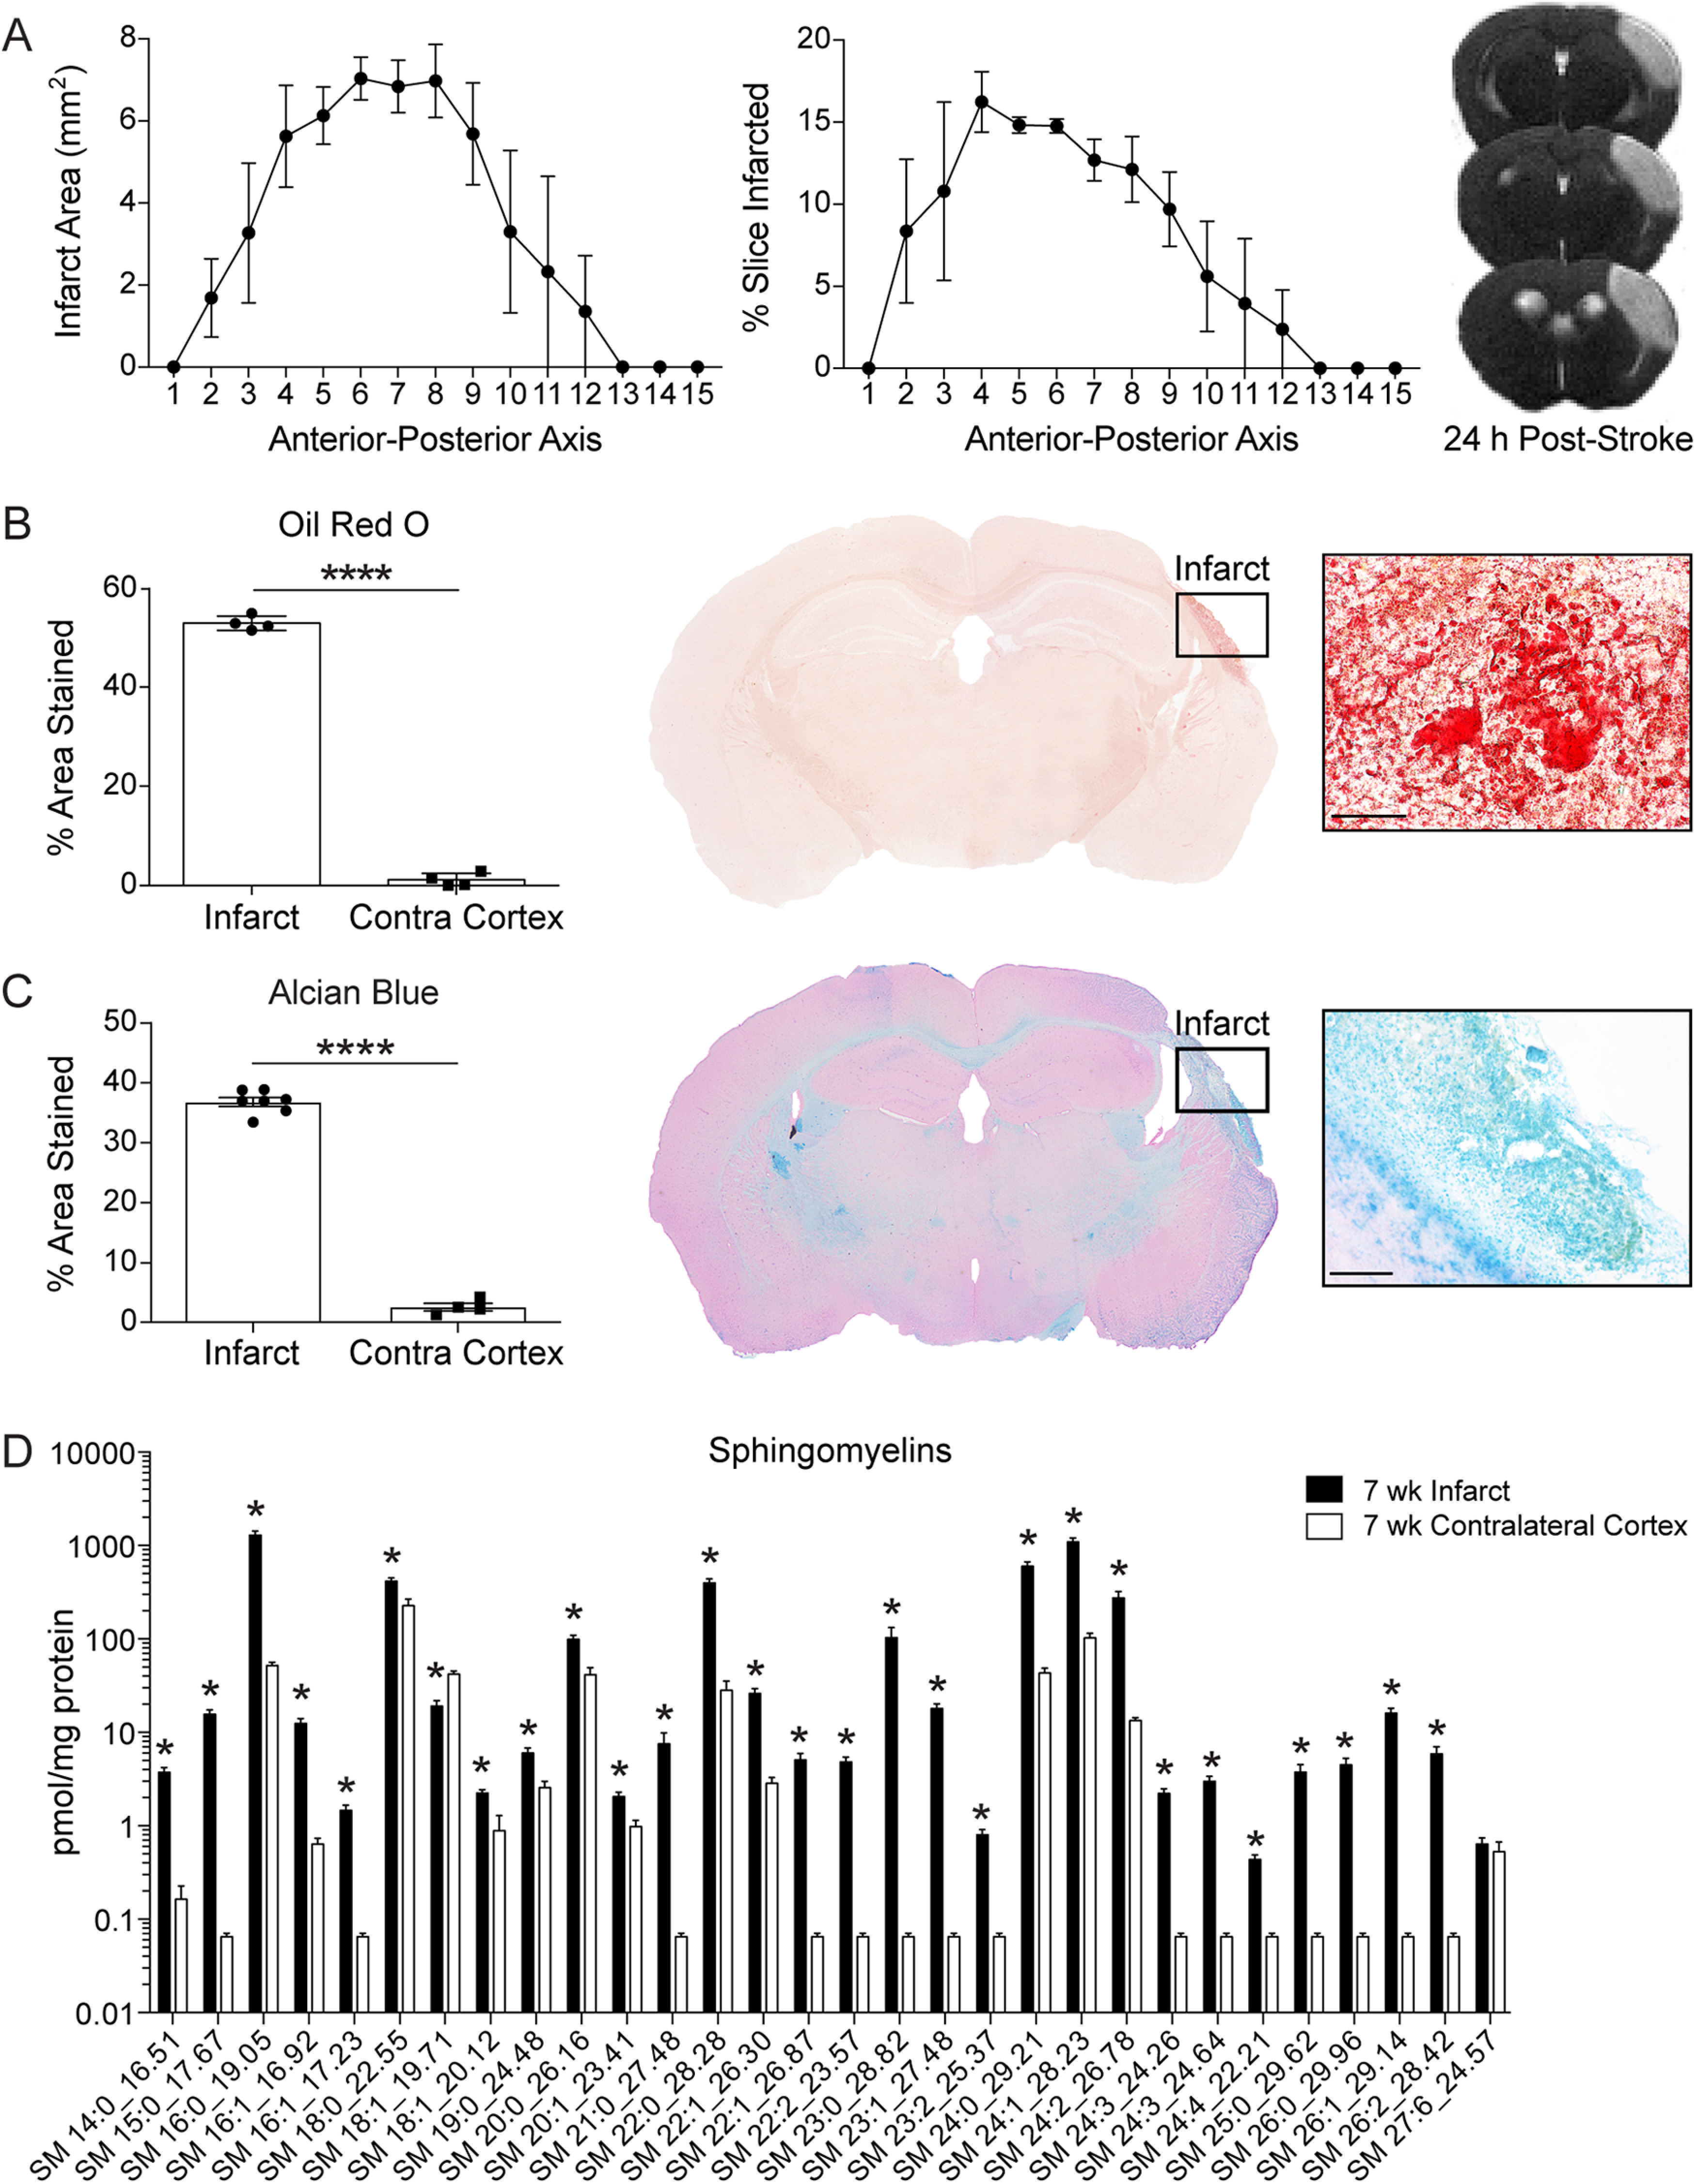
Lipid composition of chronic stroke infarcts in young adult mice. ***A***, Infarct area per slice along the anterior-posterior axis determined by MRI 24 h after DH stroke (*n* = 3; 0.8 mm slice thickness). Representative T_2_-weighted images show infarcts (areas of hyperintense signal) centered on the somatosensory cortex, extending to the corpus callosum. ***B***, Representative 2× and 60× images of ORO staining show markedly more lipid droplets in infarcts than in contralateral cortices (*n* = 4). Scale bar, 50 μm. ****p < 0.0001 (paired *t* test). ***C***, Representative 2× and 20× images of Alcian blue staining show significantly more sulfatides in infarcts than in contralateral cortices (*n* ≥ 4). Scale bar, 125 μm. ****p < 0.0001 (unpaired *t* test). ***D***, Targeted lipidomic analysis revealed that infarcts had significantly higher levels of sphingomyelins than equivalent regions of the contralateral cortex at 7 weeks after stroke. Sphingomyelins are annotated as <SM> <fatty acid chain length>:<number of double bonds>_<retention time (min)> (*n* = 8; multiple *t* tests, Holm–Sidak correction for multiple comparisons; *p < 0.05). Data are mean ± SEM. SM, Sphingomyelin.

We previously reported that, similar to atherogenesis, chronic stroke infarcts accumulate foamy macrophages, cholesterol crystals, and lipid droplets, which results in the upregulation of osteopontin, matrix metalloproteinases, and pro-inflammatory cytokines (Chung et al., 2018). To further evaluate the similarities between the pathophysiology of chronic stroke infarcts and atherosclerosis, we evaluated lipid droplet accumulation in chronic stroke infarcts. In the context of atherosclerosis, macrophages frequently become foamy in appearance because of the accumulation of cholesterol esters stored within lipid droplets. In addition to their role as storage containers within foamy macrophages, lipid droplets also contribute directly and indirectly to the pathology of progressing atherosclerotic plaques (Goldberg et al., 2018). To visualize lipid droplets in chronic stroke infarcts, we performed ORO staining on brain sections from young adult mice at 7 weeks after stroke. ORO staining revealed more intracellular lipid droplets in the infarcts compared with the contralateral cortices (Fig. 1*B*). These findings provide additional evidence that chronic stroke infarcts and atherosclerotic plaques share several similar pathophysiological features.

To assess whether lipid accumulation in chronic stroke infarcts is derived from myelin breakdown, we performed Alcian blue staining on brain sections from young adult mice at 7 weeks after stroke. Alcian blue stains for sulfatide, a major constituent of CNS myelin. Importantly, sulfatide was recently identified as a myelin-associated inhibitor of neurite outgrowth (Winzeler et al., 2011). Chronic stroke infarcts contained an abundance of sulfatides at 7 weeks after stroke (Fig. 1*C*), indicating that phagocytic cells, including resident microglia and infiltrating macrophages, are strained in their capacity to process and eliminate myelin lipid debris for at least 7 weeks after stroke.

To further evaluate myelin-derived lipids in chronic stroke infarcts, we performed a targeted lipidomic analysis to assess sphingomyelin levels within infarcts compared with contralateral cortices of young adult mice at 7 weeks after stroke. Importantly, sphingomyelins play a central role in the structure of myelin, constituting 4% of myelin lipid content. The accumulation of sphingomyelin is a hallmark of Niemann–Pick disease and leads to changes in the plasma membrane that promote neurodegeneration (Mar et al., 2016). Sphingomyelins are also involved in signal transduction pathways and in the regulation of cholesterol and protein trafficking to myelin (Poitelon et al., 2020). In addition to their role in myelin architecture, sphingomyelins are involved in microglial activation and inflammation (Fitzner et al., 2020; Yang et al., 2020). Chronic stroke infarcts were enriched in sphingomyelins 7 weeks after stroke (Fig. 1*D*), indicating a pronounced dysregulation of myelin lipid catabolism in chronic stroke infarcts of young adult mice.

### Lipid composition of chronic stroke infarcts in aged mice

Stroke remains the leading cause of long-term disability in people over the age of 65 (Virani et al., 2020). Therefore, we used aged (18-month-old) mice to further characterize the lipid composition of chronic stroke infarcts. First, to corroborate our observations in young adult mice, we used ORO to stain for lipid droplets in brain sections collected from aged mice at 7 weeks after stroke. We observed significantly more intracellular lipid droplets in infarcts compared with contralateral cortices (Fig. 2*A*). In addition, Alcian blue staining revealed that chronic stroke infarcts in aged mice are also characterized by an abundance of sulfatides compared with contralateral cortices at 7 weeks after stroke (Fig. 2*B*). These results demonstrate that young adult and aged mice exhibit a comparable accumulation of lipid droplets and sulfatides at 7 weeks after stroke. Together, these results indicate that young adult and aged mice share similar impediments in the clearance of myelin lipid debris.

**Figure 2.**
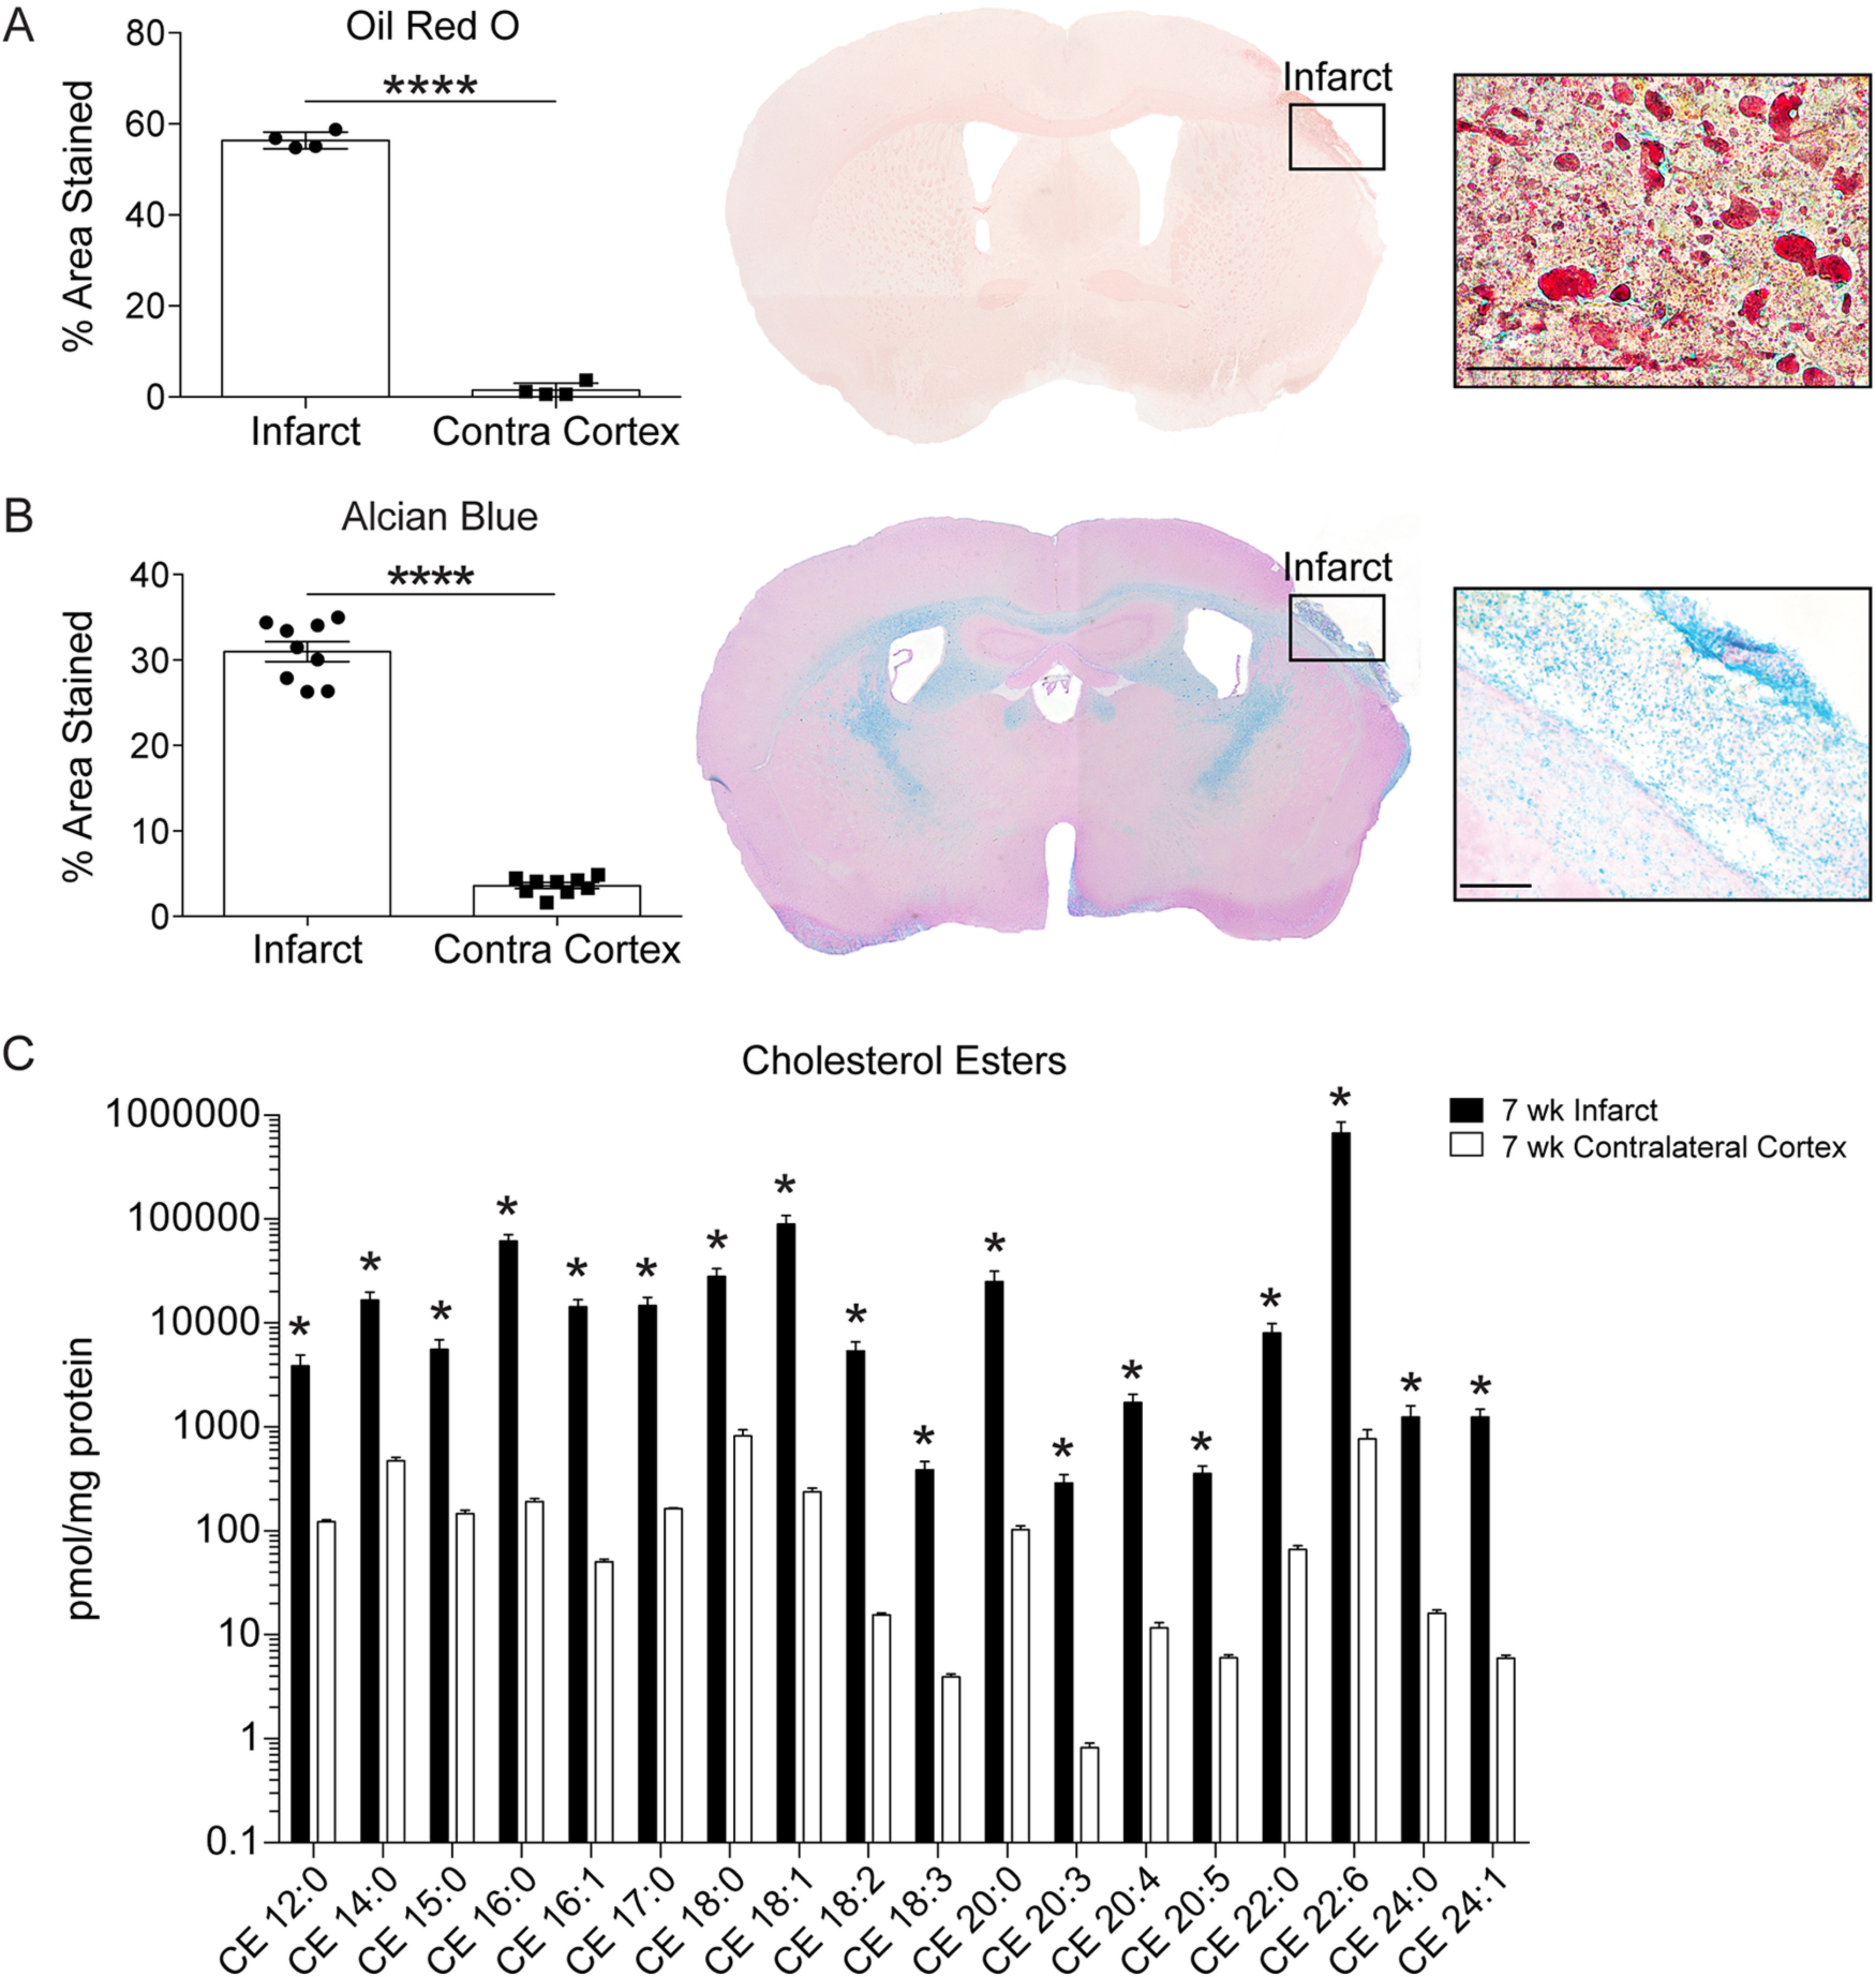
Lipid composition of chronic stroke infarcts in aged mice. ***A***, Representative 2× and 60× images of ORO staining show significantly more lipid droplets in infarcts compared with contralateral cortices. Scale bar, 50 μm. *n* = 4. ****p < 0.0001 (paired *t* test). ***B***, Representative 2× and 20× images of Alcian blue staining show significantly more sulfatides in infarcts compared with contralateral cortices. Scale bar, 125 μm. *n* ≥ 4. ****p < 0.0001 (paired *t* test). ***C***, Targeted lipidomic analysis revealed significantly higher levels of cholesterol esters in infarcts than in equivalent regions of the contralateral cortex at 7 weeks after stroke. Cholesterol esters are annotated as <CE> <fatty acid chain length>:<number of double bonds> (*n* = 5; multiple *t* tests, Holm–Sidak correction for multiple comparisons; *p < 0.05). Data are mean ± SEM. CE, Cholesterol ester.

Cholesterol is esterified before storage in cytoplasmic lipid droplets to prevent free cholesterol-associated cell toxicity (Ghosh et al., 2010). Therefore, to evaluate the composition of cholesterol esters stored in ORO-stained lipid droplets, we performed a second targeted lipidomic analysis. For this analysis, we again compared infarcts at 7 weeks after stroke to equivalent regions of the contralateral cortex. All quantified cholesterol ester species were significantly elevated in infarcts of aged mice at 7 weeks after stroke compared with contralateral cortices (Fig. 2*C*).

### Transcriptome of the chronic stroke infarct in young adult mice

To systematically characterize the chronic stroke infarct transcriptome, we conducted bulk RNA sequencing (RNA-Seq) on infarcts collected at 7 weeks after stroke and compared them with equivalent regions of the contralateral cortex (Fig. 3*A*). 

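RNA was extracted from 3 infarcts and 3 contralateral cortices of male mice at 7 weeks after stroke, and 1 stranded mRNA library was sequenced from each tissue sample. The sample records give an age of 3 months and number the libraries 1, 2 and 3 within each region, without stating which infarct and which contralateral cortex came from the same mouse. The authors trimmed the paired reads, aligned them to the GRCm38 genome with STAR and counted them on genes with htseq-count. The resulting tables hold whole counts for each Ensembl gene, without normalization. Counts on genes totaled 12146959, 12507336 and 13427057 in infarcts 1, 2 and 3, and 19933962, 16610299 and 11943570 in contralateral cortices 1, 2 and 3. Between 65.7% and 73.4% of the tallied reads of a library fell on genes, and the 5 entries per table that name no gene were left out. The paper's text does not name the strand setting of the counting. Of 373 genes whose exons all lie inside exons of a gene on the other strand, 13 (3.49%) had at least 10 counts over the 6 libraries, compared with 18.2% of genes without such overlap, weighted to the same biotypes. For the same arrangement on 1 strand, the share was 3.45%. Genes inside the exons of another gene were thus seldom counted, on either strand. Counting by strand would spare genes covered only on the other strand, so these shares argue against it. The overlap is given with the genes it affects. From the counts onward, libraries were scaled with edgeR's TMM method, and the 15554 genes kept by its filter on low counts were tested for a difference between regions. The paper used DESeq2, which was run as an alternative. A gene was called upregulated or downregulated at an adjusted *p* under 0.05 and a fold change above 2, the thresholds of Figure 3*B*. Expression is given as TMM-scaled CPM, the mean ± SD of the 3 libraries of a region. Where every library of 1 region held 3 counts or fewer, the fold change is given as the lowest that 3 counts in each of those libraries would allow. Folds given as at least a value are such bounds, with the mean of the other region taken as observed. They are not confidence limits and cover no variation between mice, and sequenced reads without molecular identifiers are not independent molecules. Scaling by library totals in place of TMM shifted the median log2 fold change of all genes by 0.20, so all fold changes are relative to the TMM scale.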

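Across genes, Pearson correlations of log2 CPM ranged from 0.957 to 0.973 between infarct libraries and from 0.985 to 0.988 between contralateral libraries. Between an infarct and a contralateral library they ranged from 0.666 to 0.784. Genes are not independent replicates, so these values describe the libraries and carry no test. For 11246 of the 15554 tested genes (72.3%), the 3 infarct values all lay on 1 side of the 3 contralateral values, where chance alone gives 10%. Mitochondrial transcripts took 2.71% to 3.55% of gene counts in infarcts and 5.50% to 6.66% in contralateral cortices. The 10 most abundant genes took 5.45% to 6.50% of gene counts in infarcts and 6.80% to 7.84% in contralateral cortices.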

As expected, DE analysis revealed marked differences between infarcts and contralateral cortices. 

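In infarcts, 3999 genes were upregulated and 3256 were downregulated, of which 3773 and 2788 were protein-coding. The regions did not overlap for 7219 of these genes. The median log2 fold change was 2.43 among upregulated genes and -2.0 among downregulated genes. Fold changes above 16 were fitted for 958 upregulated and 60 downregulated genes. For 392 upregulated genes, no contralateral library held more than 3 counts, and for 47 downregulated genes, no infarct library did, so their fitted fold changes are not bounded above. Without the fold change threshold, edgeR called 5324 upregulated and 4787 downregulated genes, and with at least 10 counts required in every library it called 2789 and 2504. DESeq2 at the same thresholds gave 4439 and 3555. The genes with the smallest *p* among those upregulated were *Siglec1*, *Anxa1*, and *Il7r*. *Siglec1* had a log2 fold change of 7.63 (standard error 0.19, adjusted *p* = 1.10e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 7.17 for *Anxa1* and 7.90 for *Il7r*. Among downregulated genes, *Hecw1*, *Unc5d*, and *Rasgrf2* had the smallest *p*, with log2 fold changes of -4.20, -4.41 and -3.73. Among the largest fitted decreases were those of *A830009L08Rik* and *Gm13629*, whose infarct libraries all lay at or under 3 counts. At 3 counts per infarct library, their plain fold changes, which are not log2 values, would be -7.47 and -5.99. The minus sign marks lower expression in infarcts. These values take the contralateral means as observed and are not confidence limits on the true decreases.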

The resultant volcano plot illustrates the distribution of 3930 upregulated and 2869 downregulated genes (Fig. 3*B*). The most significantly upregulated genes, including *Lpl*, *Spp1*, *Cd36*, *Mmp2*, and *Mmp19*, and the most highly enriched genes, including *Cd5l*, *Mmp3*, *Mmp12*, and *Mmp13*, indicate a pronounced disturbance in lipid homeostasis in infarcts at 7 weeks after stroke. 

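*Cd36* (ENSMUSG00000002944, chromosome 5, 17781690 to 17888801) had 969 ± 124 CPM in infarcts and 3.83 ± 0.743 CPM in contralateral cortices, a log2 fold change of 7.98 (standard error 0.25, adjusted *p* = 1.46e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mmp2* (ENSMUSG00000031740, chromosome 8, 92827291 to 92853420) had 191 ± 15.1 CPM in infarcts and 3.05 ± 0.407 CPM in contralateral cortices, with a log2 fold change of 5.98. The log2 fold change was 7.22 for *Spp1*, 6.62 for *Mmp19* and 5.65 for *Lpl*, with adjusted *p* values of 1.64e-07, 1.64e-07 and 1.70e-07 from the same edgeR test. Ranked by *p* among all upregulated genes, *Mmp2* stood at 4, *Cd36* at 5, *Spp1* at 21, *Mmp19* at 49 and *Lpl* at 79. By DESeq2, the ranks were 16 for *Mmp2*, 1 for *Cd36*, 2 for *Spp1*, 117 for *Mmp19* and 18 for *Lpl*. Exons of another gene on the same strand cover 18.8% of the exon bases of *Spp1*, and exons on the other strand cover 22.3% of those of *Mmp19*. *Cd5l* (ENSMUSG00000015854, chromosome 3, 87357881 to 87371073) had 484 ± 261 CPM in infarcts, against 0, 1 and 8 counts in contralateral cortices 1, 2 and 3. Its fitted log2 fold change was 11.14 (standard error 0.90, adjusted *p* = 4.49e-05, edgeR) and ranked 6 by size among upregulated genes. *Mmp12*, *Mmp13*, and *Mmp3*, which lie in the same cluster on chromosome 9, ranked 10, 15 and 18 by size, with log2 fold changes of 10.84, 10.68 and 10.60. These sizes rest on few contralateral counts. Without contralateral cortex 3, which left no contralateral library above 3 counts, the fitted log2 fold change was 13.66 for *Cd5l*, 13.53 for *Mmp3* and 12.34 for *Mmp12*. Without contralateral cortex 1, it was 10.37 for *Cd5l*, 9.82 for *Mmp3*, 10.16 for *Mmp12* and 9.94 for *Mmp13*. All 9 genes kept their call with each library left out in turn.

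**Figure D1:**
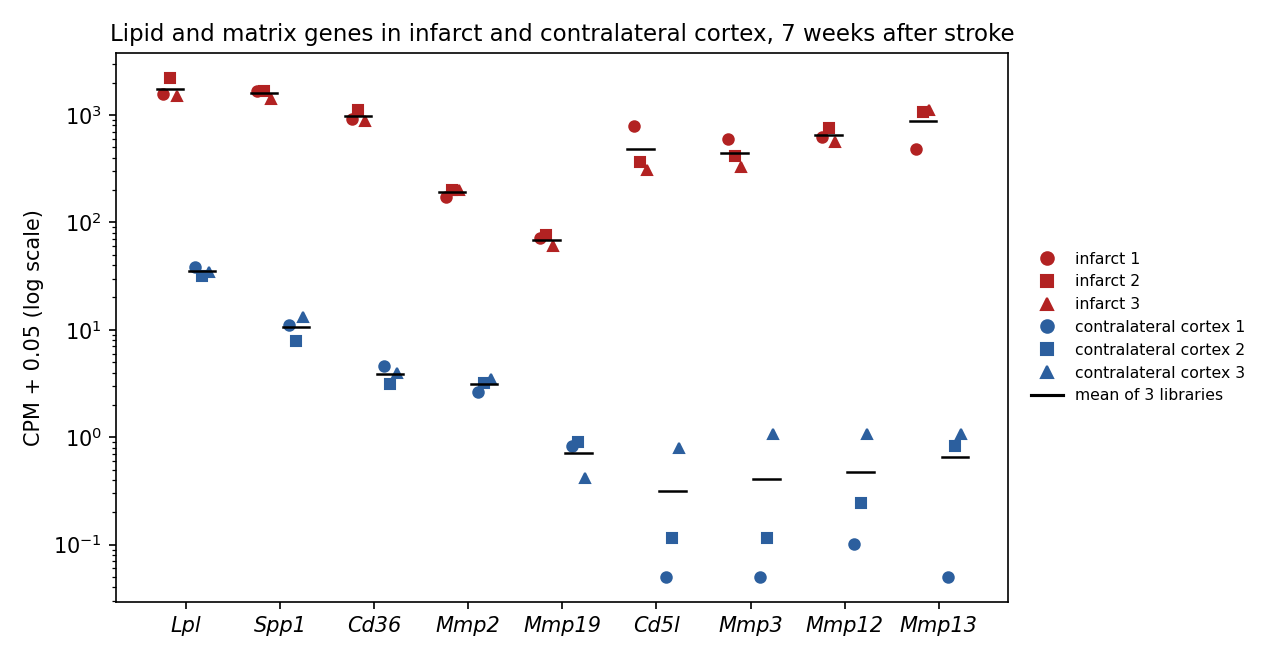
CPM of the 9 genes in each library, with 0.05 added and on a log scale; points are single libraries and black lines the means of 3. Every infarct point lies above every contralateral point, as for *Mmp2*, with 191 CPM on average in infarcts and 3.05 in contralateral cortices.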

Importantly, Zhu et al. (2017) similarly identified *Cd5l*, *Lpl*, and *Cd36* as highly expressed genes in foamy macrophages after SCI (Zhu et al., 2017).

**Figure 3.**
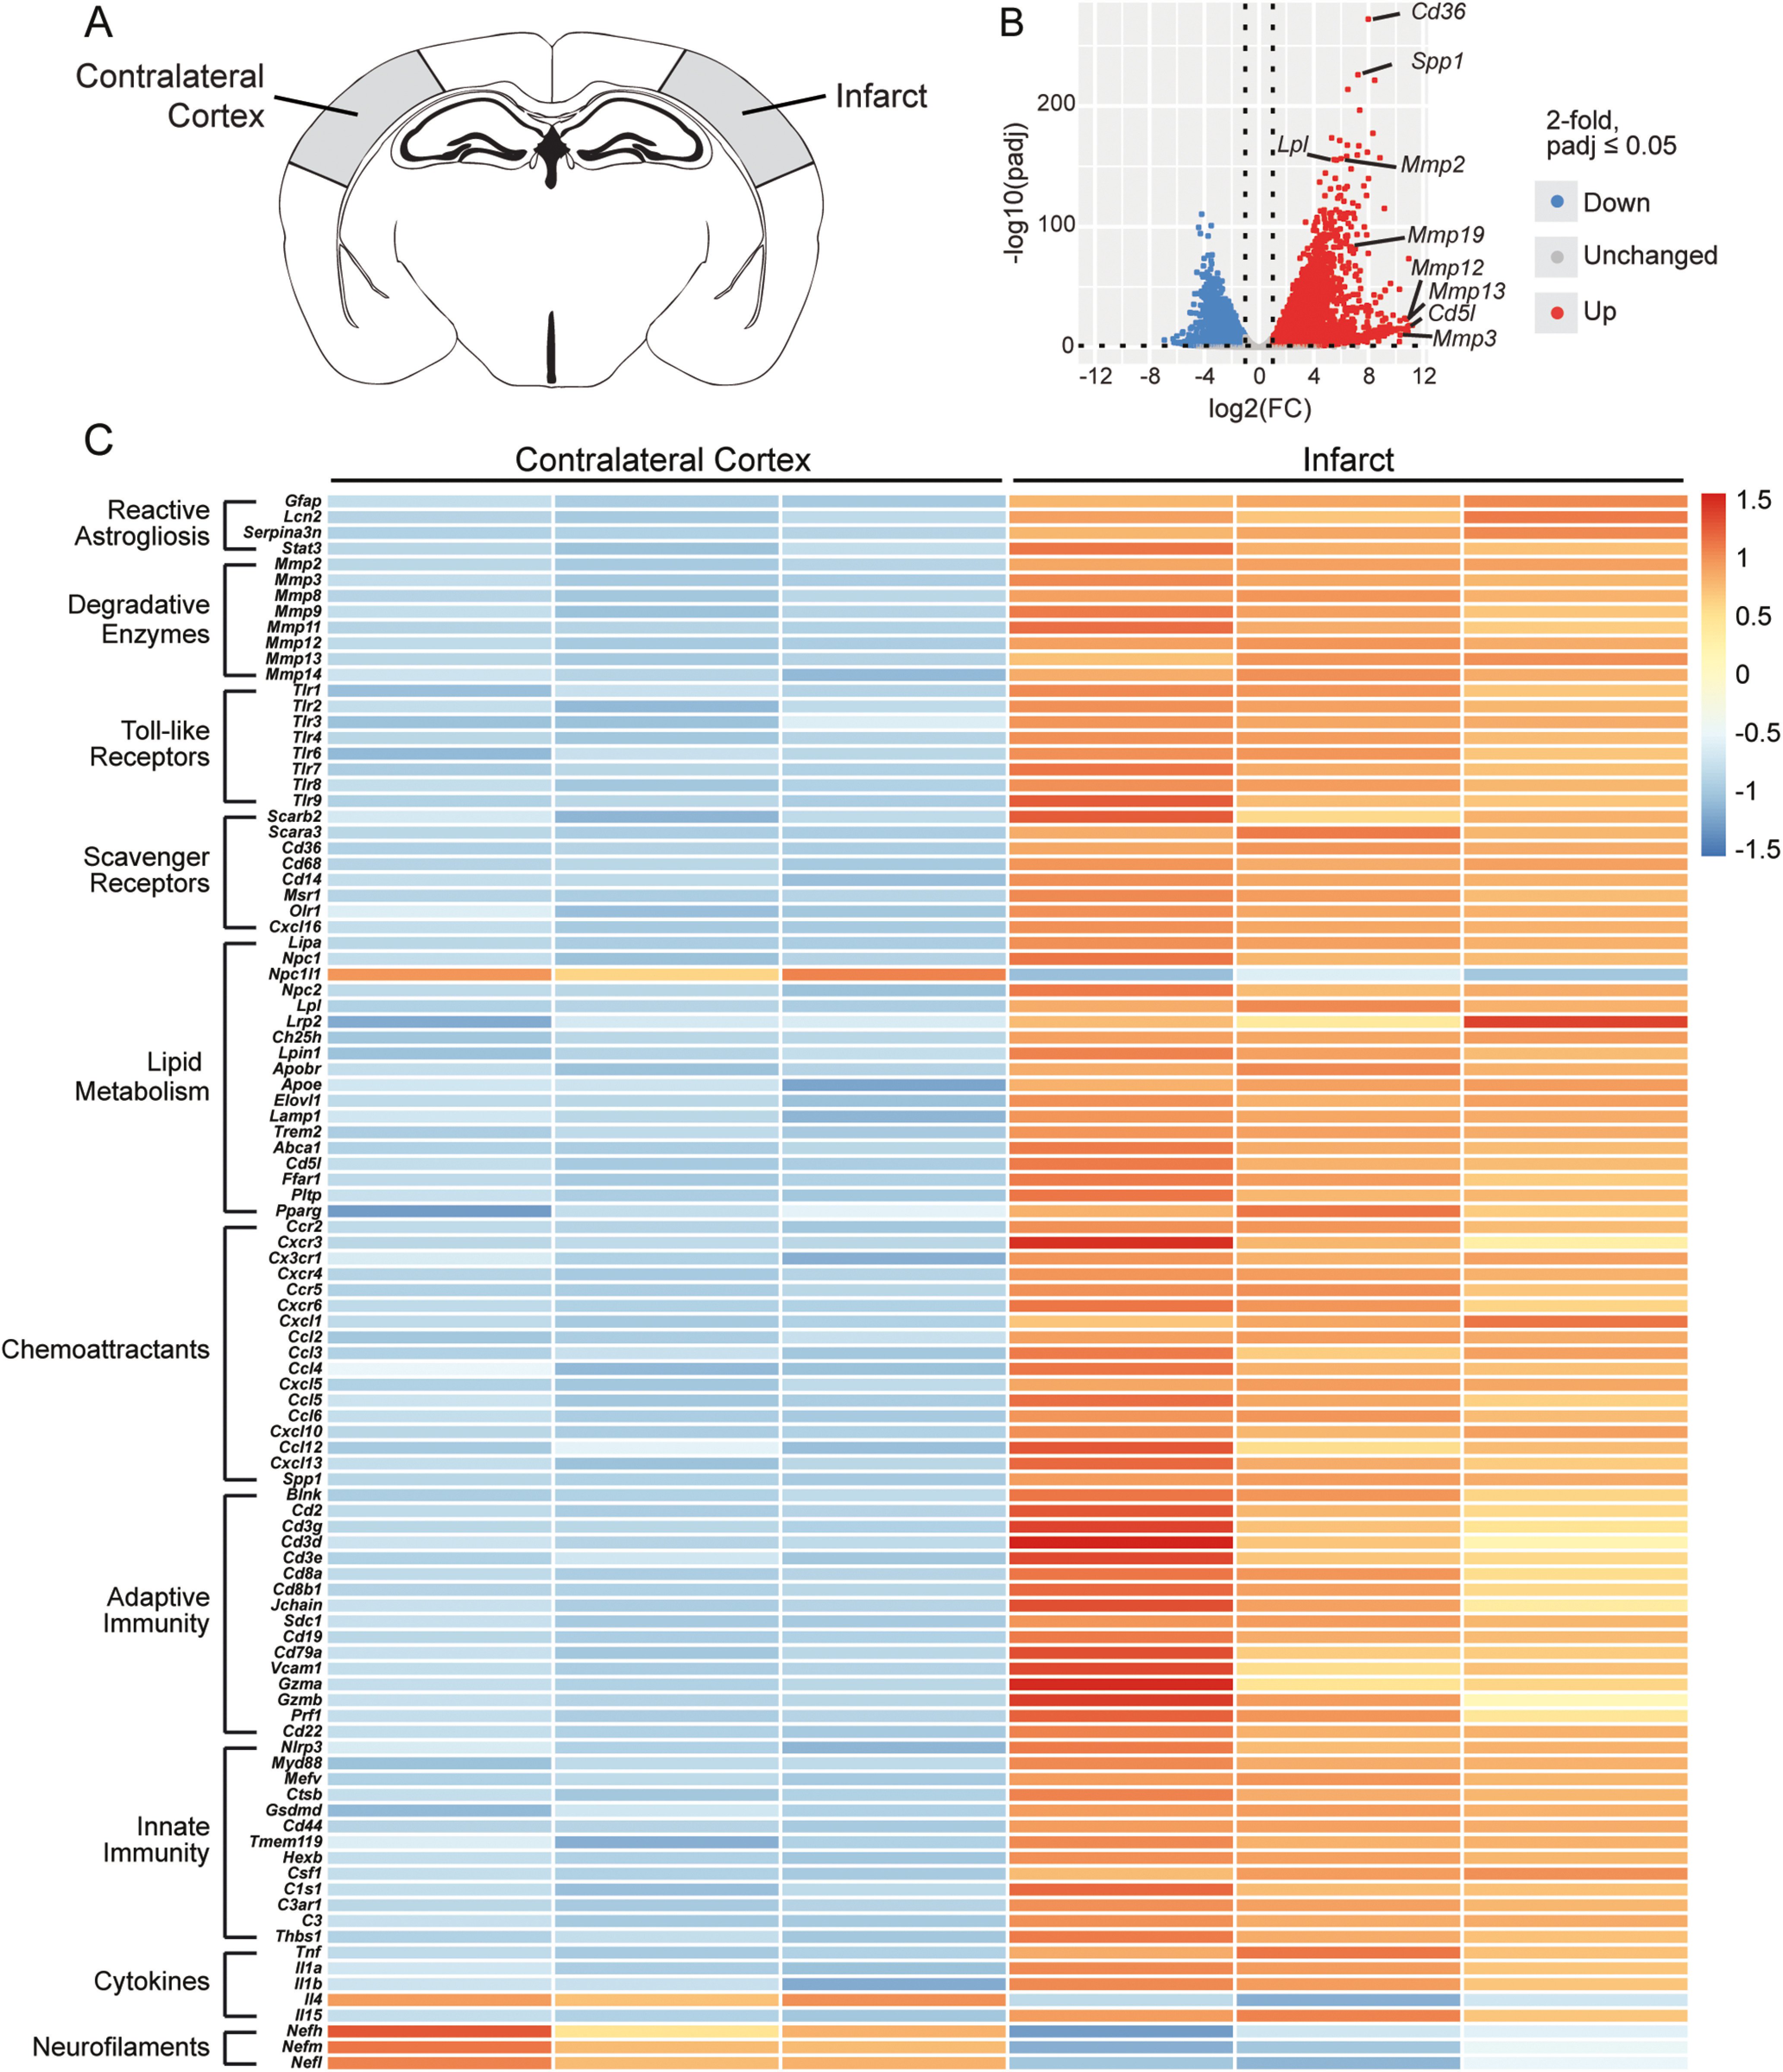
Transcriptome of the chronic stroke infarct in young adult mice. ***A***, Schematic of a mouse coronal brain section following DH stroke, with the analyzed region of each hemisphere shaded in gray. ***B***, Volcano plot showing differences in gene expression between the infarct and contralateral cortex at 7 weeks following stroke (FDR-adjusted *p* < 0.05; FC > |2|). ***C***, Row-scaled heatmap displaying differentially expressed genes associated with dysregulated lipid metabolism and pronounced inflammation (FDR-adjusted *p* < 0.05; FC > |2|). FC, Fold change.

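The text and Figure 3 name 101 genes for this comparison, of which 98 passed the filter on low counts. Of these, 93 were upregulated and 5 downregulated, over all genes tested and also when adjusted over the list alone. The study chose these genes on the same libraries, so the latter is not independent evidence. The 5 downregulated genes were *Npc1l1*, *Il4*, *Nefh*, *Nefm*, and *Nefl*, and the 3 that did not pass the filter were *Cd3d*, *Gzma*, and *Gzmb*. With the filter removed, all 101 genes were called. By group of Figure 3*C*, the median log2 fold change was 5.34 over 4 genes of reactive astrogliosis, 7.16 over 8 degradative enzymes, 6.15 over 8 scavenger receptors and 3.69 over 18 genes of lipid metabolism. It was 4.23 over 8 TLRs, 6.69 over 17 chemoattractants, 8.06 over the 13 tested genes of adaptive immunity, 3.82 over 13 of innate immunity and 3.99 over 5 cytokines. In 22 of the 98 genes, no contralateral library held more than 3 counts. With these at their lower bounds, the medians were 5.77 for degradative enzymes, 5.29 for scavenger receptors, 3.51 for lipid metabolism, 6.04 for chemoattractants, 6.08 for adaptive immunity and 2.84 for cytokines. Without contralateral cortex 2 the median of the degradative enzymes was 8.04, and without infarct 1 that of adaptive immunity was 7.34.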

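*Tlr2* (ENSMUSG00000027995, chromosome 3, 83836272 to 83841767) had 131 ± 23.8 CPM in infarcts and 3.93 ± 1.38 CPM in contralateral cortices. Its log2 fold change was 5.08 (standard error 0.29, adjusted *p* = 8.40e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of *Tlr1* and *Tlr4* were 5.83 and 4.27, and among the other TLRs of Figure 3*C* they ranged from 1.13 for *Tlr3* to 7.86 for *Tlr8*. For the scavenger receptor genes *Msr1*, *Cxcl16*, and *Cd68*, log2 fold changes were 7.94, 6.44 and 5.86, from contralateral means of 0.449, 1.29 and 1.94 CPM. Exons of a gene on the other strand cover 18.3% of the exon bases of *Cxcl16*. *Scarb2* (ENSMUSG00000029426, chromosome 5, 92441314 to 92506833), which was already expressed at 207 ± 21.3 CPM in contralateral cortices, had 494 ± 75.8 CPM in infarcts, a log2 fold change of 1.26 (standard error 0.17, adjusted *p* = 1.30e-04, edgeR). Tested against a fold change of 2 with glmTreat, *Scarb2* and *Tlr3* lost their calls.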

Correspondingly, chronic stroke infarcts were also characterized by an upregulation of TLRs, including *Tlr1*, *Tlr2*, and *Tlr4*, and scavenger receptors, including *Scarb2*, *Cd68*, *Msr1*, and *Cxcl16*. These genes are implicated in the induction and progression of atherosclerosis; importantly, these scavenger receptors mediate the uptake of oxLDL into macrophages and promote their differentiation into foam cells (Febbraio et al., 2001; Aslanian and Charo, 2006; Rahaman et al., 2006; Park, 2014; Zeibig et al., 2019). Dysregulated lipid homeostasis within infarcts is further evidenced by the upregulation of genes involved in lipid metabolism: *Npc1*, *Npc2*, *Lamp1*, *Ffar1*, *Pparg*, *Apoe*, *Trem2*, and *Abca1* (Fig. 3*C*).

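*Abca1* (ENSMUSG00000015243, chromosome 4, 53030787 to 53159895) had 2677 ± 722 CPM in infarcts and 92.3 ± 10.4 CPM in contralateral cortices, a log2 fold change of 4.86 (standard error 0.25, adjusted *p* = 3.86e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Trem2* had 105 ± 7.74 CPM in infarcts and 3.88 ± 0.809 CPM in contralateral cortices, and its log2 fold change was 4.74. For *Npc2*, *Apoe*, *Pparg*, *Lamp1*, and *Npc1*, log2 fold changes were 3.57, 3.03, 2.21, 2.12 and 1.58, with adjusted *p* values from 8.16e-07 for *Npc2* to 1.06e-04 for *Pparg* (edgeR). *Npc1* was expressed at 111 ± 7.13 CPM in contralateral cortices and at 332 ± 34.9 CPM in infarcts, more than the spread between libraries of either region. *Ffar1* had 30, 27 and 19 counts in infarcts 1, 2 and 3 and 0 counts in every contralateral library. It was therefore at least 9.01-fold higher in infarcts (adjusted *p* = 1.96e-04, edgeR). Of the other genes that Figure 3*C* groups under lipid metabolism, *Npc1l1* fell by 2.41 on the log2 scale, from 1.74 ± 0.288 CPM to 0.318 ± 0.108 CPM. With each library left out in turn, its log2 fold change stayed between -2.69 and -2.24.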

In addition to alterations in lipid metabolism, the transcriptome also revealed a signature of chronic inflammation at 7 weeks after stroke. For instance, activation of the innate immune response is indicated by the upregulation of genes involved in complement cascade activation, including *C1s1*, *C3ar1*, and *C3*, and in phagocytosis, including *Tmem119*, *Hexb*, *Nlrp3*, *Ctsb*, and *Myd88*. 

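Of the 5 cytokine genes in Figure 3*C*, 4 were upregulated. *Il1b* had 4.19 ± 0.986 CPM in infarcts and 0.131 ± 0.114 CPM in contralateral cortices, a log2 fold change of 4.90 (standard error 0.60, adjusted *p* = 6.76e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its contralateral counts were 4, 0 and 2, and the log2 fold change was 5.57 without contralateral cortex 1 and 4.32 without contralateral cortex 2. *Il1a* and *Il15* had log2 fold changes of 3.99 and 2.43. *Tnf*, with 0 counts in every contralateral library, was at least 7.15-fold higher in infarcts. The remaining gene, *Il4*, fell by 1.52 on the log2 scale, from 24.3 ± 1.35 CPM to 8.45 ± 1.26 CPM. Its counts amounted to 14.3% to 17.1% of those of *Kif3a*, the gene 1014 bases away on the opposite strand, in each of the 6 libraries. All 17 chemoattractant genes were upregulated, among them *Ccr2* with a log2 fold change of 7.14 and *Cxcl10*, which had 0 counts in every contralateral library and was at least 65.9-fold higher in infarcts.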

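*C3ar1* (ENSMUSG00000040552, chromosome 6, 122847138 to 122856161) had 493 ± 86.2 CPM in infarcts and 5.86 ± 0.987 CPM in contralateral cortices, a log2 fold change of 6.40 (standard error 0.24, adjusted *p* = 1.64e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *C3* had 1055 ± 289.5 CPM in infarcts and 5, 4 and 35 counts in contralateral cortices 1, 2 and 3, so that its log2 fold change of 9.93 rose to 11.94 without contralateral cortex 3 and dropped to 9.33 without contralateral cortex 1. For *C1s1* the log2 fold change was 6.26, and its paralog *C1s2* had 3 counts or fewer in every infarct library. Among genes of phagocytosis, *Ctsb* had 4324 ± 702 CPM in infarcts and 355 ± 59.6 CPM in contralateral cortices. The log2 fold changes were 3.61 for *Ctsb*, 3.47 for *Nlrp3*, 3.21 for *Myd88* and 1.79 for *Tmem119*, with adjusted *p* values from 8.59e-07 for *Ctsb* to 2.88e-05 for *Tmem119* (edgeR). *Nlrp3* was counted least, with 7.04 ± 1.47 CPM in infarcts and 0.647 ± 0.267 CPM in contralateral cortices. Exons of a gene on the other strand cover 18.4% of the exon bases of *C1s1*, 12.8% of those of *Ctsb* and 11.3% of those of *Myd88*.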

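*Gfap* (ENSMUSG00000020932, chromosome 11, 102887336 to 102900912) had 1080.4 ± 230.4 CPM in infarcts and 38.6 ± 9.61 CPM in contralateral cortices, a log2 fold change of 4.81 (standard error 0.26, adjusted *p* = 4.41e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Serpina3n* had 299 ± 80.2 CPM in infarcts and 5.09 ± 0.278 CPM in contralateral cortices, with a log2 fold change of 5.88. Its paralogs on chromosome 12 were counted less, with 27.6 ± 21.8 CPM for *Serpina3g* and 8.14 ± 5.84 CPM for *Serpina3f* in infarcts. *Lcn2* ranged more between infarcts, at 106 ± 55.7 CPM, and had 1, 5 and 2 counts in contralateral cortices 1, 2 and 3. Its log2 fold change was 9.15 (standard error 0.66, adjusted *p* = 1.41e-05, edgeR) and reached 9.91 without contralateral cortex 2.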

Further, upregulated genes included *Gfap*, *Lcn2*, and *Serpina3n*, which have been validated as specific markers of reactive astrogliosis in ischemic stroke and LPS-induced neuroinflammation (Zamanian et al., 2012) (Fig. 3*C*). Together, these genes signify the activation of innate immune cells, including infiltrating macrophages, resident microglia, and astrocytes.

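To set these genes beside wider sets, lists of marker genes for 20 cell types and 5 lists of sterol and sphingolipid genes were written in advance. They were tested with limma's camera, which asks whether the genes of a list move against all other genes, at a preset correlation of 0.01 between genes and with Benjamini-Hochberg adjustment over the 25 lists. The disease-associated microglia list had a median log2 fold change of 4.58 (adjusted *p* = 3.22e-22, limma's camera), and all 18 of its genes were upregulated. Of 13 genes of monocyte-derived macrophages, 12 were upregulated, with a median of 3.75 (adjusted *p* = 2.12e-07, limma's camera). Of 13 genes of homeostatic microglia, 7 were upregulated and 1 downregulated, with a median of 1.59 (adjusted *p* = 0.0175, limma's camera). The homeostatic astrocyte list had 3 upregulated and 2 downregulated genes of 14, with a median of -0.21 (adjusted *p* = 0.802, limma's camera). These lists share genes with the study's own choice, such as *Trem2*, *Lpl*, and *Tmem119*. All 13 of the 25 lists that camera called were also called by fry, a rotation test. Fry asks whether the genes of a list change at all, not whether they move against other genes. It called 22 of the 25 lists, so its calls lend little support to those of camera. None of the 25 lists was called when camera estimated the correlation between genes from the 6 libraries.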

Additionally, activation of the adaptive immune system is indicated by the upregulation of genes associated with T lymphocytes, including *Cd2*, *Cd3e*, *Gzma*, *Gzmb*, and *Prf1*, B lymphocytes, including *CD19*, *Cd79a*, and *Blnk*, and antibody-producing plasma cells, including *Sdc1* and *Jchain* (Fig. 3*C*). These perturbations in innate and adaptive immunity demonstrate that chronic inflammation persists in infarcts for at least 7 weeks after stroke, as we have shown previously (Doyle et al., 2015; Chung et al., 2018; Zbesko et al., 2021).

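*Cd79a* (ENSMUSG00000003379, chromosome 7, 24897381 to 24902197) had 345, 102 and 113 counts in infarcts 1, 2 and 3 and 0, 1 and 1 in contralateral cortices 1, 2 and 3, and was at least 67.9-fold higher in infarcts (adjusted *p* = 1.97e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cd2* was at least 23.6-fold higher and *Prf1* at least 8.38-fold. Without infarct 1, the bound was 36.3 for *Cd79a* and 15.0 for *Cd2*. *Blnk* had 48.6 ± 13.7 CPM in infarcts and 4.74 ± 0.403 CPM in contralateral cortices, a log2 fold change of 3.35 (standard error 0.25, adjusted *p* = 2.43e-06, edgeR). *Sdc1* had a log2 fold change of 6.31, and *Jchain*, at 963 ± 943 CPM in infarcts, one of 8.88 that dropped to 7.80 without infarct 1. *Cd3e* had 266, 89 and 75 counts in infarcts and 4, 0 and 0 in contralateral cortices, with a log2 fold change of 6.84. Without contralateral cortex 1, no contralateral count was left, and the fitted value was 10.19, while without infarct 1 it was 5.96. *Gzma* and *Gzmb* were at the limit of this depth, with 10, 4 and 5 and with 10, 7 and 3 counts in infarcts 1, 2 and 3 and 0 counts in every contralateral library. They did not pass the filter on low counts and were not tested. Their counts allow a fold change of at least 2.28 for *Gzma* and at least 2.41 for *Gzmb*, and without infarct 1 at least 1.51 for *Gzma*. DESeq2, which tested both genes, called them upregulated (adjusted *p* = 0.00509 and 0.00418), and so did edgeR without the filter (adjusted *p* = 0.00176 and 0.00138). DESeq2 with the replicate number as a block gave the highest adjusted *p* of the 3 alternatives that tested them, 0.0334 and 0.0283.

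**Figure D2:**
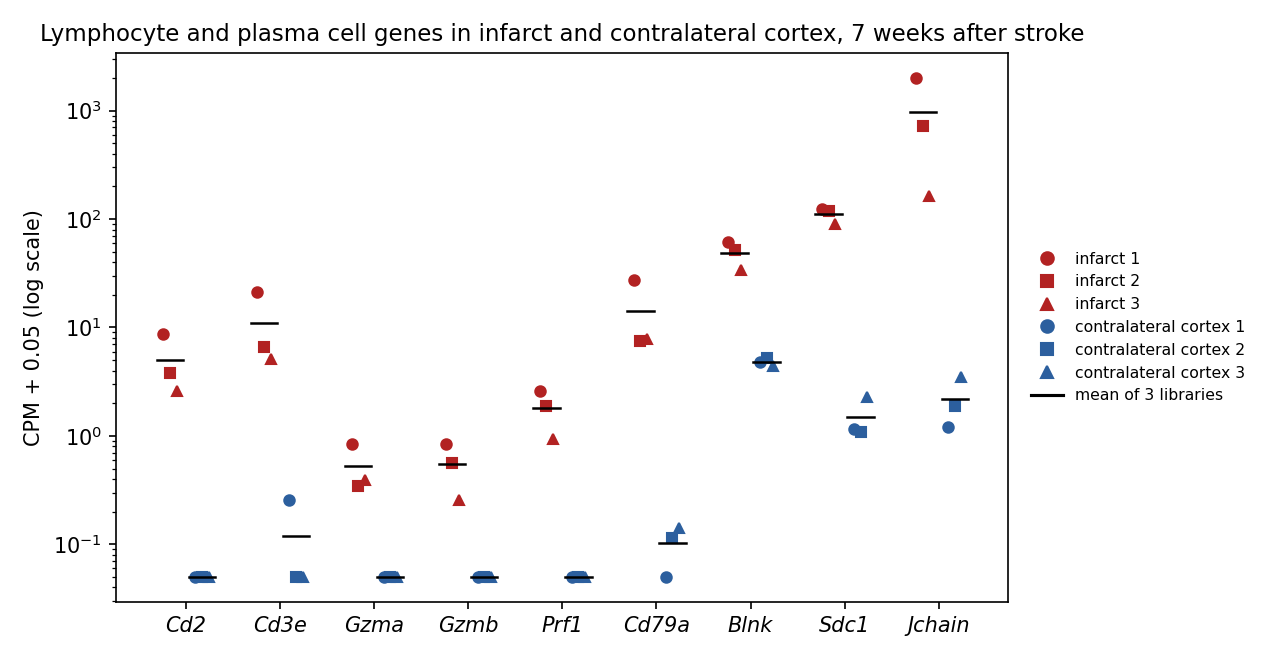
CPM of lymphocyte and plasma cell genes in each library, with 0.05 added and on a log scale, so that a count of 0 is drawn at 0.05; points are single libraries and black lines the means of 3. Infarct 1 holds the highest value for each of the 9 genes.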

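Among the marker lists, the T cell list had a median log2 fold change of 5.51 (adjusted *p* = 0.00215, limma's camera), with 12 of 13 tested genes upregulated, and the plasma cell list one of 6.81 (adjusted *p* = 4.66e-05, limma's camera), with 12 of 12. With genes at 3 contralateral counts or fewer set to their lower bounds, the medians were 5.29 and 5.80. Without infarct 1, they were 4.88 and 6.15. The median log2 ratio of infarct 3 over infarct 1 was -1.81 for the T cell list, with all 13 genes lower in infarct 3, and -0.26 for disease-associated microglia. With camera at an estimated correlation between genes, neither list was called (adjusted *p* = 0.568 and 0.323), and the T cell list, with 3 genes left, was not called with at least 10 counts in every library either (adjusted *p* = 0.495, limma's camera).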

In conjunction with the upregulation of genes involved in chronic inflammation and lipid metabolism, the DE analysis revealed a downregulation of genes involved in neuronal structure and function. Specifically, the neurofilament subunits *Nefh*, *Nefm*, and *Nefl* were downregulated, which indicates persistent disruption or absence of neuronal cytoskeletons in infarcts at 7 weeks after stroke (Fig. 3*C*).

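All 20 genes of a pan-neuronal list were downregulated, with log2 fold changes from -3.84 to -1.84 and a median of -2.67 (adjusted *p* = 2.92e-08, limma's camera over the 25 lists). Of 12 genes of excitatory neurons, 11 were downregulated, with a median of -2.94, which became -3.60 without infarct 3. All 12 genes of inhibitory neurons were downregulated, with a median of -2.45. Adjusted *p* values of both lists were 2.17e-07 and 1.76e-05 (limma's camera). Scaling by library totals left the pan-neuronal median at -2.45.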

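*Nefl* (ENSMUSG00000022055, chromosome 14, 68083863 to 68089095) had 45.7 ± 22.7 CPM in infarcts and 399 ± 73.0 CPM in contralateral cortices, a log2 fold change of -3.12 (standard error 0.35, adjusted *p* = 8.48e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Nefm* had 3.97 ± 2.50 CPM in infarcts and 40.8 ± 11.3 CPM in contralateral cortices, with a log2 fold change of -3.34, and *Nefh* had 1.73 ± 0.755 CPM in infarcts and 11.4 ± 4.55 CPM in contralateral cortices, with one of -2.70. For *Nefl* and *Nefm*, leaving out infarct 3 gave log2 fold changes of -3.59 and -3.97. All 3 genes had counts in every infarct library, with 443, 410 and 1052 counts of *Nefl* in infarcts 1, 2 and 3. *Nefl* and *Nefm* are neighbors on chromosome 14. Exons of a gene on the other strand cover 32.8% of the exon bases of *Nefl* and 19.2% of those of *Nefm*, where reads can go uncounted in both regions.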

We then used IPA software to define upstream regulators and identify altered biological processes based on DE analysis. 

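The gene sets of IPA were not used here. For each process listed in Figure 4*A*,*B* a gene list was written from general knowledge, and the lists are not those of IPA. Over these 9 lists, adjusted *p* values come from limma's camera with Benjamini-Hochberg adjustment. The list for atherosclerosis signaling had 45 tested genes, of which 41 were upregulated and 1 downregulated, with a median log2 fold change of 4.74 (adjusted *p* = 1.11e-19, limma's camera). The lists for the inflammasome pathway and B-cell receptor signaling had medians of 3.78 and 3.38 (adjusted *p* = 6.65e-16 and 2.36e-15, limma's camera), with 24 of 26 and 34 of 40 genes upregulated. For eicosanoid signaling, 25 of 35 genes were upregulated and 5 downregulated, with a median of 2.38 (adjusted *p* = 3.91e-05, limma's camera). The phospholipase list, with 14 of 31 genes upregulated, 5 downregulated and a median of 0.87, was not called (adjusted *p* = 0.0781, limma's camera). The list for IL-1 signaling was not called either, with 15 of 43 genes upregulated, 13 downregulated and a median of 0.10 (adjusted *p* = 0.815, limma's camera). On it, *Il1a*, *Il1b*, and *Myd88* rose, and it shares genes such as *Adcy1* and *Prkacb* with the list for synaptic LTP. Its fitted log2 fold changes ran from -3.08 to 9.81, so its median does not show that IL-1 signaling failed to rise.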

Differentially expressed genes were associated with the following upregulated biological processes: (1) atherosclerosis signaling, (2) IL-1 signaling, (3) inflammasome pathway, (4) eicosanoid signaling, (5) B-cell receptor signaling, and (6) phospholipases, along with others. In contrast, differentially expressed genes were associated with the following downregulated biological processes: (1) calcium signaling, (2) glutamate receptor signaling, and (3) synaptic LTP (Fig. 4*A*,*B*). These altered biological processes indicate that the stroke infarct transcriptome is characterized by chronic inflammation, dysregulated lipid metabolism, and impaired or absent neuronal function at 7 weeks after stroke. In addition, IPA identified lipid metabolic upstream regulators, such as cholesterol, phospholipids, and LDL, as well as immunologic upstream regulators such as MYD88, IL18, CD3, IL1B, TLR4, and TNF (Fig. 4*C*).

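Of 64 tested genes on the calcium signaling list, 50 were downregulated and 3 upregulated, with a median log2 fold change of -2.19 (adjusted *p* = 1.23e-12, limma's camera). For glutamate receptor signaling, 38 of 44 genes were downregulated and 1 upregulated, with a median of -2.43 (adjusted *p* = 8.07e-11, limma's camera). For synaptic LTP, 35 of 49 were downregulated and 3 upregulated, with a median of -1.74 (adjusted *p* = 2.40e-07, limma's camera). Of the 9 process lists, camera called 7, and fry called all 9, IL-1 signaling and phospholipases included. Fry does not compare a list with other genes, so its calls lend little support to those of camera. With the correlation between genes estimated from the 6 libraries, camera called none, and 2 lists had an unadjusted *p* under 0.05.

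**Figure D3:**
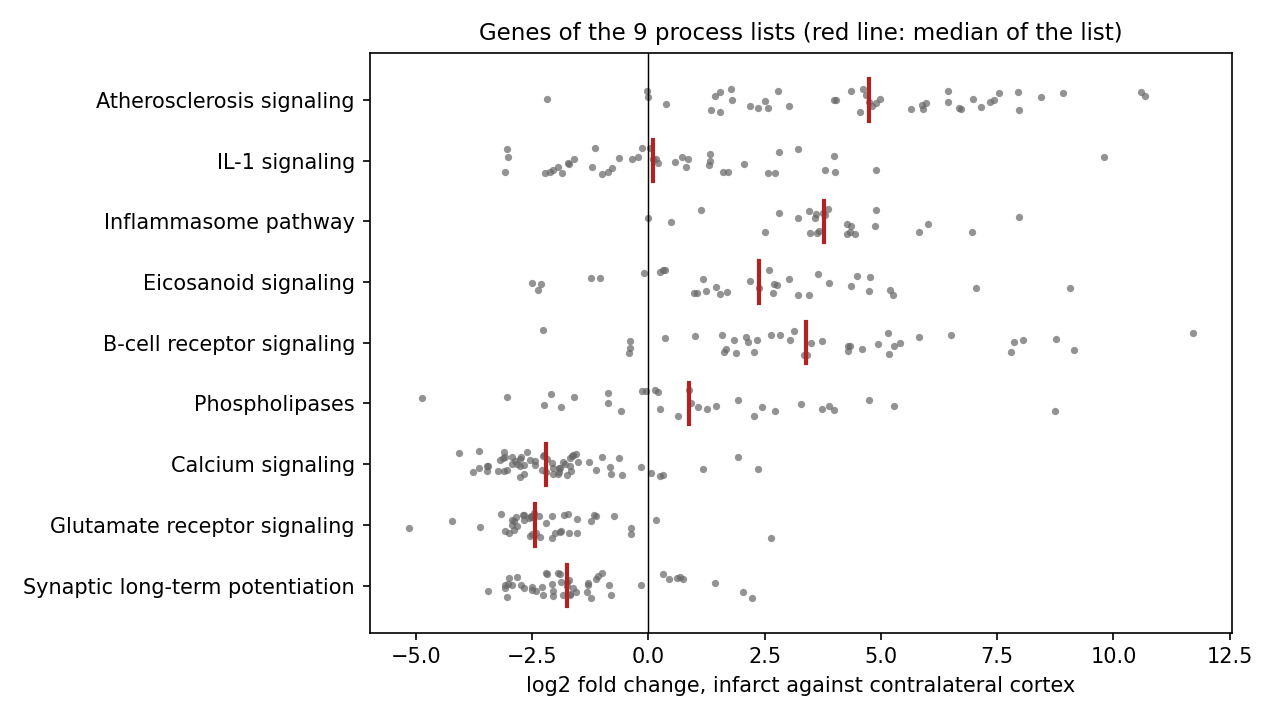
Log2 fold changes, infarcts over contralateral cortices, of the tested genes on each of the 9 process lists; points are genes and the red line is the median of the list. The medians run from -2.43 for glutamate receptor signaling to 4.74 for atherosclerosis signaling.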

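The data behind this conclusion are the counts of 3 infarcts and 3 contralateral cortices at 1 time point, so they hold no course over time. The process lists overlap with each other and with the genes of Figure 3*C*, for example *Cd36* and *Il1b*. The median of each of the 7 called lists kept its sign with each library left out in turn, from 4.61 to 5.10 for atherosclerosis signaling and from -2.61 to -1.96 for calcium signaling. The legend of Figure 4 describes the upregulated pathways as inflammatory, and the paper's conclusion rests on the upregulated and downregulated processes together.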

**Figure 4.**
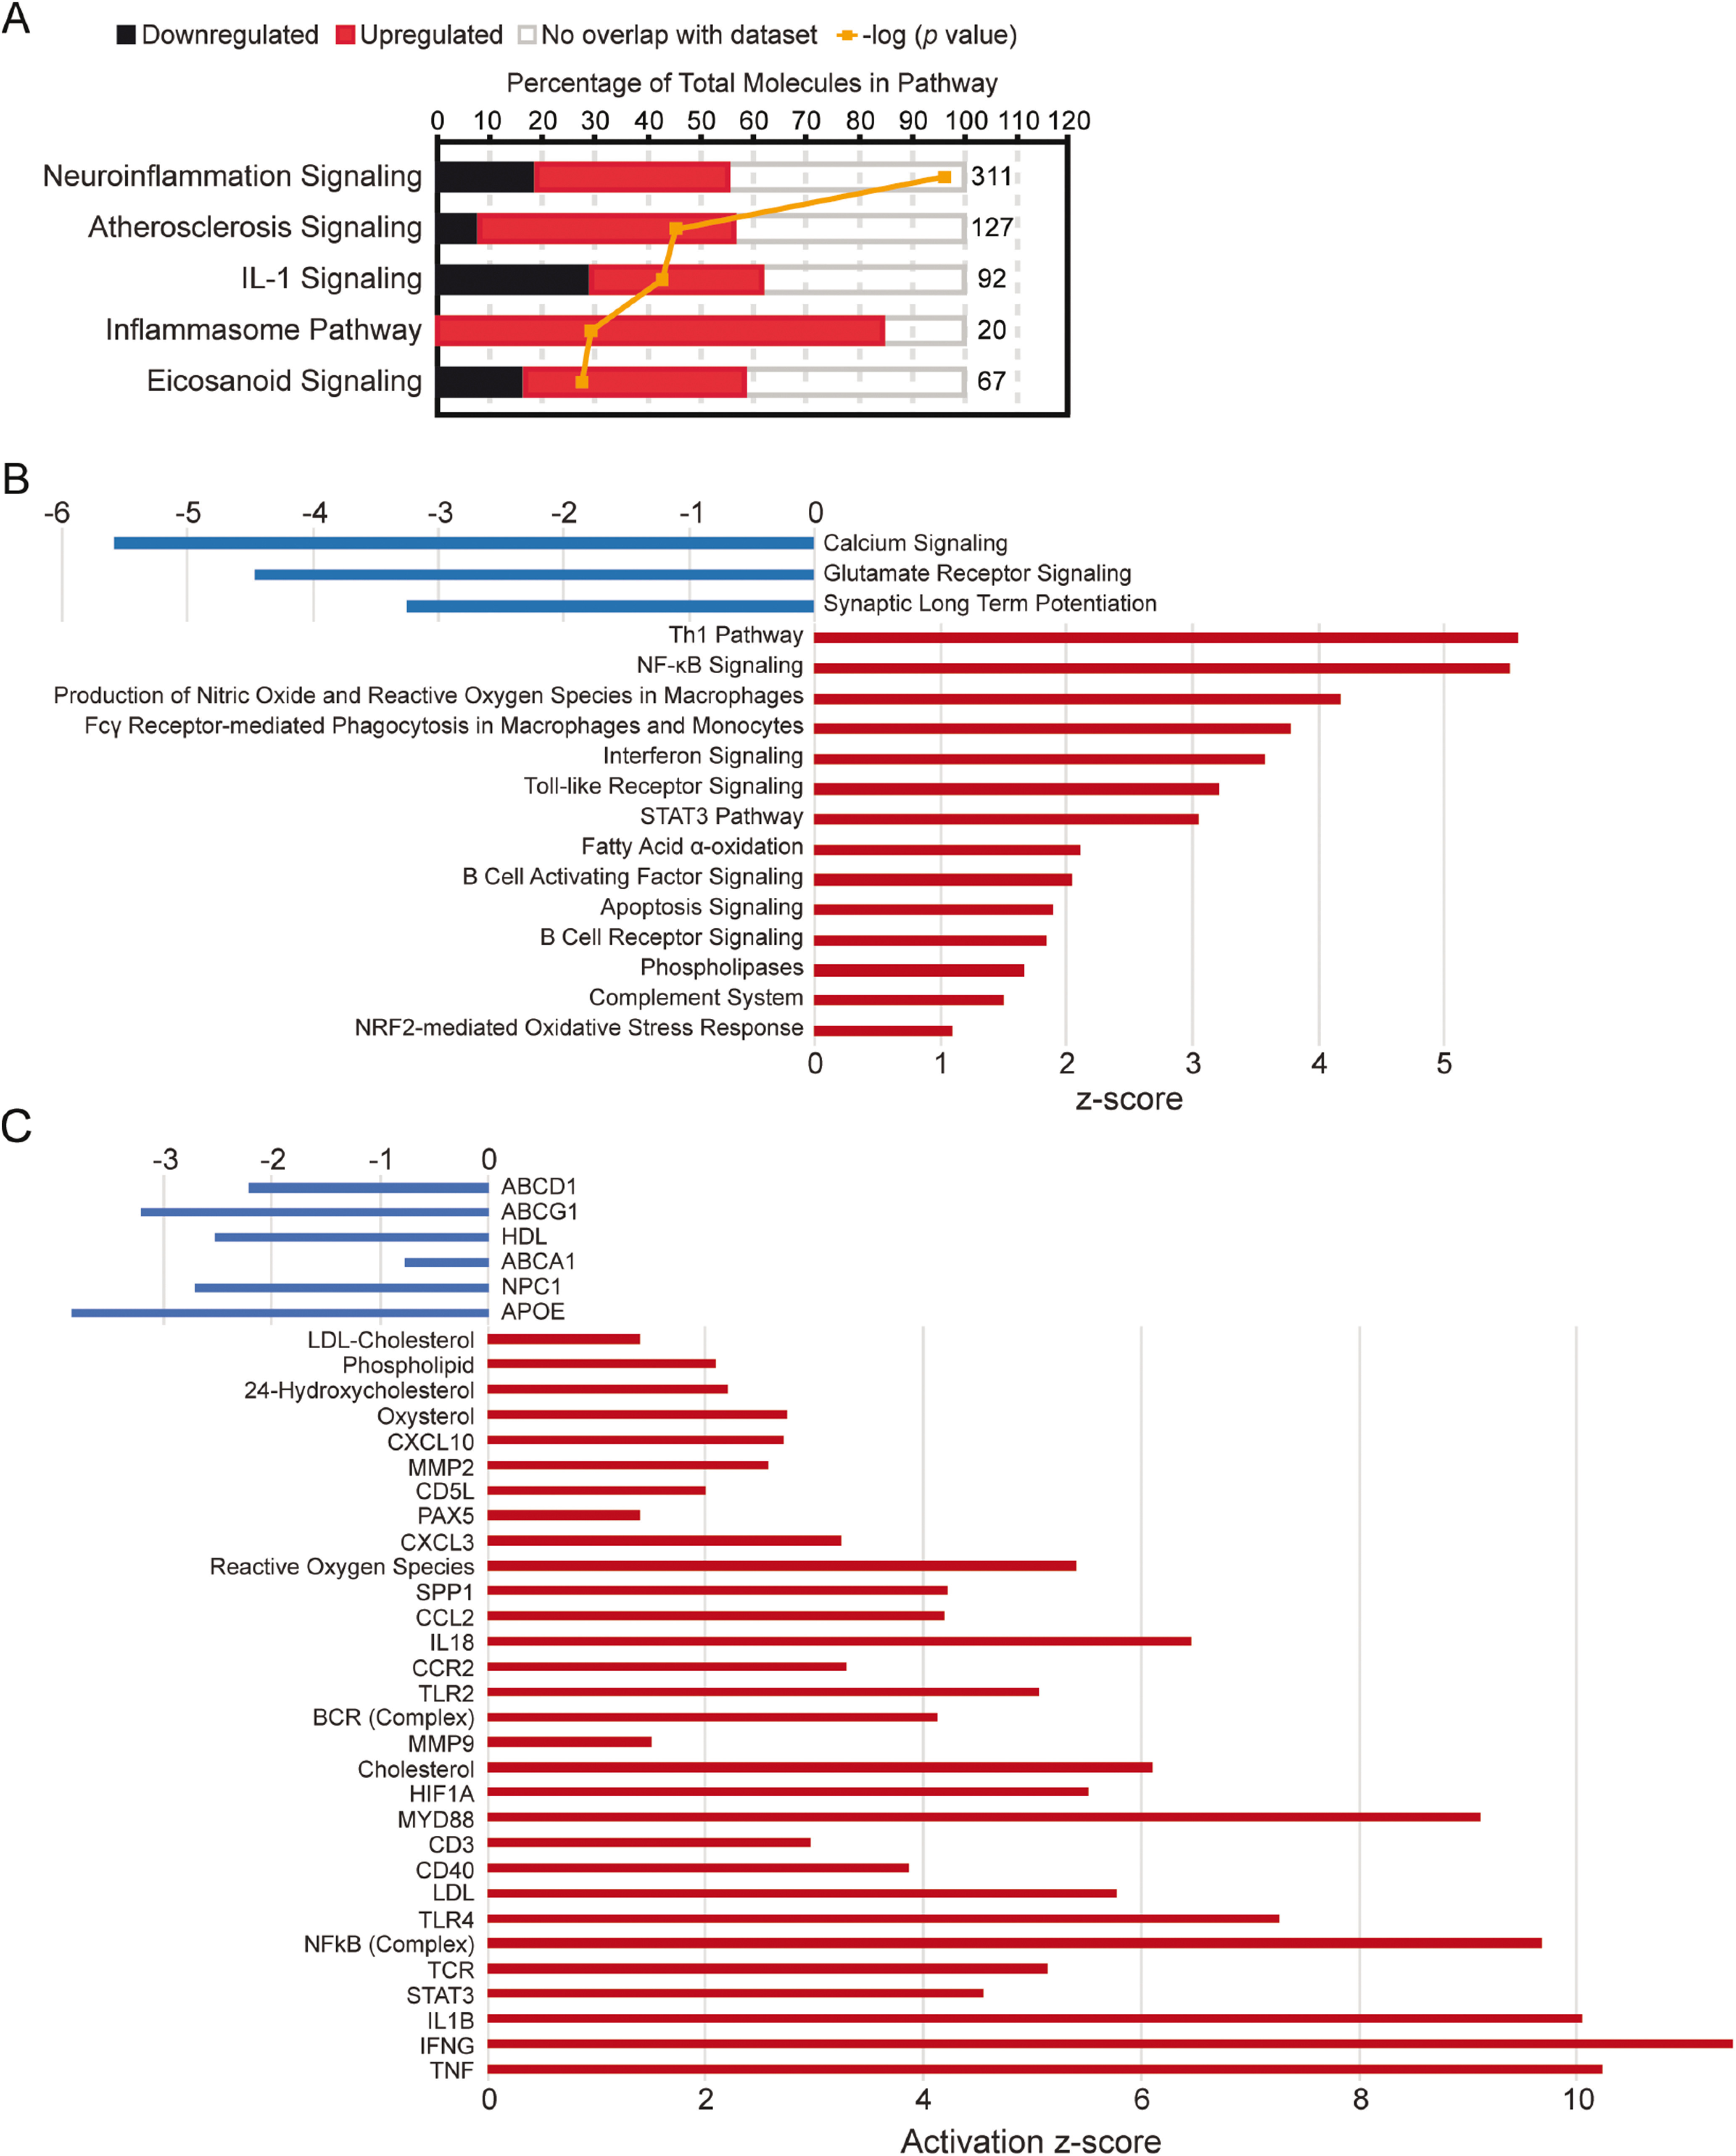
Canonical pathways and upstream regulators based on differentially expressed genes in chronic stroke infarcts of young adult mice. ***A***, IPA performed on differentially expressed genes revealed a significant upregulation of inflammatory pathways in infarcts of young adult mice at 7 weeks after stroke compared with contralateral cortices. ***B***, Additional canonical pathway analysis confirmed activation of inflammatory pathways in infarcts of young adult mice at 7 weeks after stroke. ***C***, IPA identified putative upstream regulators associated with inflammation and lipid metabolism, including cholesterol, LDL, MYD88, CD3, and IL1B. All canonical pathways and upstream regulators shown are significantly upregulated or downregulated (*p* < 0.05).

### HPβCD attenuates the chronic inflammatory response to stroke in young adult mice

To investigate the role of lipid metabolism in the chronic inflammatory response to stroke, we administered subcutaneous injections of 4 g/kg HPβCD or vehicle control to young adult mice triweekly (Monday, Wednesday, and Friday) for 6 weeks, beginning 1 week after stroke (Fig. 5*A*). We performed immunostaining on vehicle- and HPβCD-treated brain sections at 7 weeks after stroke. These analyses revealed substantially fewer B220^+^ B lymphocytes, CD3ε^+^ T lymphocytes, and CD138^+^ and IgA^+^ antibody-producing plasma cells in infarcts of HPβCD-treated mice than in infarcts of vehicle-injected mice. In addition, ORO staining revealed that infarcts of HPβCD-treated mice had fewer lipid droplets than those of vehicle-injected mice (Fig. 5*B*). These differences indicate that repeated administration of HPβCD following stroke attenuates chronic inflammation and lipid droplet formation in young adult mice. Conversely, the accumulation of sulfatides in infarcts of vehicle- and HPβCD-treated mice was comparable (Fig. 5*B*), suggesting that HPβCD does not aid in the clearance of sulfatides.

**Figure 5.**
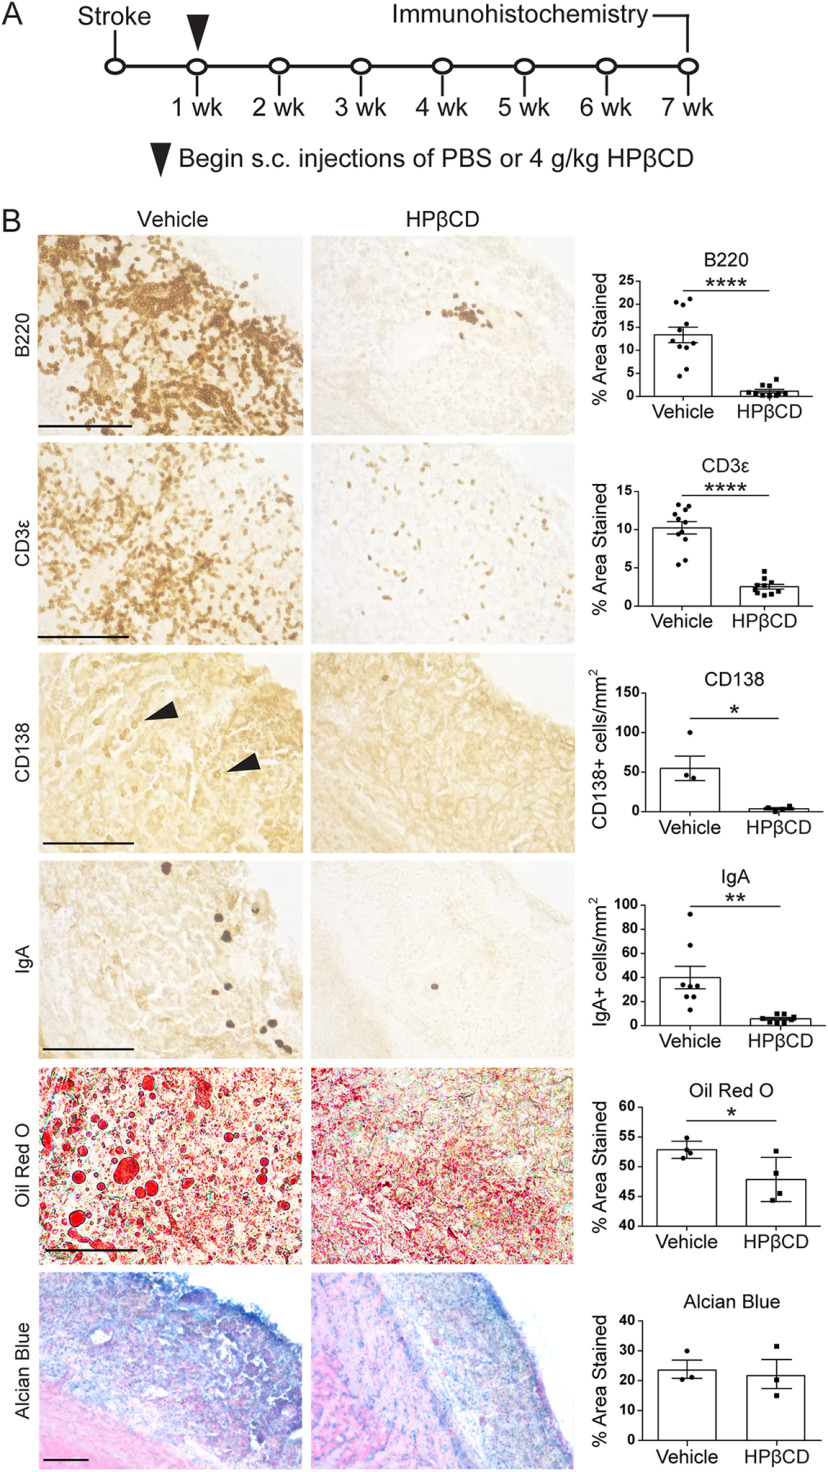
HPβCD attenuates the chronic inflammatory response to stroke in young adult mice. ***A***, Experimental design, 3-month-old mice received subcutaneous injections of 4 g/kg HPβCD or vehicle 3 times per week, beginning 1 week after DH stroke. Brains were dissected at 7 weeks after stroke and processed for immunohistochemistry. ***B***, Representative 40× images of infarcts in vehicle- or HPβCD-treated young adult mice stained for B lymphocytes (B220), T lymphocytes (CD3ε), and antibody-producing plasma cells (CD138, IgA), followed by representative 60× images of infarcts stained for lipid droplets (ORO) and 20× images of infarcts stained for sulfatides (Alcian blue). Quantification of images is shown to the right of each photomicrograph (*n* = 3-11). *p < 0.05; **p < 0.01; ****p < 0.0001; unpaired *t* tests. Scale bars: ORO, 50 μm; B220, CD3ε, CD138, IgA, Alcian blue, 125 μm. Data are mean ± SEM.

### HPβCD attenuates the chronic inflammatory response to stroke in aged mice

Stroke prevalence and mortality rates increase with advancing age in both males and females (Virani et al., 2020). Therefore, to address age as a biological variable, we performed immunohistochemistry and bulk RNA-Seq analyses on aged (18-month-old) mice treated with HPβCD using the same treatment regimen as in young adult mice (HPβCD or vehicle control 3 times per week for 6 weeks) (Fig. 6*A*). We discovered that, consistent with young adult mice, aged mice had substantially fewer B220^+^ B lymphocytes, CD3ε^+^ T lymphocytes, and IgA^+^ antibody-producing plasma cells in their infarcts following repeated administration of HPβCD. In addition, ORO staining revealed that infarcts of HPβCD-treated mice had significantly less lipid droplet accumulation than vehicle-injected mice at 7 weeks after stroke (Fig. 6*B*). These results demonstrate that young adult and aged mice similarly exhibit attenuated lipid droplet and immune cell accumulation in chronic stroke infarcts following repeated administration of HPβCD. However, the accumulation of sulfatides in vehicle- and HPβCD-treated aged mice was comparable (Fig. 6*B*), reinforcing that HPβCD does not aid in the clearance of sulfatides.

**Figure 6.**
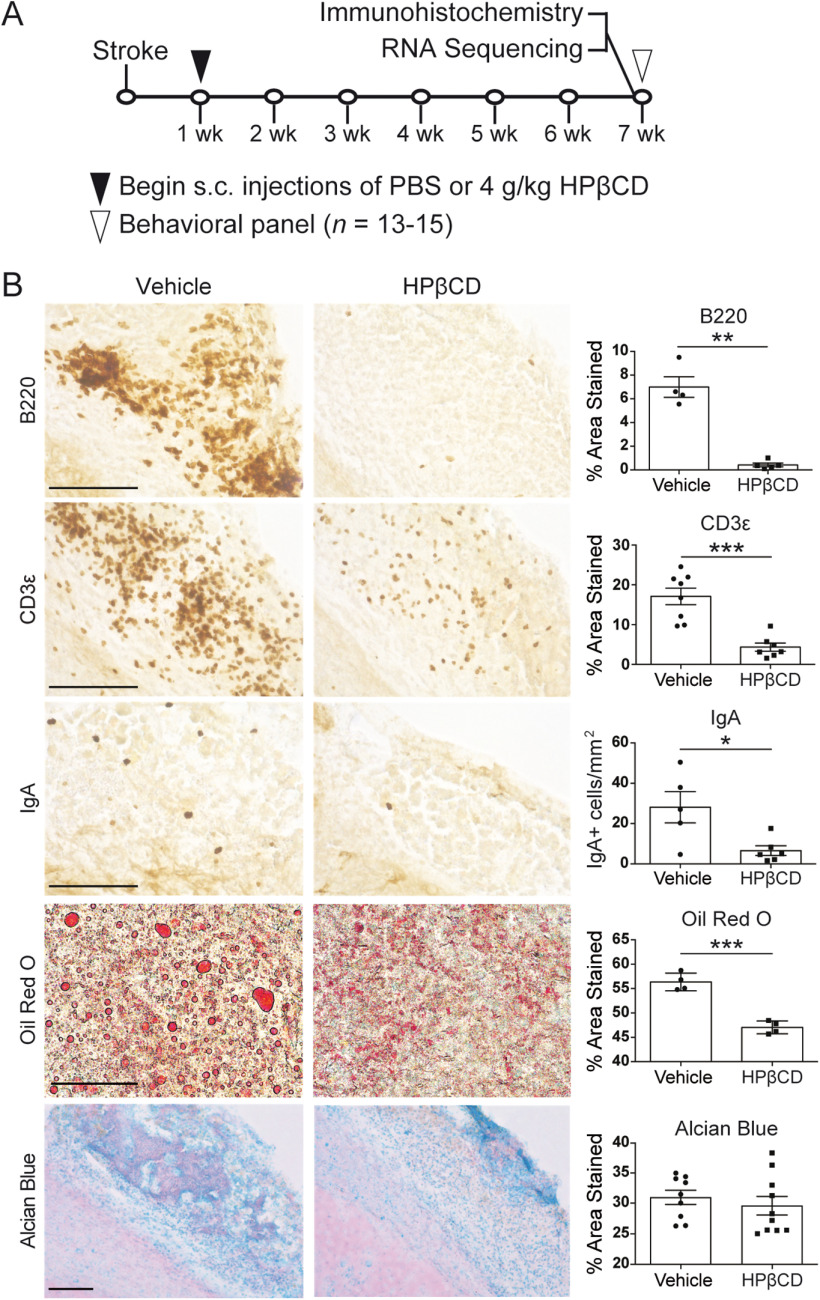
HPβCD attenuates the chronic inflammatory response to stroke in aged mice. ***A***, Experimental design, 18-month-old mice received subcutaneous injections of 4 g/kg HPβCD or vehicle 3 times per week, beginning 1 week after DH stroke. Brains were dissected at 7 weeks after stroke and processed for immunohistochemistry or RNA-Seq. ***B***, Representative 40× images of infarcts in vehicle- or HPβCD-treated aged mice stained for B lymphocytes (B220), T lymphocytes (CD3ε), and antibody-producing plasma cells (IgA), followed by representative 60× images of infarcts stained for lipid droplets (ORO) and 20× images of infarcts stained for sulfatides (Alcian blue). Quantification of images is shown to the right of each photomicrograph (*n* = 4-10). *p < 0.05; **p < 0.01; ***p < 0.001; unpaired *t* tests. Scale bars: ORO, 50 μm; B220, CD3ε, IgA, Alcian blue, 125 μm. Data are mean ± SEM.

### HPβCD does not alter peripheral immune cell populations in the blood or spleens of aged mice after stroke

The spleen, a secondary lymphoid organ, is a major reservoir of immune cells and a focal point for the immune response to tissue injury. In response to ischemic stroke, splenocytes enter into systemic circulation and migrate to the brain, exacerbating neurodegeneration (Seifert et al., 2012). To determine the effect of HPβCD on peripheral immune cell populations, we used flow cytometry to quantify splenic cell populations. There were no significant differences in CD19^+^ B lymphocytes or GL-7^+^ germinal center B lymphocytes (Fig. 7*A*,*B*), or in IgG1 and IgA isotypes (Fig. 7*C*), between the spleens of vehicle- and HPβCD-treated mice at 7 weeks after stroke. The CD4^+^ T lymphocyte, CD8^+^ T lymphocyte, and Treg populations were also not significantly altered by repeated HPβCD administration (Fig. 7*D*,*E*). These results demonstrate that splenic cell populations in HPβCD-treated aged mice are not significantly altered compared with those of vehicle-injected mice.

**Figure 7.**
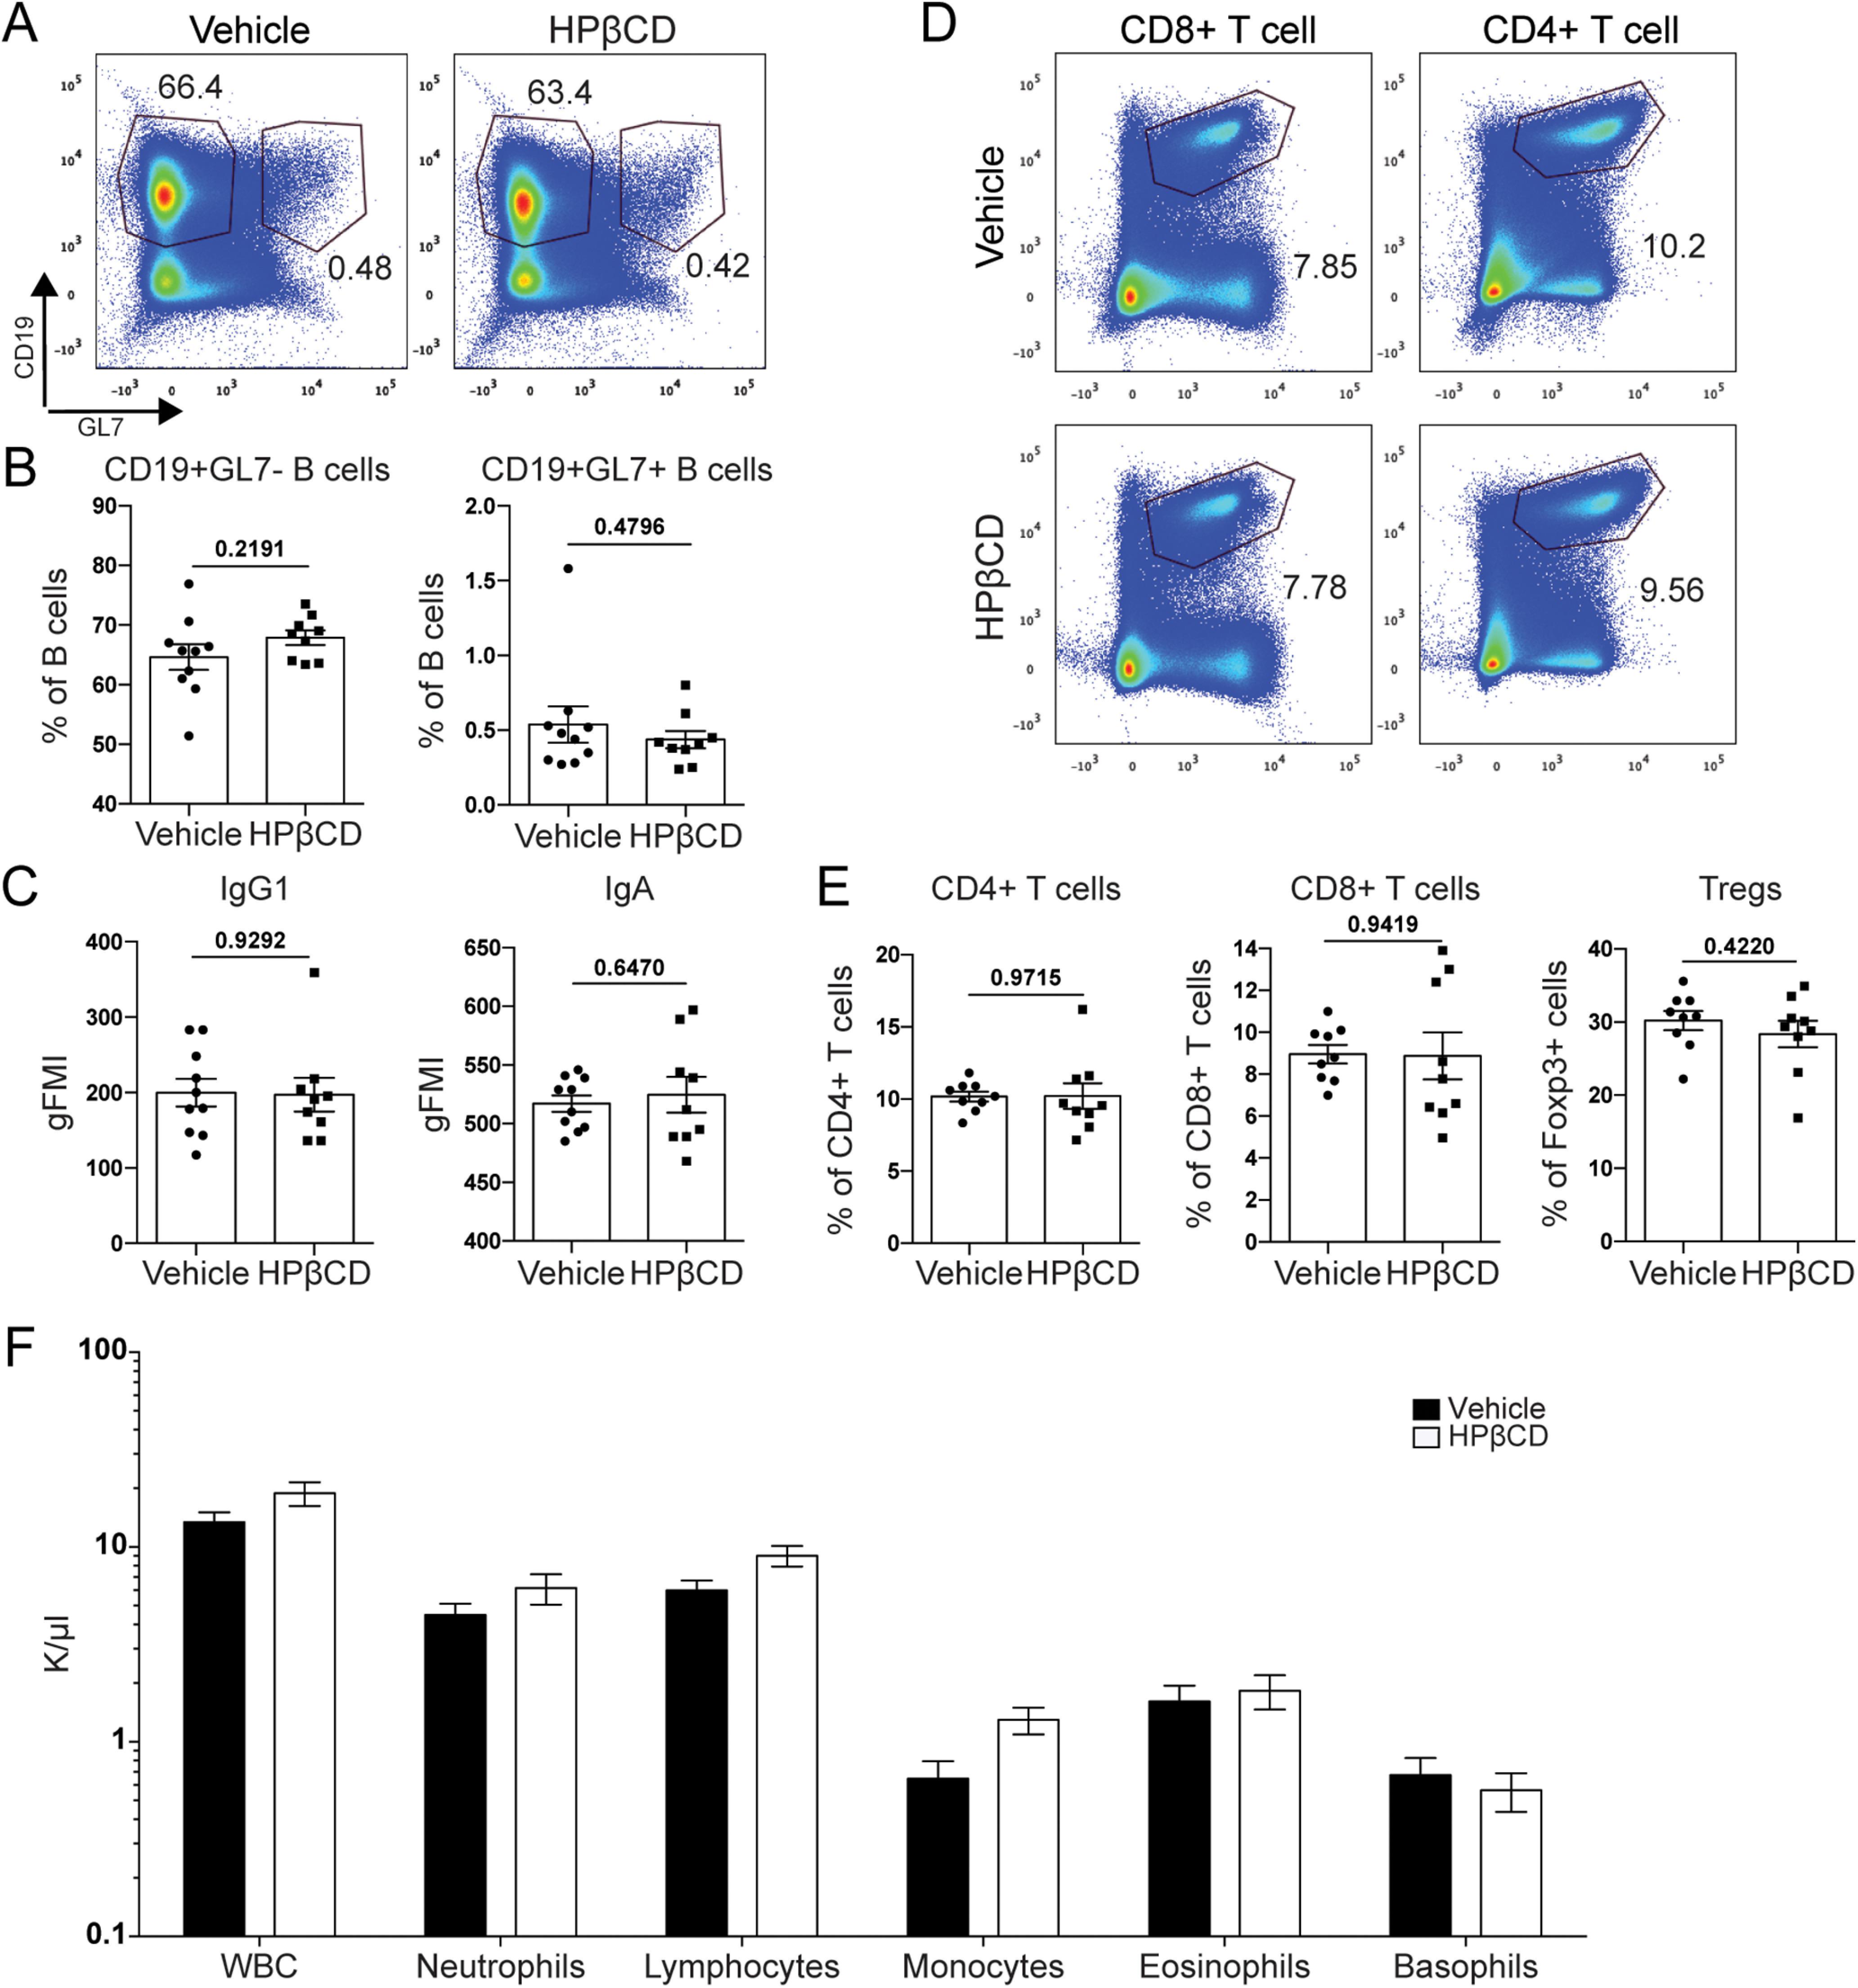
HPβCD does not alter peripheral immune cell populations in the blood or spleens of aged mice after stroke. ***A***, ***B***, Splenocytes from HPβCD- and vehicle-injected aged mice were stained with antibodies against CD19 and GL7. Representative flow cytometry plots (***A***) and quantification of CD19^+^GL7^–^ B cells and CD19^+^GL7^+^ germinal center B cells as a percentage of total lymphocytes (***B***) showed no significant differences in splenic B-cell populations between vehicle- and HPβCD-treated aged mice at 7 weeks after stroke. ***C***, Quantification of antibody isotypes (IgG1 and IgA) in the spleen revealed no significant differences between vehicle- and HPβCD-treated aged mice at 7 weeks after stroke. ***D***, ***E***, Splenocytes from HPβCD- and vehicle-injected aged mice were stained with antibodies against TCRβ, CD4, CD8, and Foxp3. Representative flow cytometry plots of CD4^+^ and CD8^+^ T cells (***D***) and quantification of CD4^+^ T cells, CD8+ T cells, and Tregs as a percentage of total lymphocytes (for CD4^+^ and CD8^+^ gates) or TCRβ^+^CD4^+^ T cells (for Treg gate) (***E***) revealed no significant differences in splenic T-cell populations between vehicle- and HPβCD-treated aged mice at 7 weeks after stroke (*n* = 9 or 10). *p < 0.05 (unpaired *t* tests). ***F***, CBC analysis in vehicle- and HPβCD-treated aged mice at 7 weeks after stroke revealed no significant differences in circulating immune cell populations (*n* = 6). *p < 0.05 (multiple *t* tests, Holm–Sidak correction for multiple comparisons). Data are mean ± SEM.

A CBC analysis on blood collected from vehicle- and HPβCD-treated aged mice at 7 weeks after stroke also revealed no significant differences in the number of circulating white blood cells, neutrophils, lymphocytes, monocytes, eosinophils, or basophils (Fig. 7*F*). Together, the flow cytometry and CBC analyses indicate that, while there were substantially fewer immune cells in infarcts of HPβCD-treated aged mice than in those of vehicle-injected mice at 7 weeks after stroke (Fig. 6*B*), repeated systemic HPβCD administration does not significantly alter circulating or splenic immune cell populations in aged mice.

### HPβCD promotes lipid metabolism and attenuates inflammation in infarcts of aged mice after stroke

We systematically characterized the transcriptomes of stroke infarcts in vehicle- and HPβCD-treated aged mice by performing bulk RNA-Seq on infarcted brain tissue collected 7 weeks after stroke (Fig. 8*A*). As shown in the volcano and MA plots, the DE analysis revealed 991 upregulated genes and 1876 downregulated genes (Fig. 8*B*,*C*). HPβCD treatment upregulated intracellular cholesterol transporters, lipoproteins, and lipoprotein receptors, such as *Npc1*, *Npc2*, *Apoe*, *Trem2*, *Abca1*, *Vldlr*, and *Hdlbp*, and downregulated *Ffar1*, *Lrpb1*, and *Dgkb* (Fig. 8*D*,*E*). These alterations in lipid metabolism suggest that HPβCD aids in the restoration of lipid homeostasis by 7 weeks after stroke. In addition, the DE analysis revealed a downregulation of genes involved in chemotaxis, including *Cx3cr1*, *Cxcl5*, and *Ccr6*, and innate and adaptive immune responses, including *Mmd2*, *Mzb1*, *Btla*, *Jchain*, and *Igkv5-48*. Correspondingly, there was an upregulation of anti-inflammatory genes, such as *Tgfb1*, *Tgfb2*, *P2ry2*, and *Il18bp* (Fig. 8*D*). These results indicate that HPβCD attenuates the chronic inflammatory response to stroke in aged mice.

**Figure 8.**
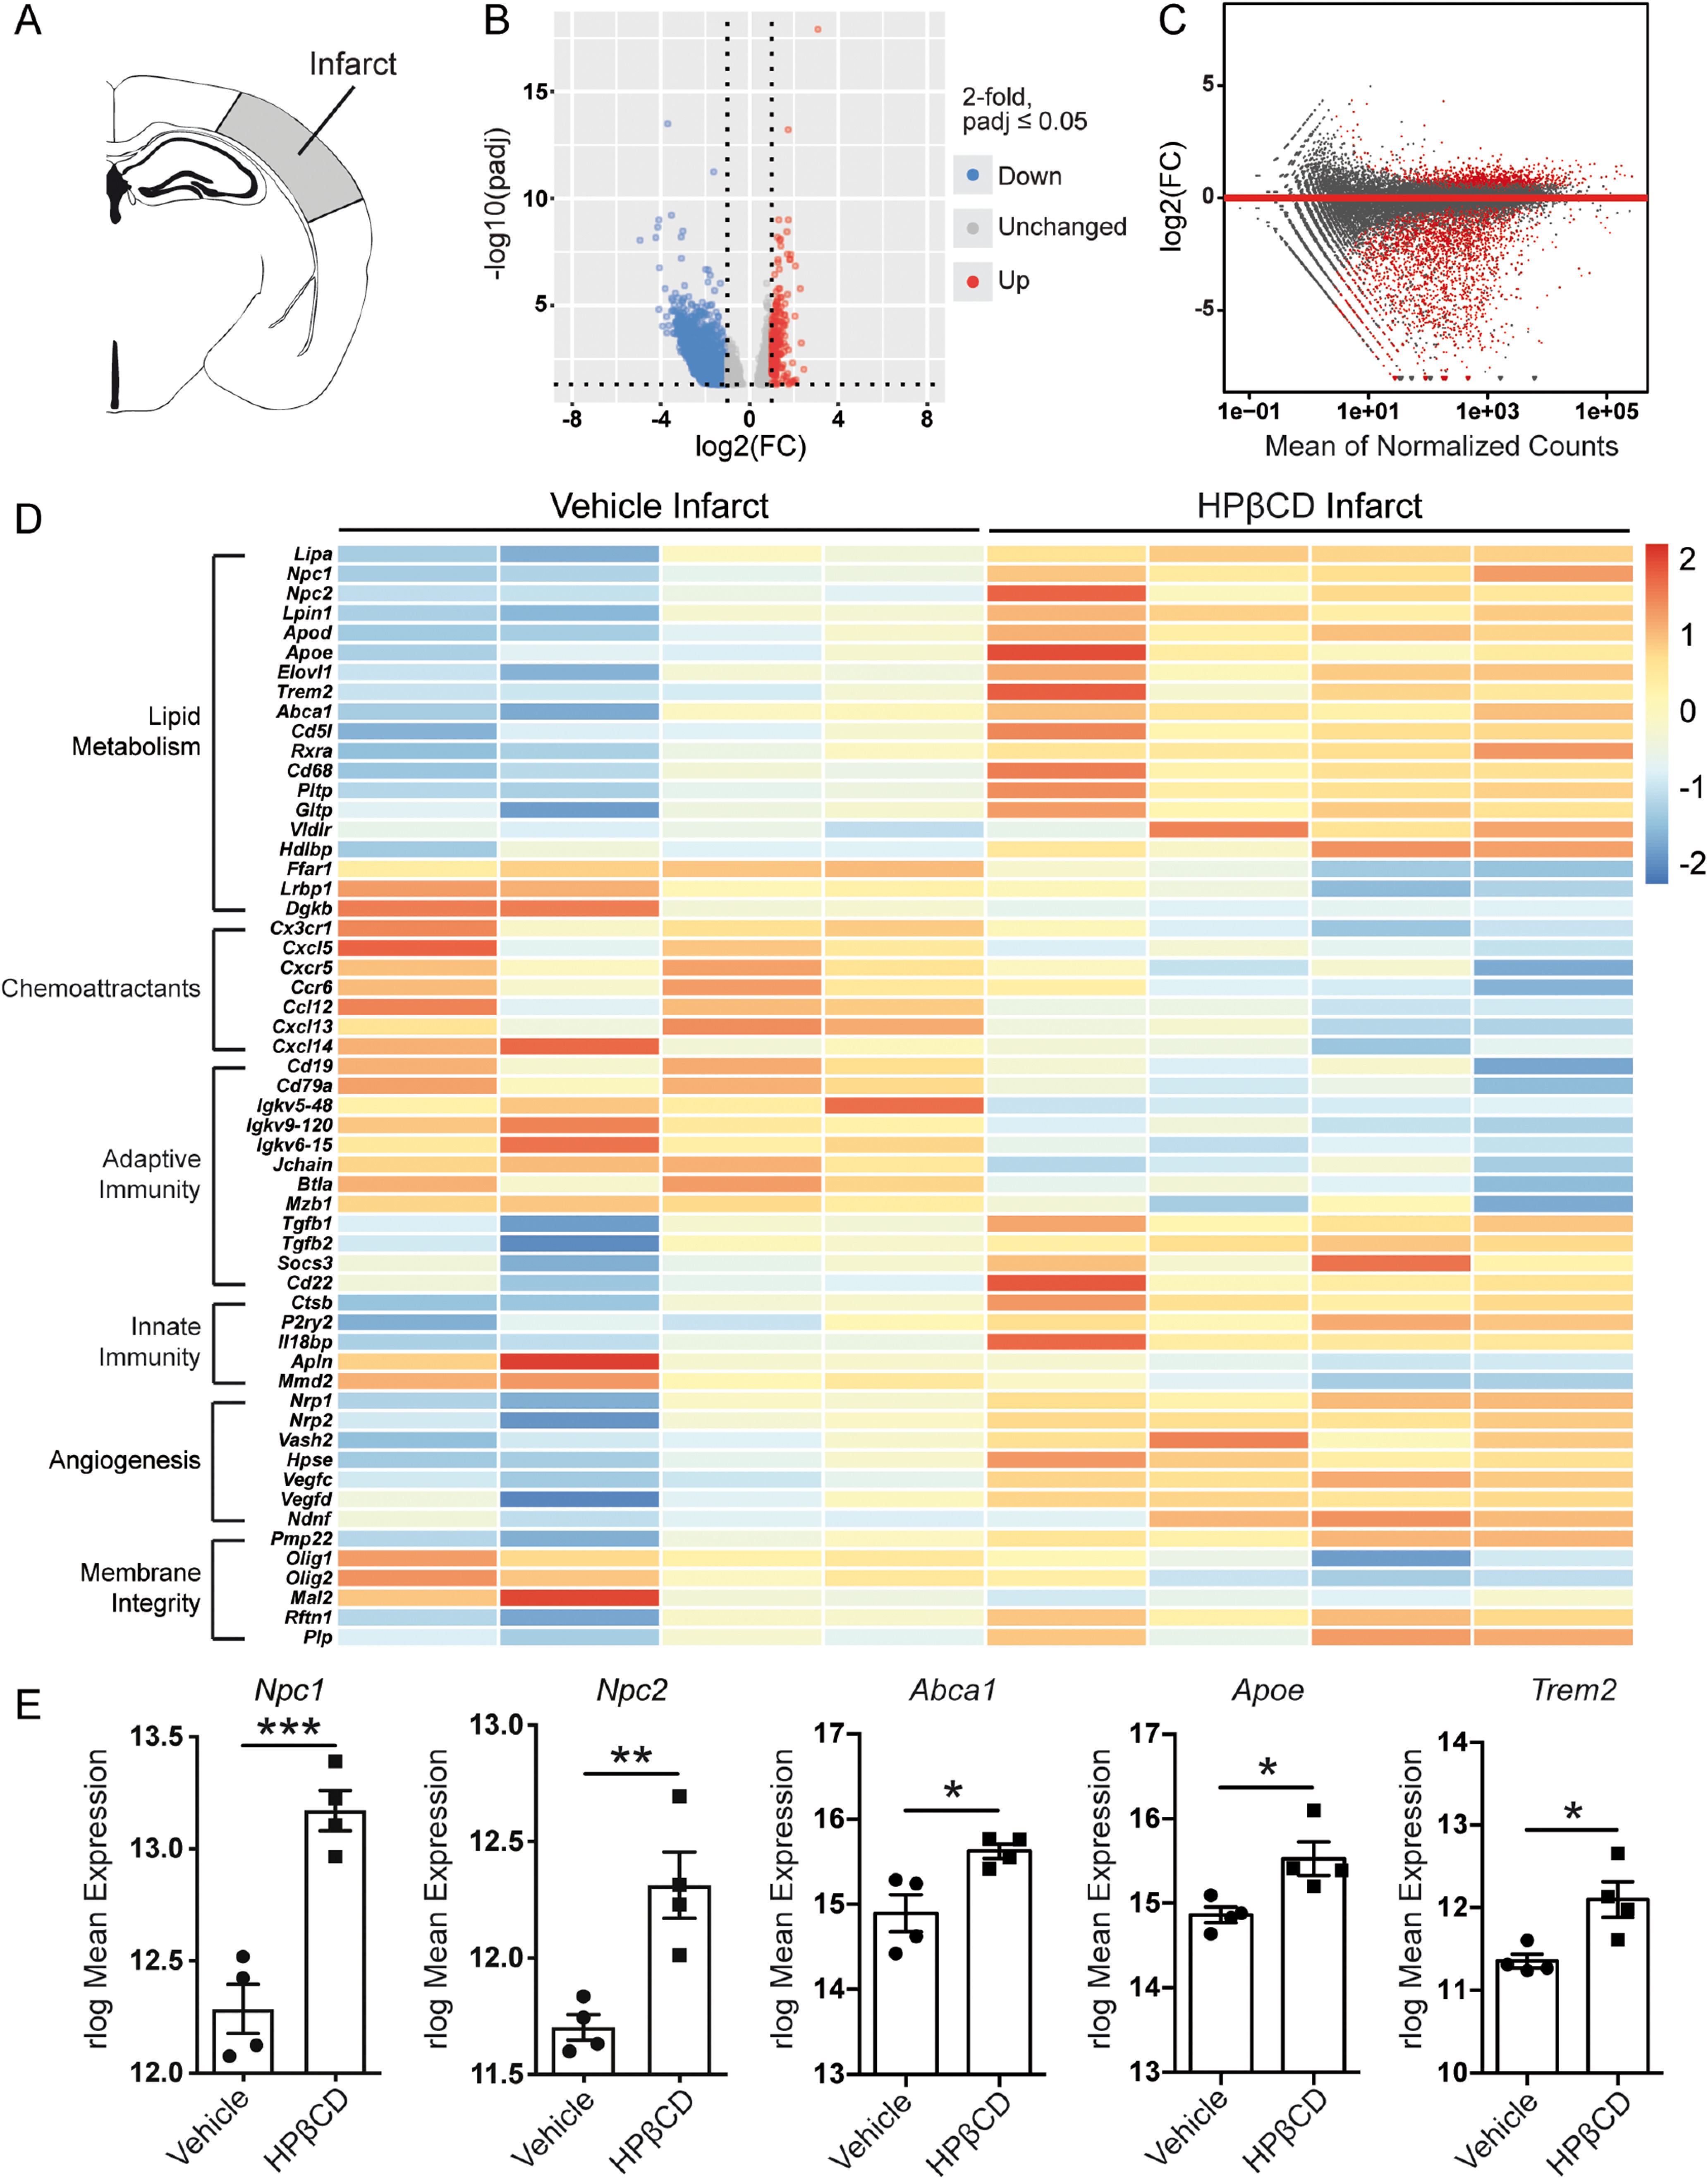
HPβCD promotes lipid metabolism and attenuates inflammation in infarcts of aged mice after stroke. ***A***, Schematic of a mouse coronal brain section following DH stroke, with the analyzed region shaded in gray. ***B***, ***C***, Volcano (***B***) and MA (***C****)* plots constructed from count data show differences in gene expression between infarcts from vehicle- and HPβCD-treated mice at 7 weeks after stroke (FDR-adjusted *p* < 0.05; FC > |2|). ***D***, Row-scaled heatmap displaying differentially expressed genes associated with lipid metabolism, inflammation, and angiogenesis (FDR-adjusted *p* < 0.05; FC > |2|). ***E***, Graphs showing rlog-normalized expression of selected genes related to lipid metabolism (*n* = 4). *p < 0.05; **p < 0.01; ***p < 0.001; unpaired *t* tests. FC, Fold change.

We also identified alterations in genes involved in the composition of membranes, including *Olig1*, *Pmp22*, *Mal2*, *Rftn1*, and *Plp*. These alterations suggest that HPβCD modifies lipid rafts and cell membranes by 7 weeks after stroke. Genes involved in angiogenesis were also upregulated, including *Nrp1*, *Vash2*, *Hpse*, *Vegfc*, *Vegfd*, and *Ndnf* (Fig. 8*D*). In addition, enrichment maps constructed from GO terms revealed an upregulation of lipid metabolism, angiogenesis, and collagen synthesis pathways and a downregulation of immune response pathways (Fig. 9*A*). These results indicate that HPβCD treatment promotes lipid metabolism and angiogenesis and dampens chronic inflammation in infarcts of aged mice at 7 weeks after stroke.

**Figure 9.**
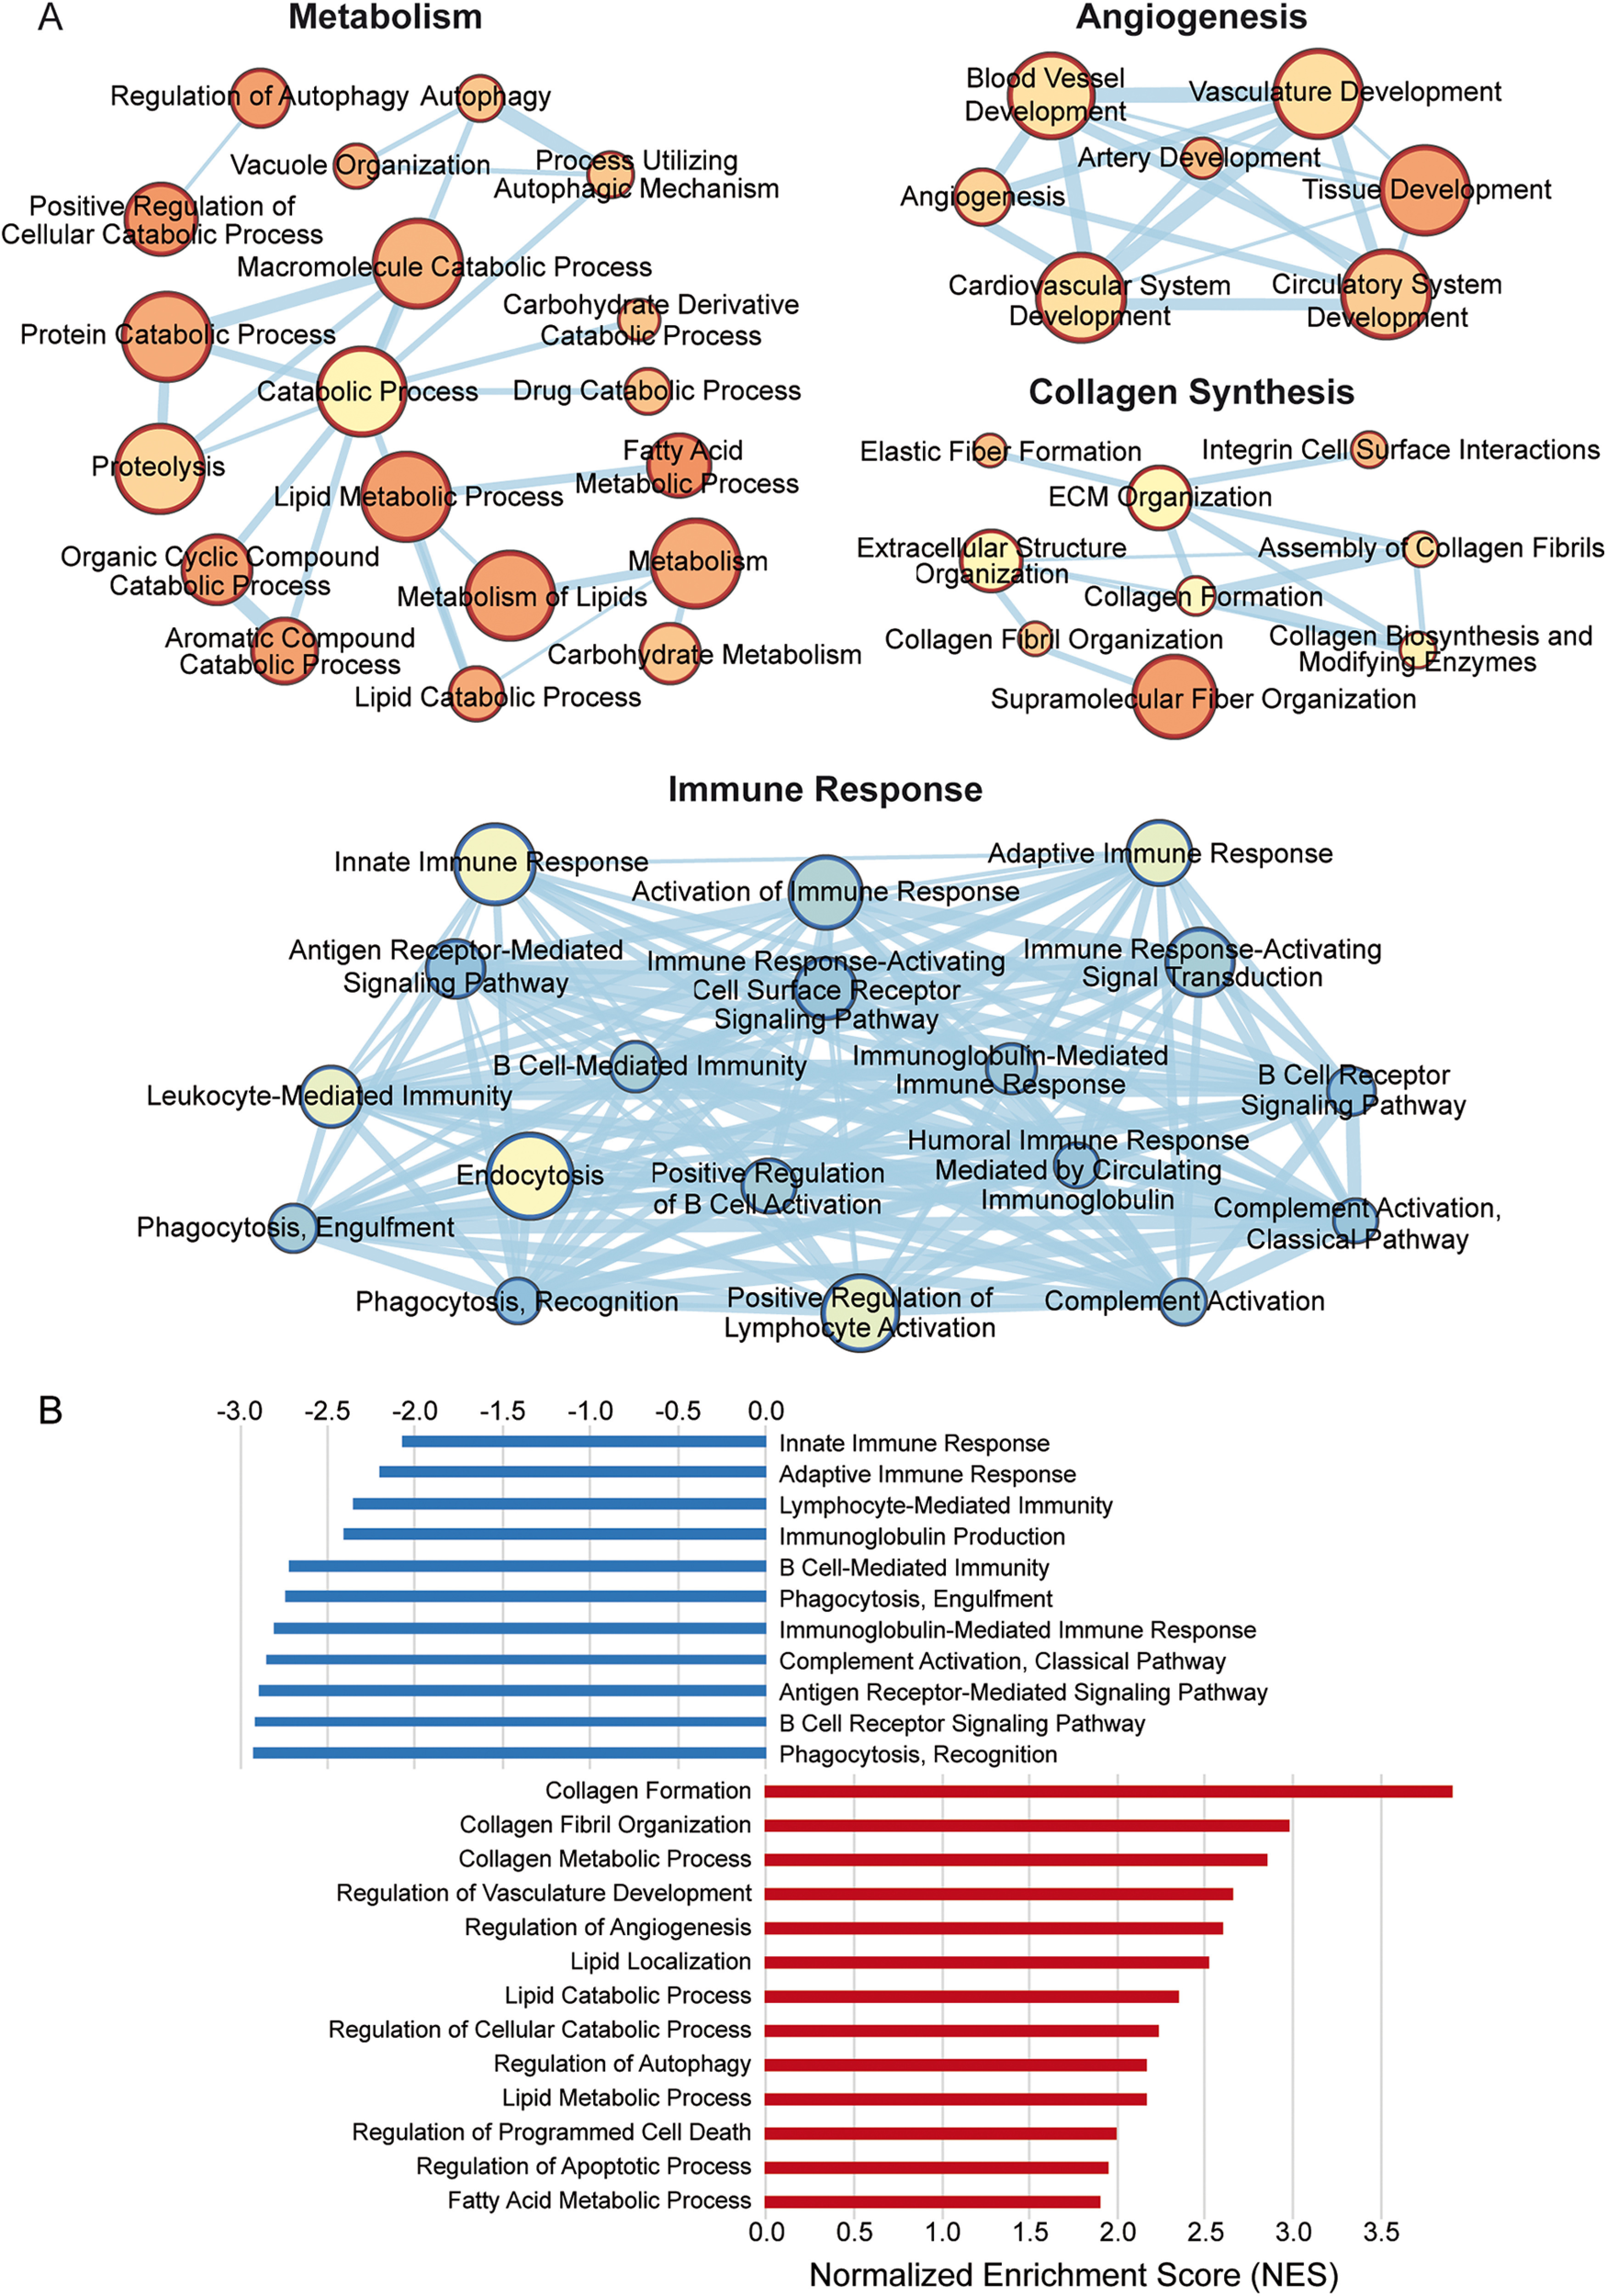
Biological processes enriched in infarcts of HPβCD-treated aged mice at 7 weeks after stroke. ***A***, Enrichment maps constructed from GO terms revealed a significant upregulation of metabolism, angiogenesis, and collagen synthesis pathways and a significant downregulation of immune response pathways. Pathways are shown as circles (nodes) that are connected with lines (edges) if the pathways share genes. Node colors are based on the enrichment score, and edge sizes are based on the number of genes shared by the connected pathways. ***B***, GSEA revealed significant enrichment of various biological processes in infarcts of HPβCD-treated aged mice (red). Conversely, GSEA identified biological processes more significantly enriched in infarcts of vehicle-injected mice compared with HPβCD-treated mice (blue).

Next, we performed genome-wide expression analysis of the RNA-Seq data using GSEA, which revealed significant enrichment of various biological processes in infarcts of HPβCD-treated aged mice, including (1) collagen formation, (2) regulation of angiogenesis, (3) lipid catabolic process, (4) regulation of autophagy, and (5) regulation of apoptotic process. Conversely, GSEA identified biological processes more enriched in infarcts of vehicle-injected mice compared with HPβCD-treated mice, including (1) innate immune response, (2) adaptive immune response, (3) immunoglobulin production, (4) phagocytosis, engulfment, and (5) complement activation, classical pathway (Fig. 9*B*). These results further indicate that infarcts of vehicle-injected mice are defined by increased innate and adaptive immune responses, whereas those of HPβCD-treated mice are defined by increased angiogenic and lipid metabolic processes.

### Transcriptome of the peri-infarct region in aged mice at 7 weeks after stroke

Before assessing the impact of repeated HPβCD administration on the peri-infarct region of the brain, we first compared the transcriptome of the peri-infarct region to the equivalent region of the contralateral hemisphere in aged mice at 7 weeks after stroke (Fig. 10*A*). The peri-infarct region was characterized by 3910 differentially expressed genes (Fig. 10*B*,*C*). Of these, 2123 were upregulated, many of which were also upregulated in infarcts at 7 weeks after stroke (Fig. 3*C*). For instance, the infarct and peri-infarct regions were both defined by the upregulation of degradative enzymes, including *Mmp2*, *Mmp3*, and *Mmp8*, TLRs, including *Tlr1*, *Tlr2*, and *Tlr4*, and scavenger receptors, including *Cd36*, *Cd68*, and *Cxcl16*. Additionally, peri-infarct regions were characterized by specific markers of reactive astrogliosis, including *Gfap*, *Lcn2*, and *Serpina3n* (Fig. 10*D*).

**Figure 10.**
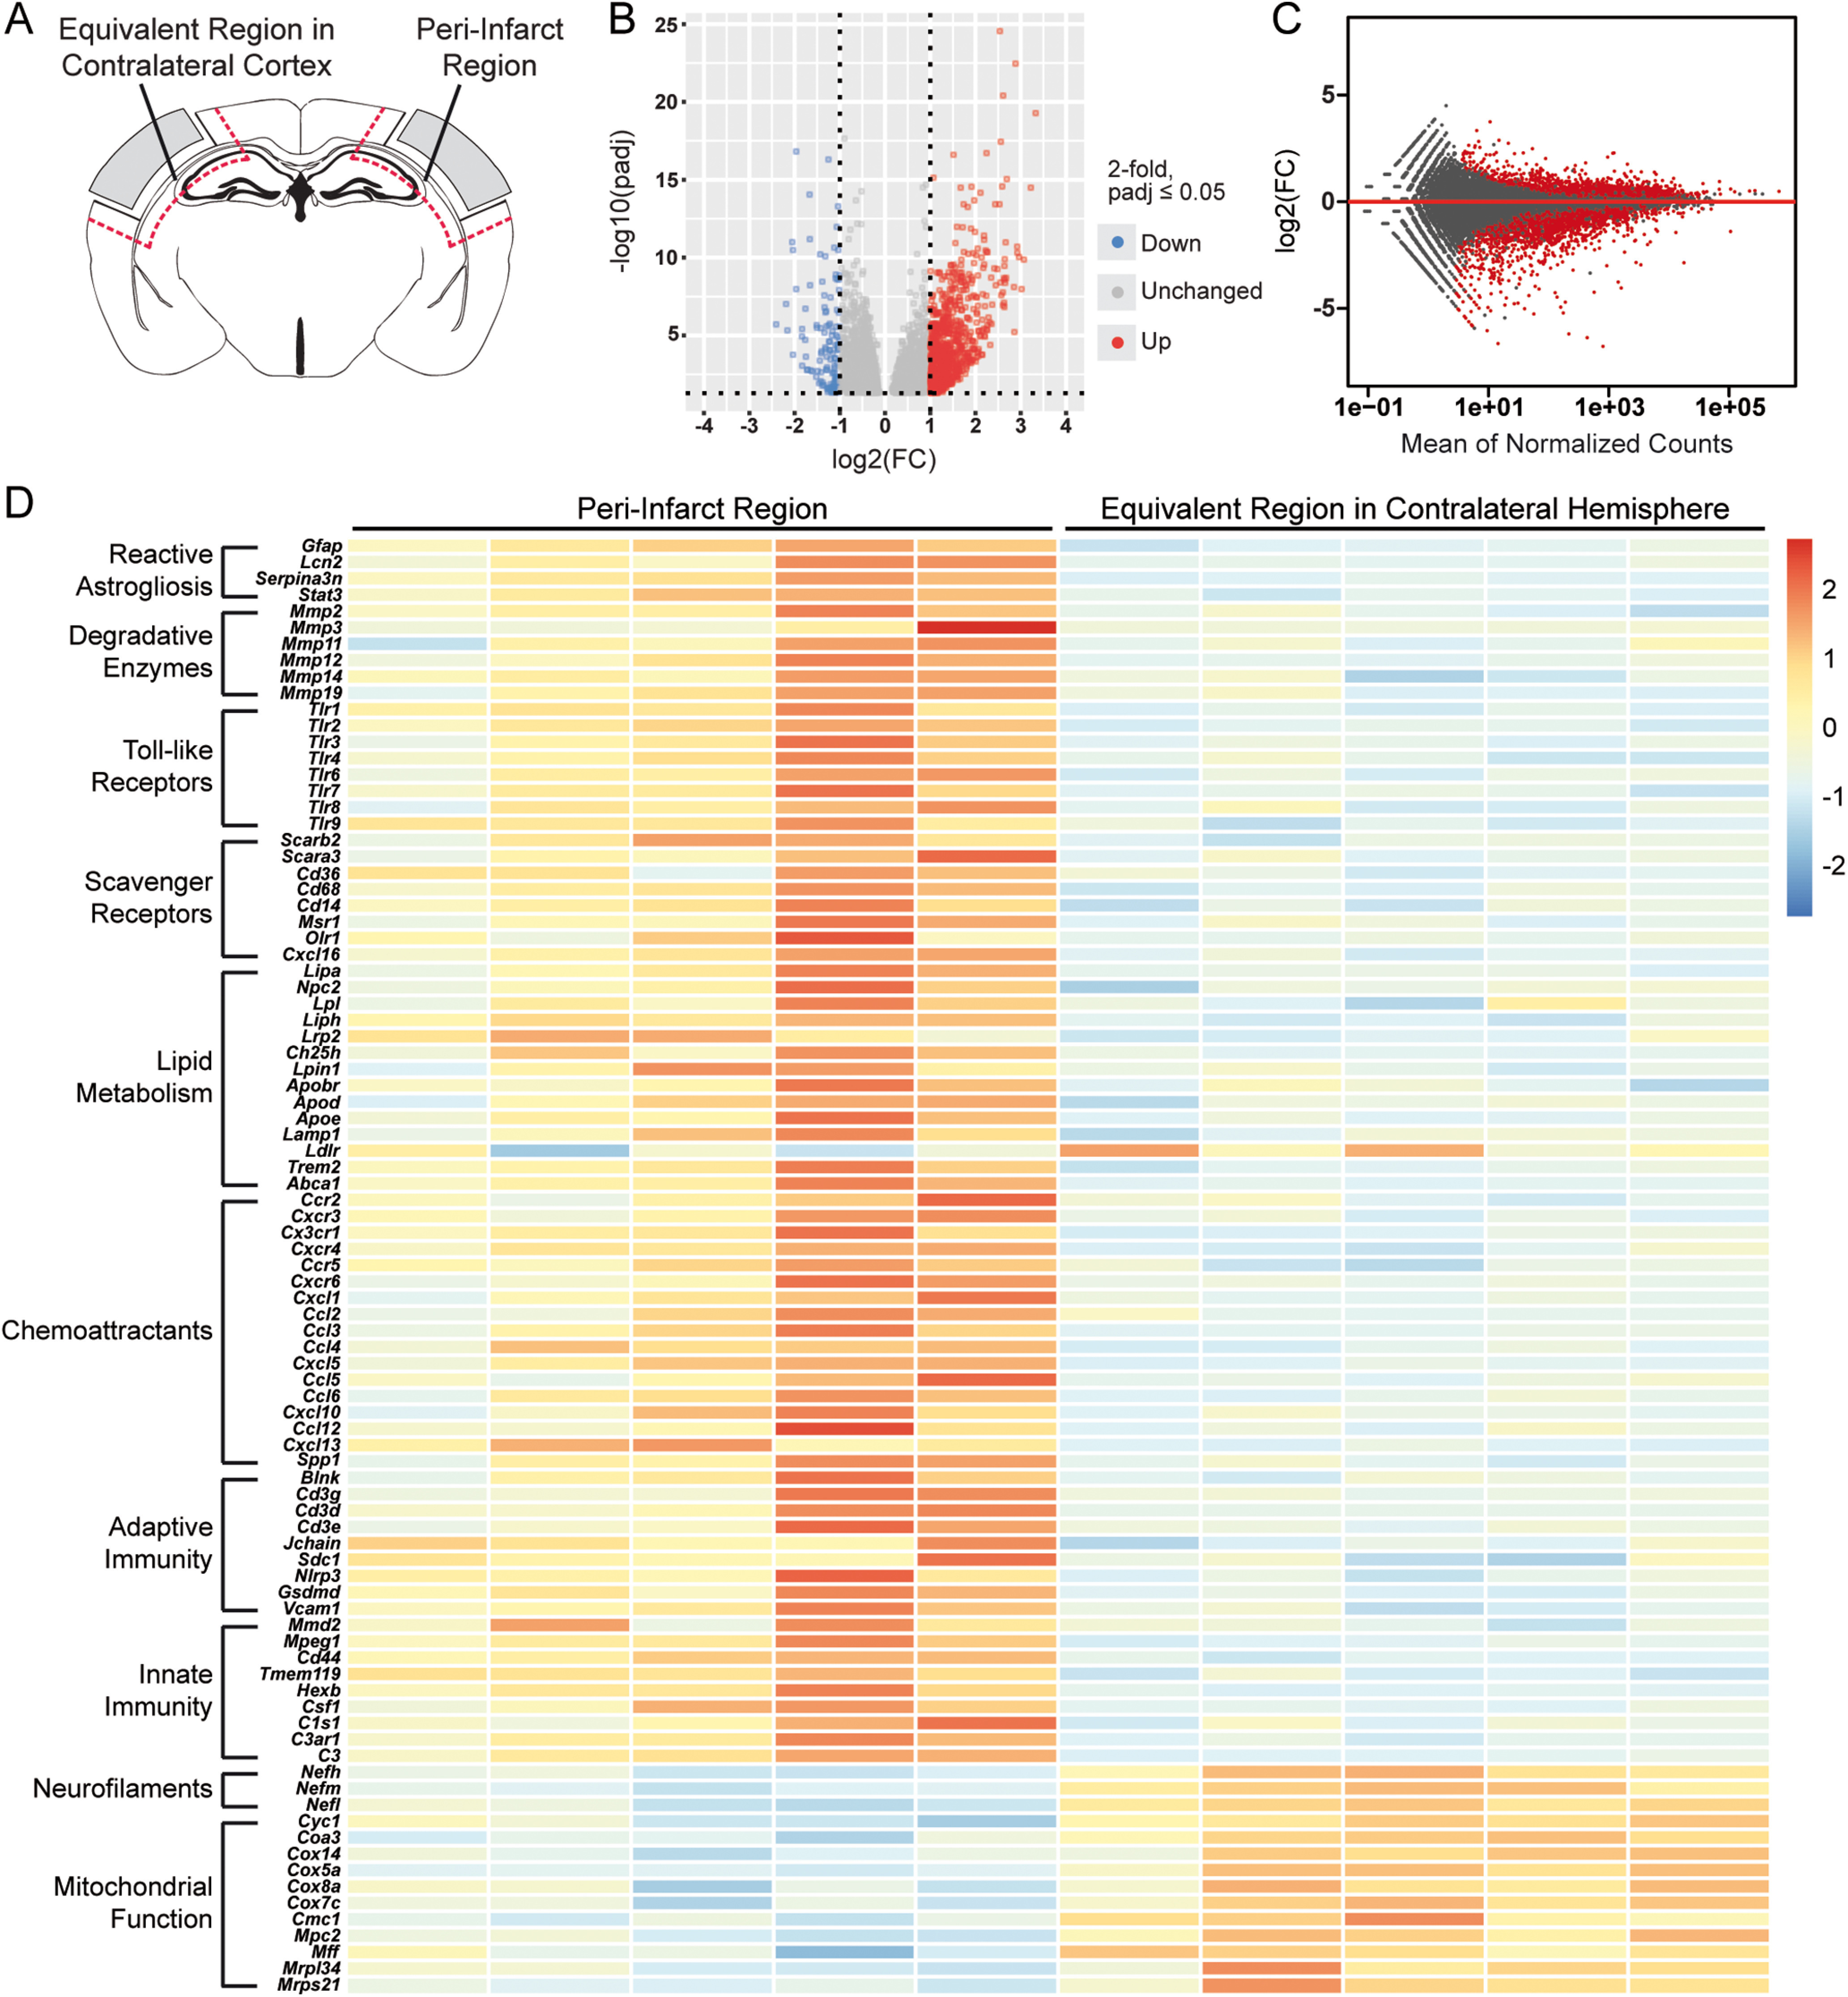
Transcriptome of the peri-infarct region in aged mice at 7 weeks after stroke. ***A***, Schematic of a mouse coronal brain section following DH stroke, with analyzed regions indicated. ***B***, ***C***, Volcano (***B***) and MA (***C***) plots constructed from count data show differences in gene expression between peri-infarct regions and equivalent regions in the contralateral cortex at 7 weeks after stroke (FDR-adjusted *p* < 0.05; FC > |2|). ***D***, Row-scaled heatmap displaying differentially expressed genes associated with lipid metabolism, inflammation, and mitochondrial function (FDR-adjusted *p* < 0.05; FC > |2|). FC, Fold change.

Similar to the transcriptome of the infarct at 7 weeks after stroke, the transcriptome of the peri-infarct region was primarily defined by genes involved in chronic inflammation and dysregulated lipid metabolism. The upregulation of *Lpl*, *Lrp2*, *Ch25h*, *Apoe*, *Trem2*, and *Abca1* signifies a divergence from lipid homeostasis. Moreover, *Ldlr* was downregulated, which implies impaired lipoprotein and lipid metabolism (Go and Mani, 2012). In addition, genes involved in complement cascade activation (including *C1s1*, *C3ar1*, and *C3*) and phagocytosis (including *Tmem119*, *Hexb*, *Nlrp3*, and *Mmd2*) were upregulated in peri-infarct regions. These alterations in innate immunity coincided with corresponding perturbations in adaptive immunity. The upregulation of *Cd3d*, *Cd3e*, *Cd3g*, *Blnk*, *Sdc1*, and *Jchain* suggests that chronic inflammation persists in peri-infarct regions for at least 7 weeks after stroke (Fig. 10*D*).

Conversely, the DE analysis revealed that 1787 genes were downregulated in peri-infarct regions compared with equivalent regions of the contralateral hemisphere. These genes were primarily involved in mitochondrial respiration and neuronal function. Specifically, genes involved in mitochondrial fission and respiration, including *Cyc1*, *Coa3*, *Cox5a*, and *Mff*, and the neurofilament subunits *Nefh*, *Nefm*, and *Nefl*, were downregulated (Fig. 10*D*). Together, these results demonstrate that the transcriptome of the peri-infarct region is characterized by the upregulation of genes involved in inflammation and lipid metabolism and the downregulation of genes involved in mitochondrial respiration and neuronal function.

Next, we performed genome-wide expression analysis of the RNA-Seq data using GSEA. GSEA revealed significant enrichment of various biological processes in peri-infarct regions of aged mice, including (1) macrophage activation, (2) cytokine production, (3) B-cell receptor signaling pathway, (4) lipoprotein metabolism, and (5) phagocytosis. In contrast, GSEA identified biological processes more significantly enriched in equivalent regions of the contralateral hemisphere, including (1) synaptic vesicle localization, (2) mitochondrion organization, (3) neurotransmitter secretion, (4) myelin sheath, and (5) mitochondrial transport (Fig. 11). These results further indicate that peri-infarct regions are defined by chronic inflammation and dysregulated lipid metabolism, whereas equivalent regions of the contralateral hemisphere are defined by intact neuronal function.

**Figure 11.**
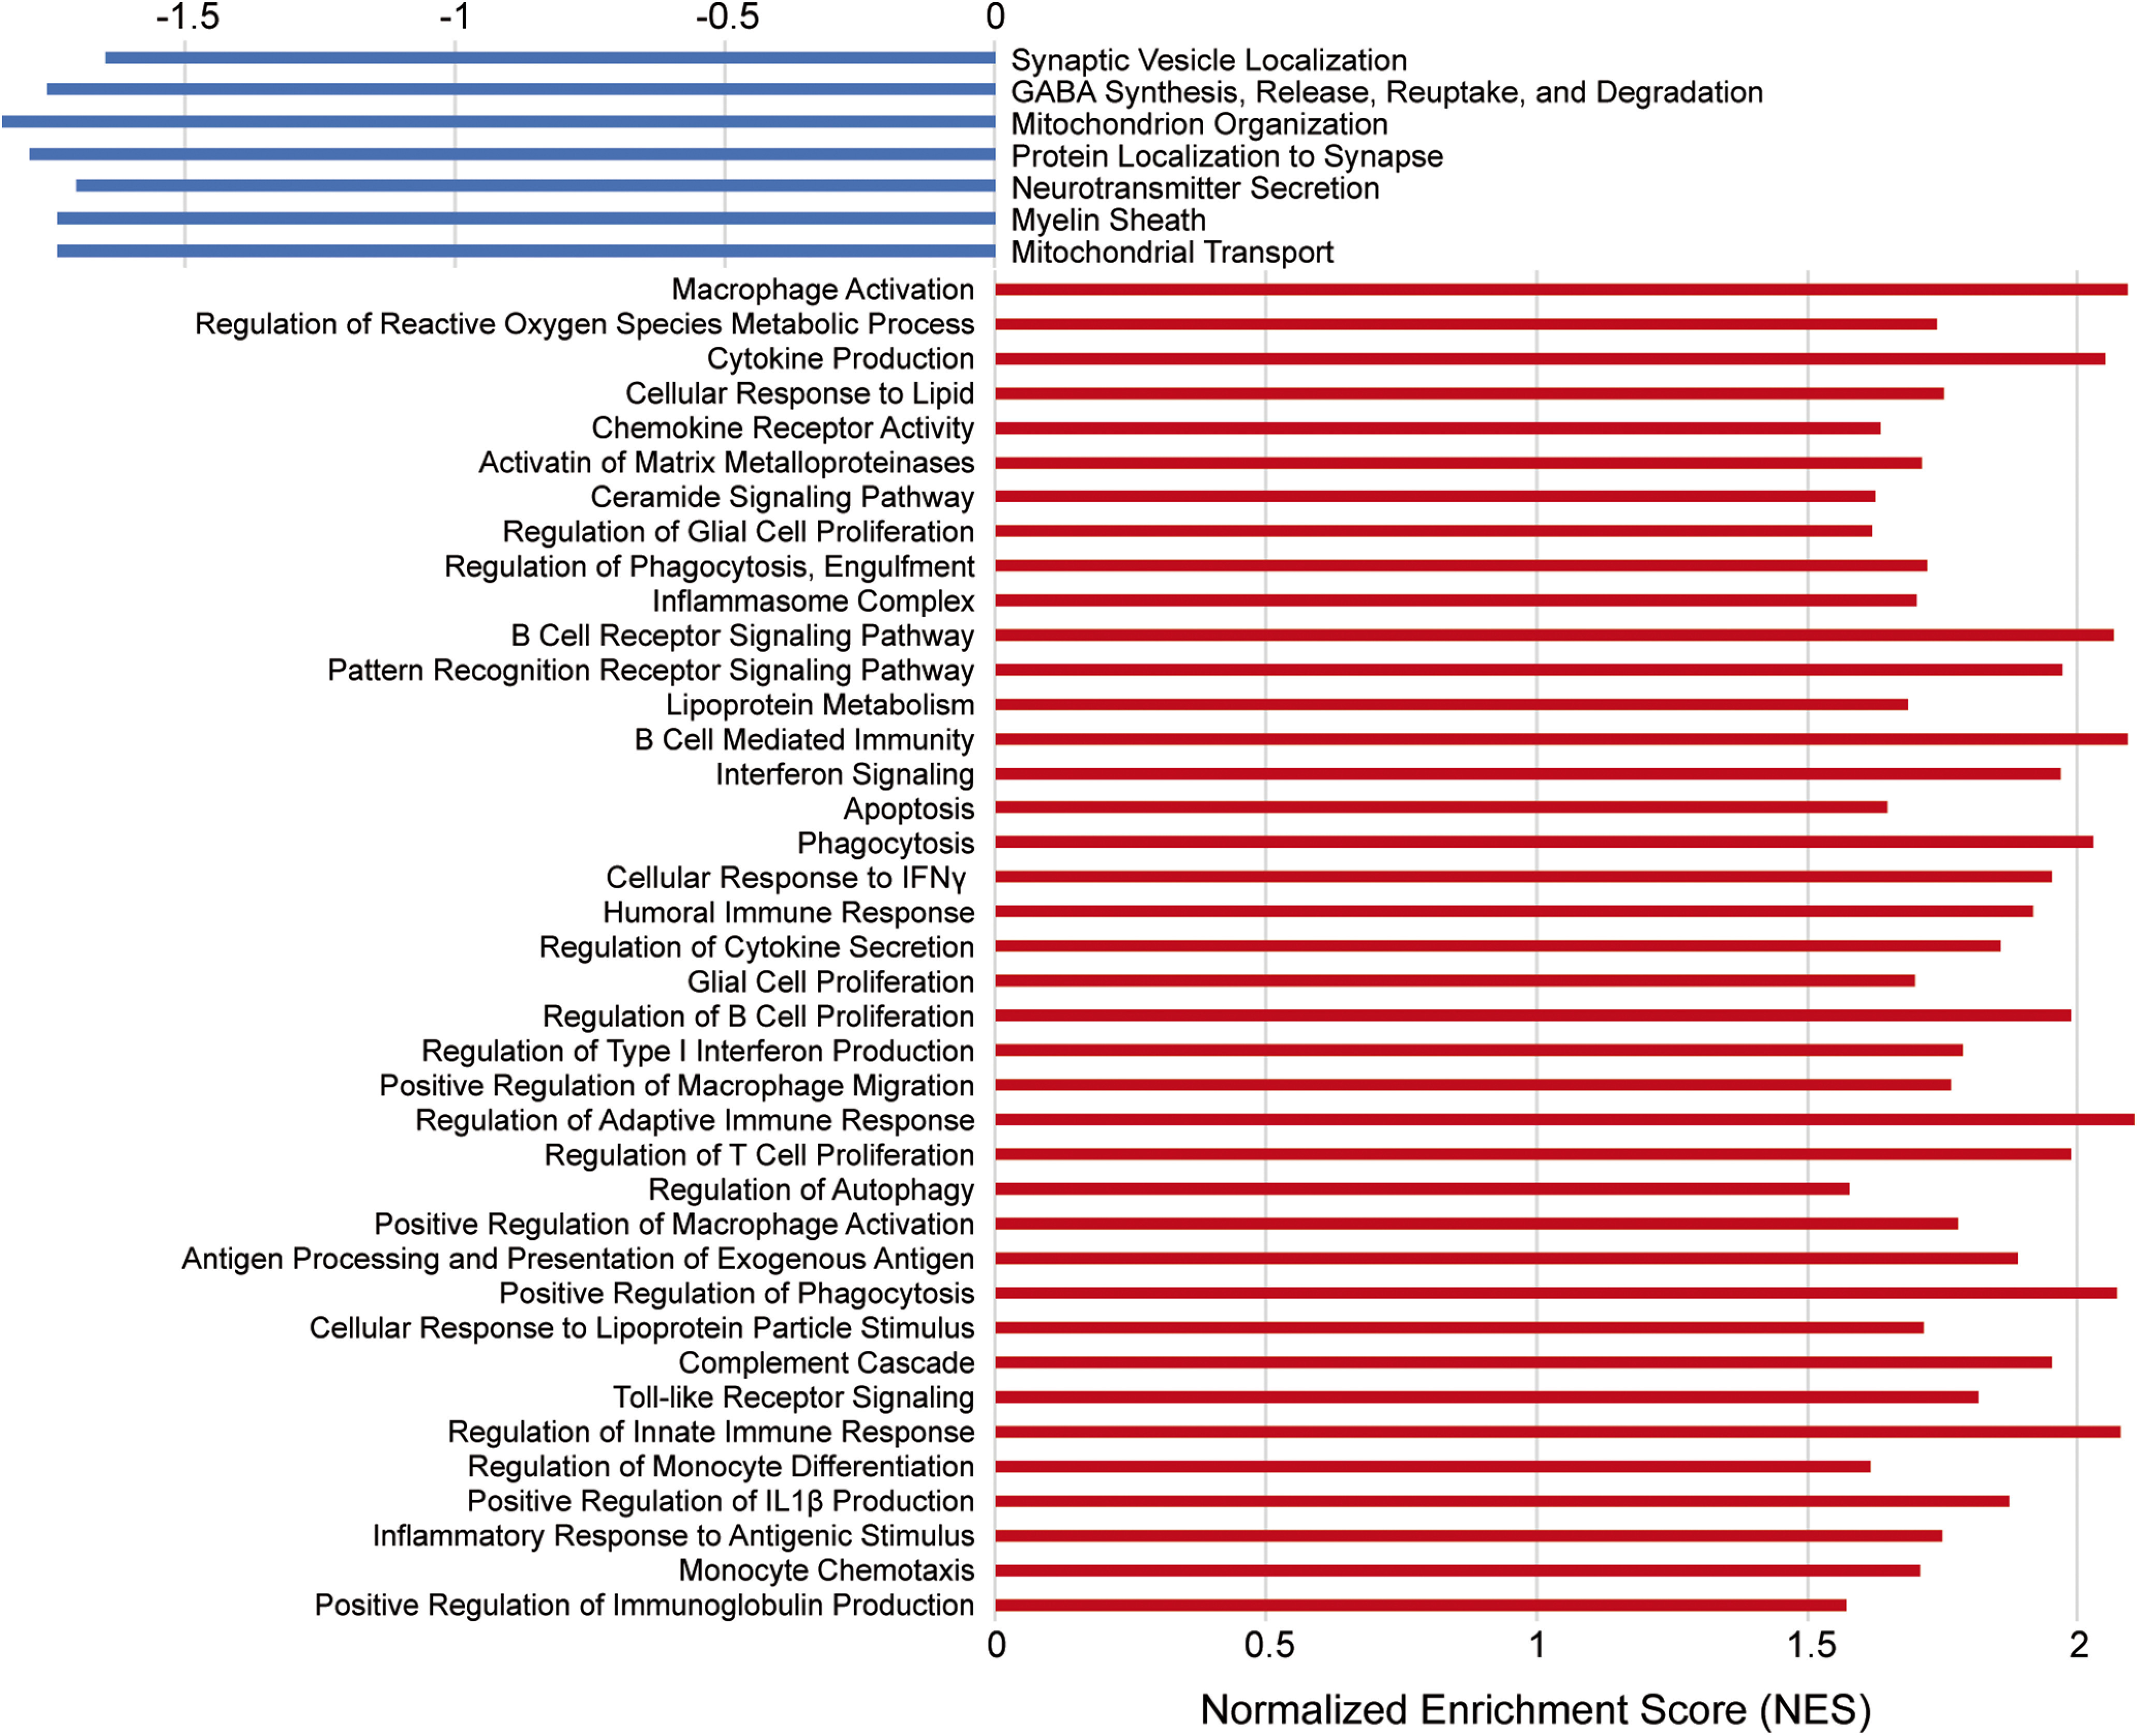
Biological processes enriched in peri-infarct regions of aged mice at 7 weeks after stroke. GSEA revealed significant enrichment of multiple biological processes in peri-infarct regions of aged mice (red). Conversely, GSEA identified biological processes more significantly enriched in equivalent regions of the contralateral hemisphere (blue).

### HPβCD attenuates inflammation and increases transcripts associated with neuronal function in peri-infarct regions of aged mice after stroke

To evaluate the impact of HPβCD treatment on the transcriptome of the peri-infarct region, we performed bulk RNA-Seq on brain tissue collected 7 weeks after stroke. For this analysis, we compared the peri-infarct regions of vehicle- and HPβCD-treated aged mice (Fig. 12*A*). The peri-infarct region of HPβCD-treated mice was characterized by 5385 differentially expressed genes (Fig. 12*B*,*C*). The DE analysis revealed that specific markers of reactive astrogliosis, including *Gfap*, *Serpina3n*, and *Stat3*, were downregulated following HPβCD treatment. The peri-infarct region of HPβCD-treated mice was also characterized by the downregulation of multiple degradative enzymes, including *Mmp2*, *Mmp8*, and *Mmp14*, chemokine receptors, including *Ccr2*, *Cx3cr1*, and *Cxcr4*, and scavenger receptors, including *Cd36*, *Cd68*, and *Cxcl16* (Fig. 12*D*).

**Figure 12.**
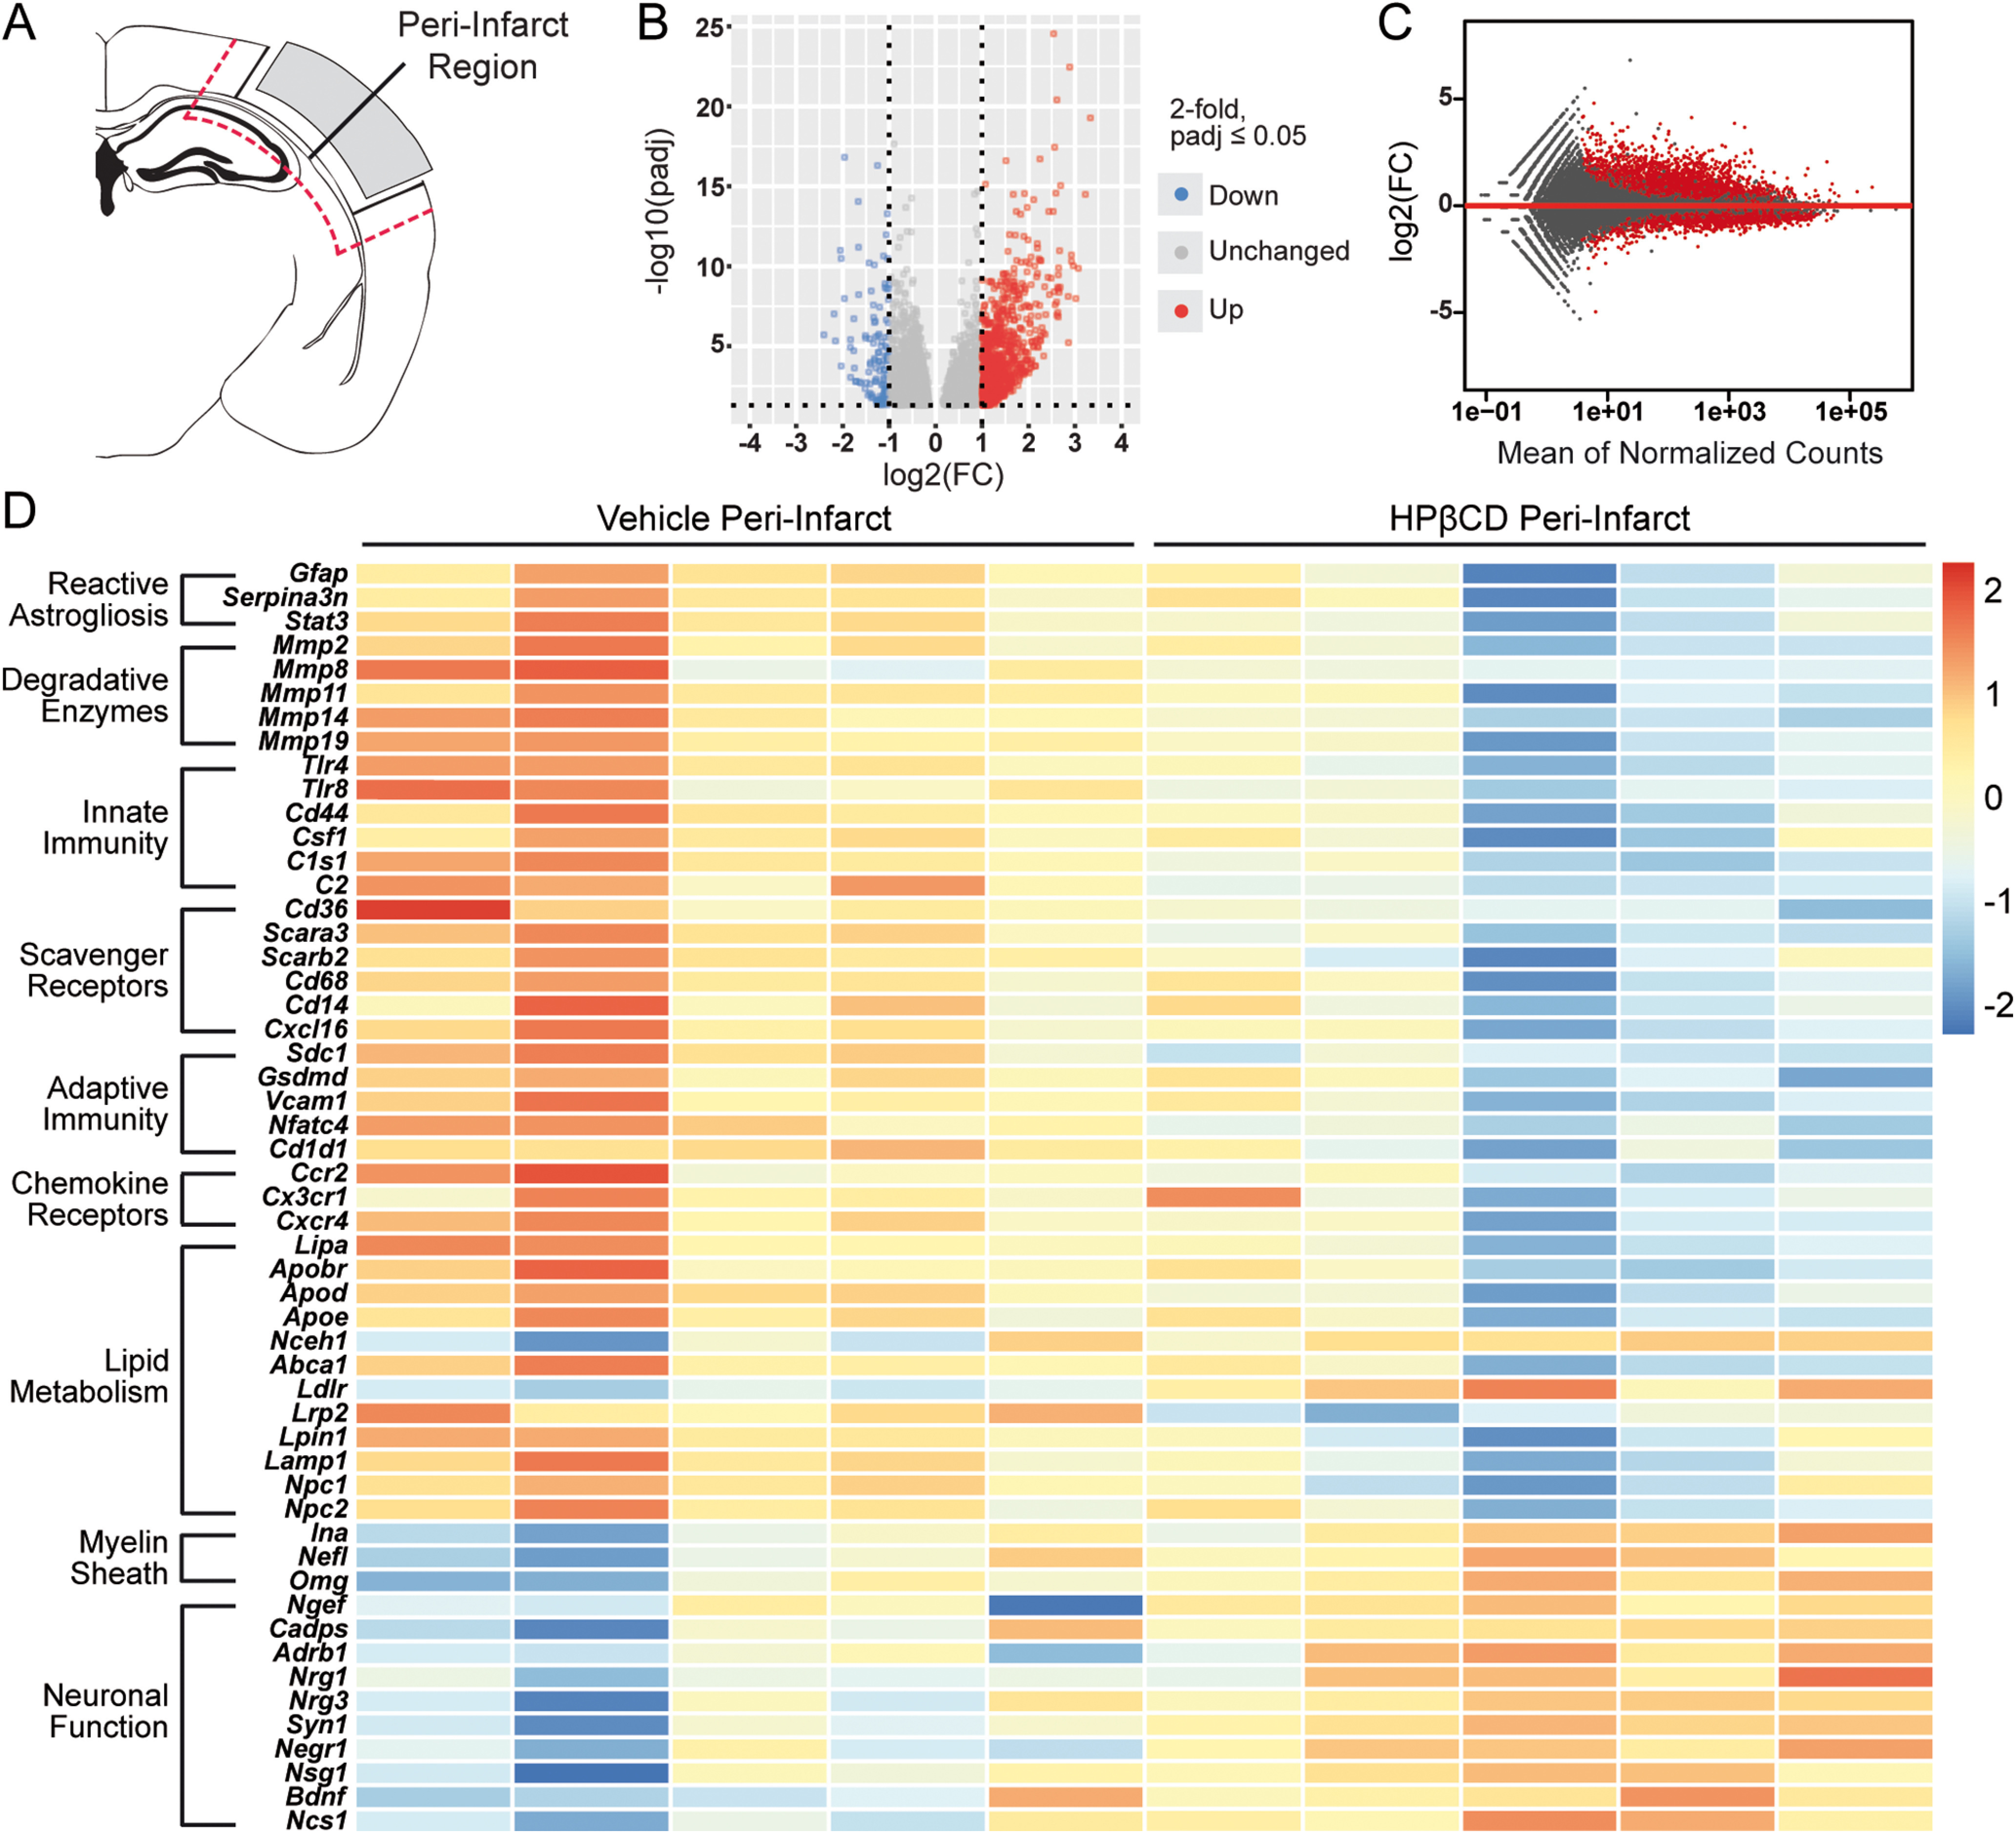
HPβCD attenuates inflammation and increases transcripts associated with neuronal function in peri-infarct regions of aged mice after stroke. ***A***, Schematic of a mouse coronal brain section following DH stroke, with the analyzed region indicated. ***B***, ***C***, Volcano (***B***) and MA (***C***) plots constructed from count data show differences in gene expression between peri-infarct regions from vehicle- and HPβCD-treated aged mice at 7 weeks after stroke (FDR-adjusted *p* < 0.05; FC > |2|). ***D***, Row-scaled heatmap displaying differentially expressed genes associated with lipid metabolism, inflammation, and neuronal function (FDR-adjusted *p* < 0.05; FC > |2|). FC, Fold change.

In addition, the transcriptomic analysis demonstrated a restoration of lipid homeostasis in peri-infarct regions of HPβCD-treated mice compared with vehicle-injected mice, as evidenced by the downregulation of *Lipa*, *Apoe*, *Lamp1*, *Npc1*, and *Npc2* and upregulation of *Nceh1* and *Ldlr*. A reduction in the innate immune response (identified by *Tlr4*, *Csf1*, and *C2*) and in the adaptive immune response (identified by *Sdc1*, *Gsdmd*, and *Cd1d1*) characterized peri-infarct regions of HPβCD-treated mice (Fig. 12*D*); these alterations are consistent with the attenuated chronic inflammation that characterized infarcts of the HPβCD-treated aged mice (Fig. 8*D*). These results demonstrate that HPβCD treatment after stroke attenuates chronic inflammation and promotes lipid metabolism in peri-infarct regions of aged mice. Additionally, the DE analysis revealed an upregulation of genes involved in myelin sheath structural integrity, such as *Ina*, *Omg*, and *Nefl*, and synaptic plasticity and neuroplasticity, such as *Syn1*, *Bdnf*, *Nrg1*, *Negr1*, and *Nsg1* (Fig. 12*D*). These results suggest that HPβCD treatment improves the structure and function of neurons in peri-infarct regions of aged mice after stroke.

Next, we performed genome-wide expression analysis of the RNA-Seq data using GSEA, which revealed a significant enrichment of various biological processes in peri-infarct regions of HPβCD-treated aged mice, including (1) synaptic vesicle localization, (2) neuron projection membrane, (3) dendritic spine organization, (4) myelin sheath, and (5) regulation of axonogenesis. Conversely, biological processes more significantly enriched in vehicle-injected mice than in HPβCD-treated mice included (1) macrophage activation, (2) binding and uptake of ligands by scavenger receptors, (3) cytokine production, (4) lipid droplet, (5) lymphocyte mediated immunity, and (6) lipid catabolic process (Fig. 13). These results demonstrate that peri-infarct regions of HPβCD-treated aged mice are characterized by enhanced membrane integrity and reduced inflammation compared with vehicle-injected aged mice.

**Figure 13.**
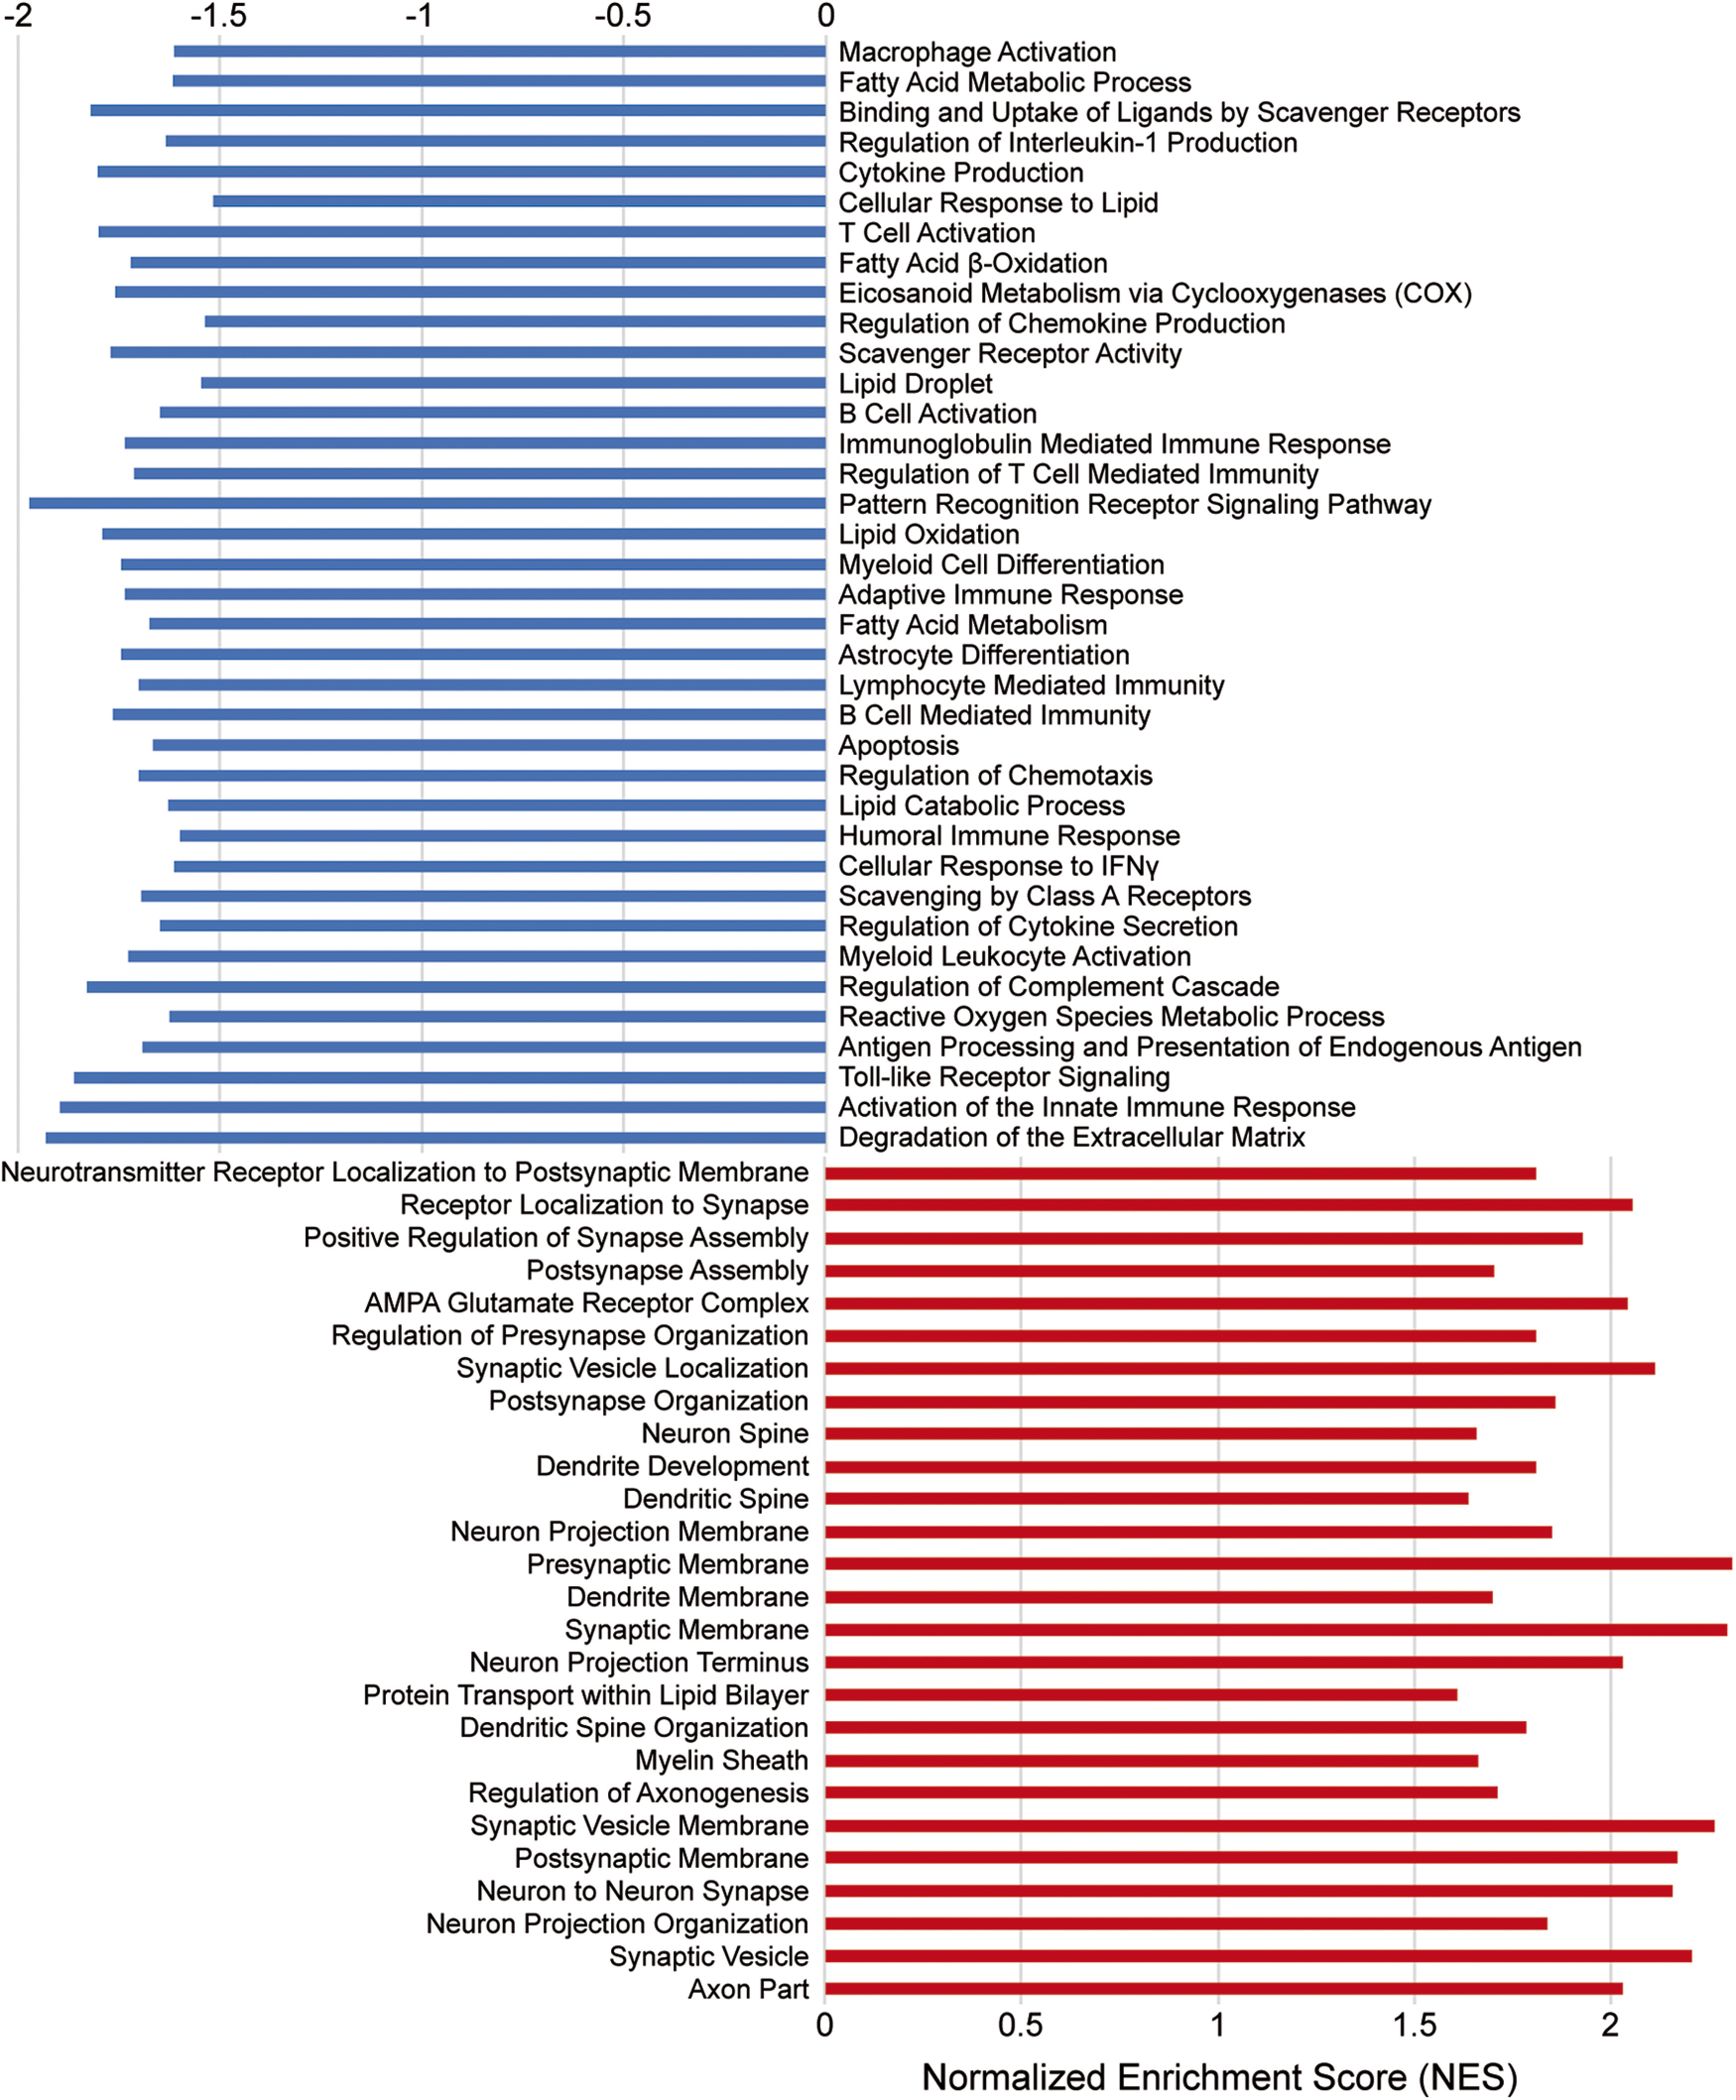
Biological processes enriched in peri-infarct regions of HPβCD-treated aged mice at 7 weeks after stroke. GSEA revealed significant enrichment of multiple biological processes in peri-infarct regions of HPβCD-treated aged mice (red). Conversely, GSEA identified biological processes more significantly enriched in peri-infarct regions of vehicle-injected aged mice (blue).

### HPβCD attenuates neurodegeneration and improves recovery in aged mice after stroke

To assess behavioral outcomes following HPβCD treatment, we used the light/dark transition test and the Y-maze SAB test. The light/dark transition test is based on the innate aversion of mice to brightly illuminated areas and on their spontaneous exploratory behavior in response to mild stressors (Bourin and Hascoët, 2003; Takao and Miyakawa, 2006). Our results revealed that, in the light/dark arena, HPβCD-treated mice spent less time in the brightly illuminated compartment than vehicle-injected mice (Fig. 14*A*). Additionally, HPβCD-treated mice were slower to emerge from the dark compartment after being habituated to the dark for 30 min before the test (Fig. 14*A*). These behaviors indicate decreased impulsivity and behavioral disinhibition in HPβCD-treated mice.

**Figure 14.**
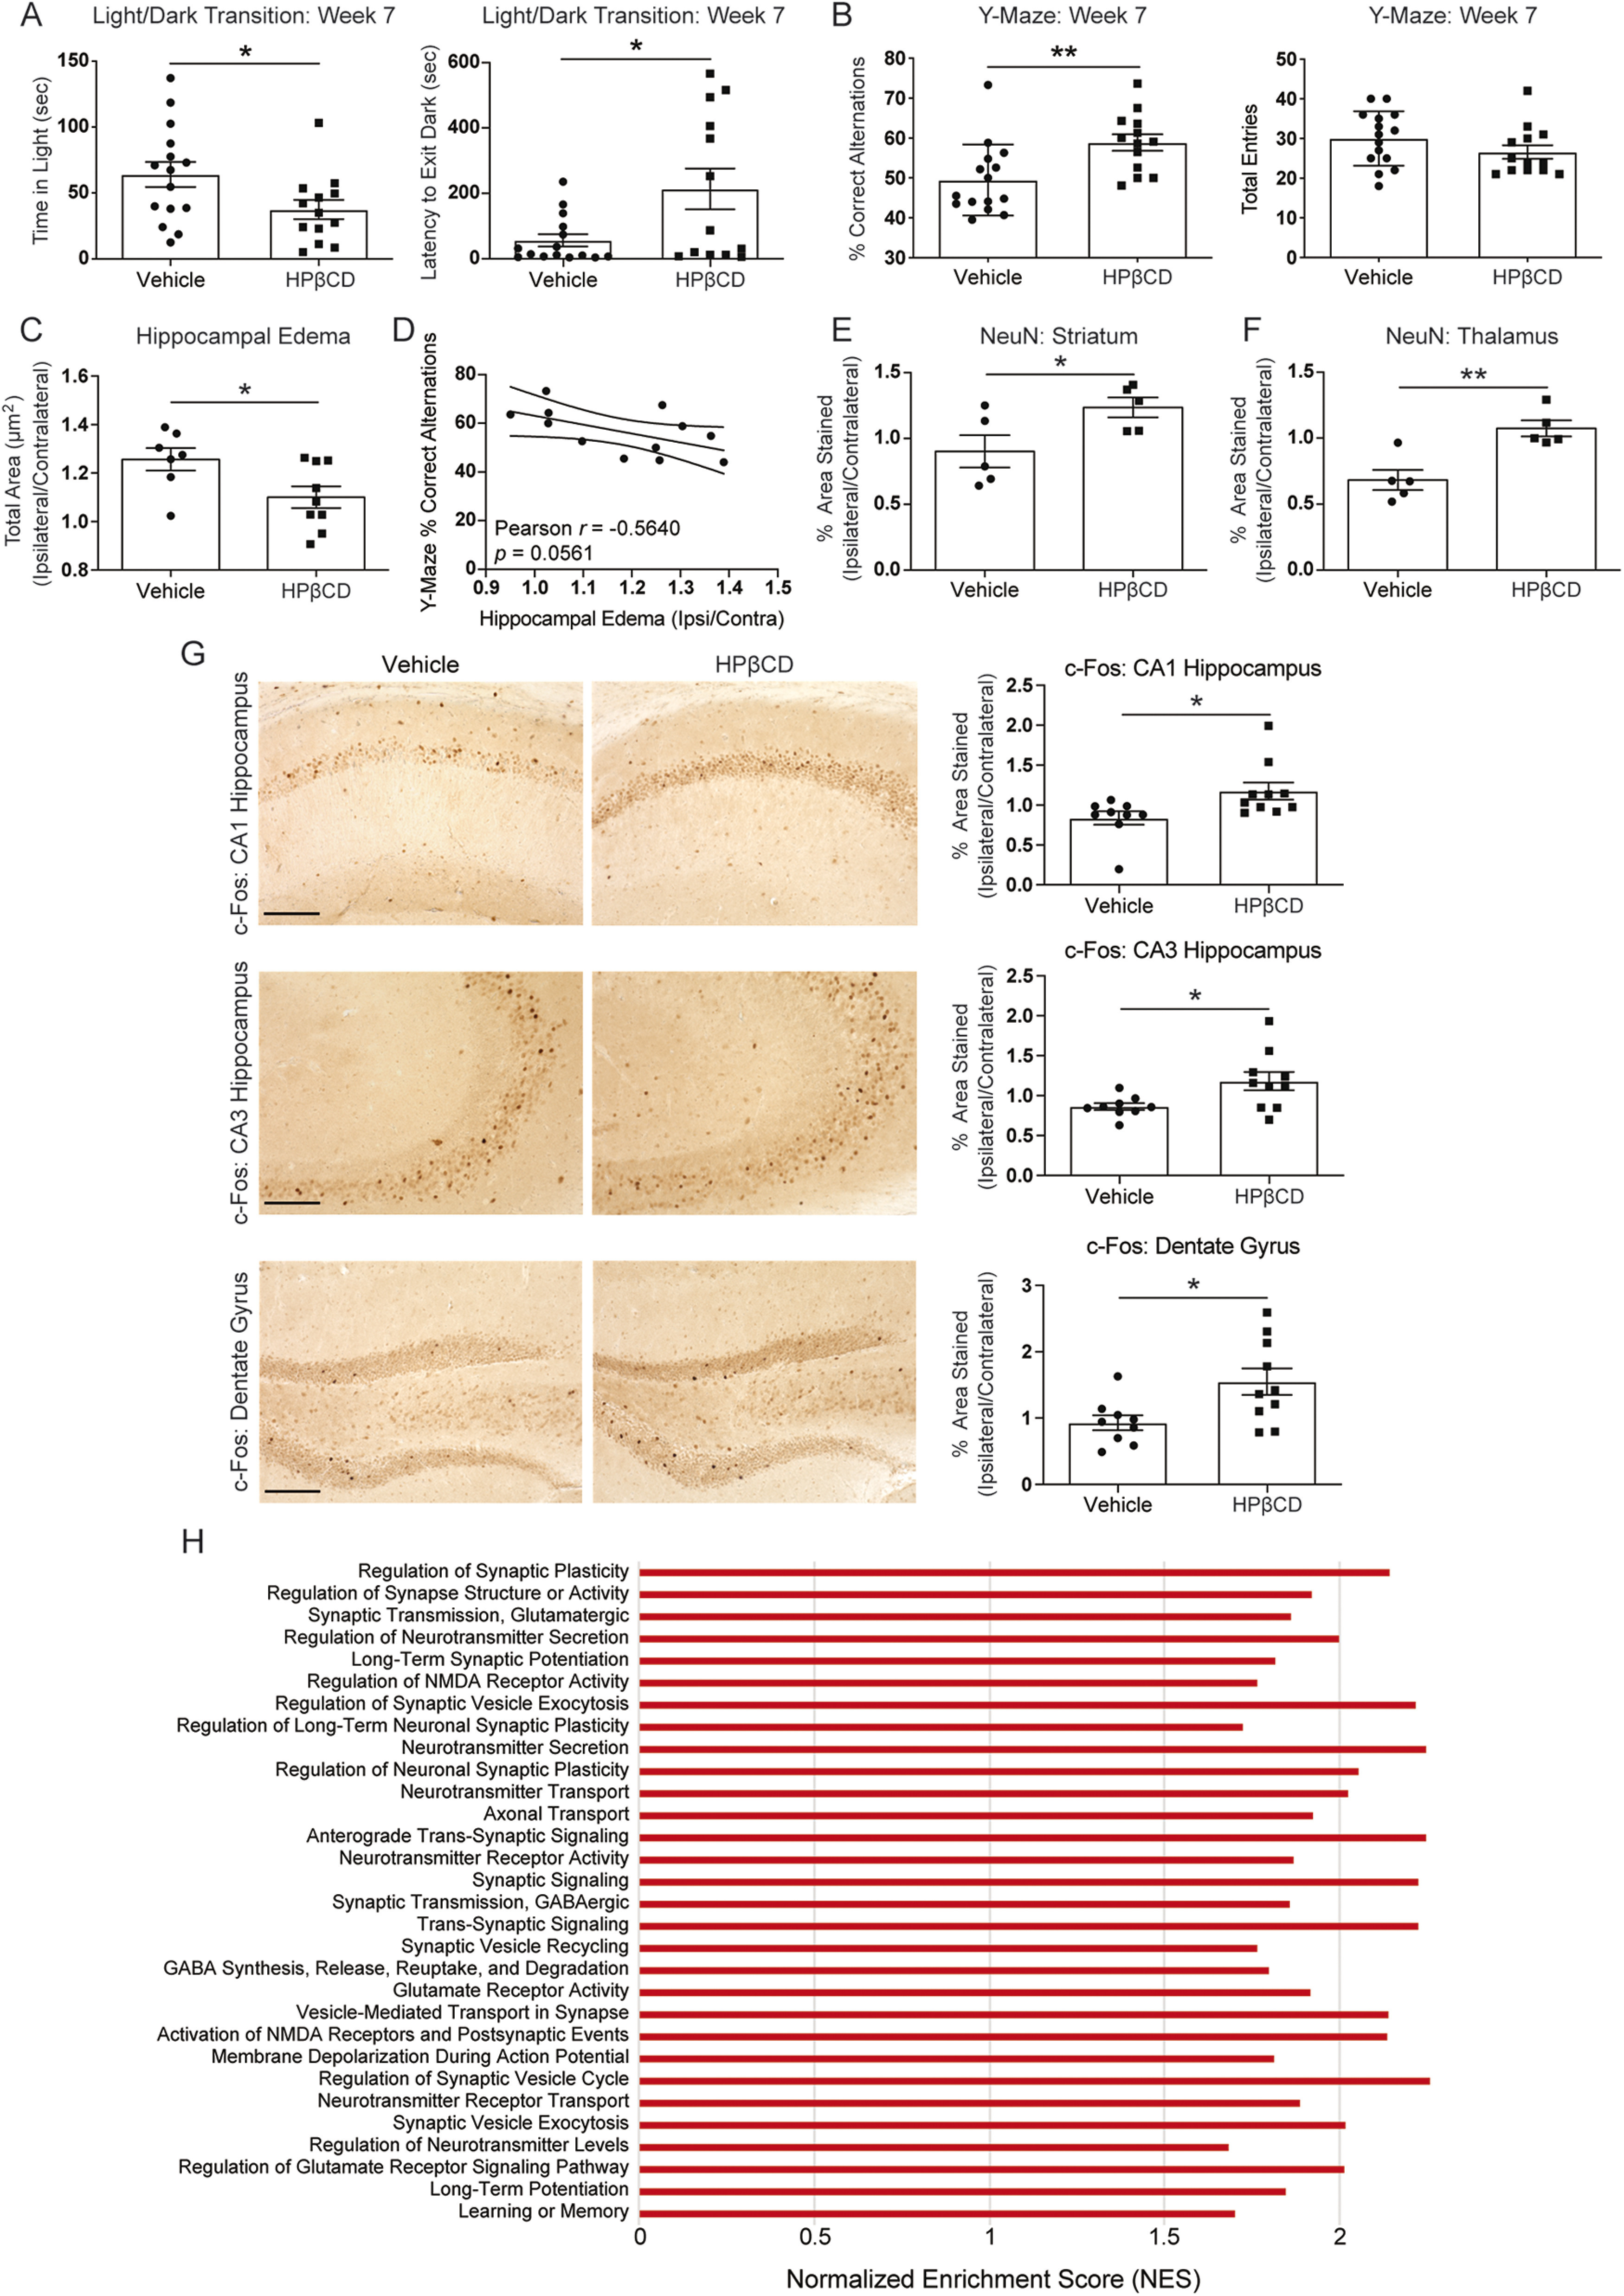
HPβCD attenuates neurodegeneration and improves recovery in aged mice after stroke. ***A***, HPβCD-treated aged mice exhibited less impulsive behavior than vehicle-injected mice in the light/dark transition test at 7 weeks after stroke (*n* = 13-15). *p < 0.05 (unpaired *t* tests). ***B***, HPβCD-treated aged mice exhibited intact spatial working memory in the Y-maze SAB test compared with vehicle-injected aged mice at 7 weeks after stroke (*n* = 13-15). *p < 0.05 (unpaired *t* tests). ***C***, Quantification of hippocampal edema at 7 weeks after stroke in vehicle- and HPβCD-treated mice (*n* = 7-9). *p < 0.05 (unpaired *t* tests). ***D***, Pearson correlation between Y-maze SAB and hippocampal edema at 7 weeks after stroke (*n* = 12; *r* = −0.5640; *p* > 0.05). ***E***, ***F***, Quantification of NeuN immunoreactivity in the striatum and thalamus from vehicle- or HPβCD-treated mice (*n* = 5). *p < 0.05; **p < 0.01; unpaired *t* tests. ***G***, Representative 20× images of c-Fos immunoreactivity in hippocampal regions from vehicle- or HPβCD-treated mice. Quantification of images is shown to the right of each photomicrograph (*n* = 9 or 10). *p < 0.05; ***p < 0.001; unpaired *t* tests. Scale bar, 125 μm. Data are mean ± SEM. ***H***, GSEA revealed significant enrichment of biological processes associated with neuronal function and activity in peri-infarct regions of HPβCD-treated aged mice at 7 weeks after stroke.

We also assessed hippocampal-dependent spatial working memory at 7 weeks after stroke with the Y-maze SAB test (Yamada et al., 1996). We discovered that vehicle-injected mice developed a delayed cognitive deficit, whereas HPβCD-treated mice displayed neurotypical cognitive function comparable to baseline recordings (Fig. 14*B*). To assess hippocampal edema, we measured the total hippocampal area of the ipsilateral and contralateral hemispheres in aged mice that received vehicle or HPβCD. Hippocampal enlargement 7 weeks after stroke was attenuated in mice that had received HPβCD (Fig. 14*C*). Through Pearson correlation analysis, we observed a moderate negative correlation (*r* = −0.5640) between hippocampal edema and hippocampal-dependent spatial working memory outcomes in the Y-maze SAB test (Fig. 14*D*). We next quantified NeuN immunoreactivity as a biomarker of secondary neurodegeneration in regions of axonal degeneration. Repeated administration of HPβCD led to the preservation of NeuN immunoreactivity in the striatum and thalamus (Fig. 14*E*,*F*). These results demonstrate that HPβCD attenuates secondary neurodegeneration and improves cognitive function following stroke.

To investigate neuronal activation in hippocampal regions, we next measured the immunoreactivity of c-Fos, a transcription factor thought to primarily reflect NMDA-mediated neuronal activity (Albertini et al., 2018). We observed an induction of c-Fos expression in the dentate gyrus, CA1, and CA3 areas of HPβCD-treated mice (Fig. 14*G*). Importantly, Fleischmann et al. (2003) demonstrated a critical role for c-Fos in hippocampal-dependent spatial learning and memory, as well as in NMDA receptor-dependent LTP formation (Fleischmann et al., 2003). Together, our results show that an improvement in hippocampal-dependent spatial working memory (Fig. 14*B*) is associated with an induction of c-Fos in hippocampal regions of HPβCD-treated mice (Fig. 14*G*) at 7 weeks after stroke.

To corroborate these findings, we further analyzed the results from the GSEA performed on peri-infarct regions from vehicle- and HPβCD-treated aged mice (Fig. 13). We discovered that peri-infarct regions of HPβCD-treated aged mice were characterized by enriched biological processes that signify improved neuronal and synaptic function, including (1) long-term synaptic potentiation, (2) neurotransmitter transport, (3) synaptic signaling, (4) glutamate receptor activity, (5) membrane depolarization during action potential, and (6) learning or memory (Fig. 14*H*). These results provide evidence that HPβCD improves neuronal integrity in peri-infarct regions by 7 weeks after stroke.

## Discussion

Dysregulated lipid homeostasis has been implicated in chronic neurodegenerative diseases, including Alzheimer's disease, Parkinson's disease, and Niemann–Pick disease type C, and in acute neuronal injuries, including ischemic stroke (Vance, 2012). Lipid metabolism is particularly important in the mammalian brain, as lipids constitute 50%-60% of the dry weight (Luchtman and Song, 2013). Notably, the mammalian brain is highly enriched in cholesterol, which primarily exists in two distinct pools within the CNS: in plasma membranes of glial cells and neurons and in myelin sheaths surrounding axons. Because of the intact blood–brain barrier, cholesterol synthesis and lipoprotein transport are regulated independently of the peripheral circulation (Dietschy and Turley, 2001; Vance, 2012). Therefore, we set out to further assess the lipidome of chronic stroke infarcts.

Our previous preclinical studies indicate that there is substantial overlap between the pathologic characteristics of chronic stroke infarcts and the hallmark features of atherosclerotic plaques. Similar to atherosclerotic plaques, chronic stroke infarcts contain foamy macrophages, lipid droplets, and intracellular and extracellular cholesterol crystals (Chung et al., 2018). We have also shown that the development of these pathologies coincides with the recruitment and infiltration of adaptive immune cells (Doyle et al., 2015; Zbesko et al., 2021). Importantly, in atherogenesis, the formation of foamy macrophages, caused by dysregulated lipid metabolic processes, leads to the recruitment of adaptive immune cells and the production of cytokines and degradative enzymes. Herein, we postulated that, following stroke, lipids derived from myelin debris and other cell membranes overwhelm the processing capability of phagocytes in the brain, leading to the formation of lipid-laden foam cells, generation of cholesterol crystals, secretion of pro-inflammatory cytokines, and production of degradative enzymes. Further, we hypothesized that this chronic inflammatory response, coupled with concurrent cell death, causes poststroke secondary neurodegeneration and impairs functional recovery.

Using the DH mouse model of stroke, we first characterized the lipidome of chronic stroke infarcts. The lipidome of infarcts at 7 weeks after stroke showed a substantial elevation of lipids, including sphingomyelins, sulfatides, and cholesterol esters, compared with contralateral cortices. We also observed an accumulation of intracellular lipid droplets. It has been shown that the excessive accumulation of cholesterol esters in lipid droplets contributes to foam cell formation (Yu et al., 2013). These findings suggest that the foam cells identified in chronic stroke infarcts contain an abundance of cholesterol and other myelin-derived lipids.

Using transcriptomic analyses, we assessed the impact of lipid dyshomeostasis on chronic stroke infarcts and peri-infarct regions. We anticipated disparity between ipsilateral and contralateral regions. Indeed, the transcriptomes of chronic stroke infarcts and peri-infarct regions were characterized by an upregulation of genes involved in inflammation, reactive astrogliosis, and lipid metabolism. Specifically, the upregulation of TLRs, including *Tlr1*, *Tlr2*, and *Tlr4*, scavenger receptors, including *Scarb2*, *Cd68*, *Msr1*, and *Cxcl16*, and other lipid mediators, including *Npc1*, *Npc2*, *Lamp1*, *Ffar1*, *Pparg*, *Apoe*, *Trem2*, and *Abca1*, indicates a pronounced disruption in lipid homeostasis at 7 weeks after stroke. These transcriptomic analyses suggest that the mechanism of foam cell formation in ischemic stroke shares commonalities with the mechanism extensively characterized in atherosclerosis, albeit distinct in that myelin debris, rather than circulating LDL cholesterol, appears to be the primary source of lipids that overwhelm the processing capacity of infiltrating macrophages and resident microglia.

We next assessed the efficacy of HPβCD in counteracting or reversing foam cell formation and immune cell infiltration following stroke, as HPβCD induces liver X receptor target gene expression in macrophages and leads to an increase in cholesterol transporters that further promote cholesterol efflux (Zimmer et al., 2016). Cyclodextrins are cyclic oligosaccharides comprised of glucose monomers. With hydrophobic interiors and hydrophilic exteriors, cyclodextrins can form inclusion complexes with hydrophobic compounds and yield aqueous solubility and stability across tissues. Cyclodextrins are commonly used as carriers and solubilizing agents for steroids, antivirals, and chemotherapies (Rasheed et al., 2008; Gidwani and Vyas, 2015). In addition, HPβCD has also proven efficacious in the regression of atherosclerotic plaques and the prevention of age-related lipofuscin accumulation (Zimmer et al., 2016; Gaspar et al., 2017). Here, we found that repeated administration of HPβCD after stroke significantly attenuated chronic inflammation in young adult and aged mouse models. Specifically, there were substantially fewer intracellular lipid droplets, B lymphocytes, T lymphocytes, and antibody-producing plasma cells in the infarcts of young adult and aged HPβCD-treated mice than in vehicle-injected mice at 7 weeks after stroke.

We discovered that HPβCD is effective in attenuating B-lymphocyte accumulation in chronic stroke infarcts, which is significant because we have shown that B lymphocytes mediate cognitive dysfunction following stroke (Doyle et al., 2015). Correspondingly, activated B lymphocytes and autoantibodies have been shown to cause neuropathology in models of experimental autoimmune encephalomyelitis, SCI, and transient MCA occlusion (Raine et al., 1999; Ankeny et al., 2006; Ortega et al., 2015). However, the B-lymphocyte response to stroke is heterogeneous and has also been shown to be beneficial for stroke recovery. For example, it consists of both T-lymphocyte-dependent and -independent responses (Weitbrecht et al., 2021; Zbesko et al., 2021). Additionally, B-lymphocyte depletion following stroke reduces stroke-induced hippocampal neurogenesis and impairs functional recovery (Ortega et al., 2020). Future studies are necessary to elucidate the role of infiltrating B lymphocytes in stroke recovery.

Using transcriptomic analyses, we next assessed transcripts in infarct and peri-infarct regions of HPβCD-treated aged mice. We found that systemic administration of HPβCD distinctively altered the transcriptomes of infarct and peri-infarct regions. In infarcts, HPβCD upregulated genes involved in lipid metabolic processes, including *Lipa*, *Npc1*, *Apoe*, and *Abca1*; in peri-infarct regions, HPβCD had an inverse effect on these genes. These observations suggest that HPβCD has supported the restoration of lipid homeostasis through transcriptional reprogramming of macrophages, consistent with a previously described mechanism of action (Zimmer et al., 2016). In addition, HPβCD influenced expression profiles in infarcts through the upregulation of genes involved in angiogenesis and in peri-infarct regions through the upregulation of genes involved in neuronal and synaptic structure and function. Together, these results indicate that HPβCD exerts multiple restorative effects on affected brain regions after stroke.

We next evaluated the efficacy of HPβCD in enhancing recovery after stroke. We assessed impulsivity and risk-taking behavior using the light/dark transition test. We have previously demonstrated a chronic impact of stroke on the psychological measurement of impulsivity in the light/dark transition test, resembling the uninhibited, risk-taking behaviors exhibited by patients with Alzheimer and frontotemporal dementias (Liscic et al., 2007; Nguyen et al., 2018). HPβCD-treated mice spent less time in the brightly illuminated chamber and were slower to exit the dark chamber. These behaviors suggest that HPβCD-treated mice act less erratically and impulsively than vehicle-injected mice. We also measured hippocampal-dependent spatial working memory using the Y-maze SAB test. We found that vehicle-injected mice developed a delayed cognitive deficit, whereas HPβCD-treated mice displayed neurotypical cognitive function. This improvement in recovery was associated with a reduction in hippocampal edema, a preservation of neurons in the striatum and thalamus, and an induction of c-Fos expression in hippocampal regions (dentate gyrus, CA1, CA3). Correspondingly, peri-infarct regions of HPβCD-treated mice were defined by an enrichment of biological processes signifying improved neuronal and synaptic integrity. Thus, administration of HPβCD reduced stroke-induced neuropathology and improved cognitive function after stroke.

For decades, putative neuroprotectants have failed in clinical stroke trials despite demonstrating efficacy in preclinical studies. In light of these failures, we followed Stroke Therapy Academic Industry Roundtable guidelines to accelerate the translation of HPβCD from bench to bedside (Stroke Therapy Academic Industry Roundtable, 1999; Landis et al., 2012; Lapchak et al., 2013): (1) we performed and analyzed experiments in a randomized and blinded manner; (2) we calculated sample sizes based on a power analysis before the start of the study; (3) we delayed treatment by 1 week to achieve an optimal therapeutic time window; (4) we selected a dosage and a systemic route of administration to parallel preclinical trials using HPβCD in Niemann–Pick disease type C; (5) we chose a model of stroke in which long-term functional outcomes could be assessed; and (6) we used both young adult and aged animals. However, there are additional experiments that need to be conducted. For example, we have not yet tested the efficacy of HPβCD in female mice. Although we anticipate comparable efficacy in females, future studies are needed to address sex as a biological variable. In addition, HPβCD must still be tested in a model of transient occlusion, in a different laboratory, and in a second species.

In conclusion, we have shown that, coincident with the progressive infiltration of adaptive immune cells, chronic stroke infarcts accumulate lipids, including sphingomyelins, sulfatides, and cholesterol esters. To our knowledge, this substantial disruption in lipid homeostasis has not been previously recognized or investigated in the context of stroke. We also discovered that repeated administration of HPβCD following stroke aids in the restoration of lipid homeostasis, attenuates lipid droplet and immune cell accumulation, and improves recovery at transcriptional and functional levels. Therefore, HPβCD warrants further testing to determine whether it can be repurposed for the treatment of ischemic stroke and other CNS injuries.

How the deposited data were processed for this re-analysis (not part of the article)

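RNA-Seq was performed on 3 infarcts and 3 contralateral cortices collected at 7 weeks after stroke. Per the paper's methods, the authors prepared stranded mRNA libraries and sequenced them on 1 instrument as paired reads. They demultiplexed the reads with bcl2fastq, trimmed adaptors with Trimmomatic, aligned the reads to GRCm38 with STAR and made the deposited counts with htseq-count, as raw counts per Ensembl gene without normalization. Reads aligning to more than 1 place and reads overlapping no gene or several genes are tallied in separate entries, which were left out of library sizes and of all tests. The version of htseq-count, its annotation and its strand setting are not named in the paper's text. For positions and symbols, gene identifiers were matched to GENCODE release M21 on GRCm38, in which 45229 identifiers were found and 849 were not. The latter were kept in the tests under their identifiers.

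Counts were analyzed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr at its default settings with region as the group, libraries were scaled with TMM, and a negative binomial model with region as its only term was fitted with robust quasi-likelihood dispersions (glmQLFit and glmQLFTest). The biological coefficient of variation was 0.220. *p* values were adjusted with the Benjamini-Hochberg method over the tested genes, and genes were called at an adjusted *p* under 0.05 with a log2 fold change beyond 1. Standard errors are those of the fitted coefficients. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, adjusted within each family of lists, which are 9 process lists and 25 lists of cell types and of sterol and sphingolipid genes. Tables were summarized with Python 3.11.15, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with matplotlib 3.10.9.

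Genes are named in the text by a rule. It covers every gene that the paper names in its text or in Figure 3 for this comparison, the 3 genes with the smallest *p* and the 3 with the largest log2 fold change in each direction, the genes of the lists where a list is reported, the immunoglobulin constant genes and the most abundant variable gene of each infarct library. For the genes picked by size or *p*, the regions had to be free of overlap and the region with higher expression had to average at least 10 counts. Not every gene that the rule covers is named. *Kif3a*, *Serpina3g*, *Serpina3f*, and *C1s2* fall outside the rule and were chosen after their values were seen, as neighbors or paralogs of named genes. The process lists stand in for the gene sets of IPA, which were not used here. The cell type lists were pan-neuronal, excitatory neuron, inhibitory neuron, oligodendrocyte and myelin, oligodendrocyte precursor, homeostatic astrocyte, homeostatic and disease-associated microglia, monocyte-derived macrophage, plasma cell, T cell, vascular endothelium, fibroblast and leptomeninges, choroid plexus, ependyma, skeletal muscle, hippocampus, striatum, thalamus and red blood cell. The sterol and sphingolipid lists were LXR targets, cholesterol synthesis, lipid droplet, sulfatide turnover and sphingomyelin turnover. The transcripts of the upstream regulators of Figure 4*C*, 4 Y-linked genes with *Xist*, and immunoglobulin constant and variable genes were also tabulated.

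Library totals on genes ranged from 12146959 to 13427057 in infarcts, with a median of 12507336, and from 11943570 to 19933962 in contralateral cortices, with a median of 16610299. A fold change against a region whose 3 libraries all held 3 counts or fewer was computed with each of those libraries set to 3 counts, scaled as CPM. It is called a lower bound, with the mean of the other region taken as observed. Shares of counts within 1 library carry 95% Wilson intervals. Intervals describe counting error only, and bounds are not confidence limits. No comparison of single values between 3 and 3 libraries was tested by permutation, since such a test cannot give a *p* under 0.1.

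The alternatives were DESeq2 1.42.0 with its default filters, limma voom, scaling by RLE size factors, by the upper quartile or by library totals, no filter on low counts, a minimum of 10 counts in every library, no fold change threshold, glmTreat against a fold change of 2, counts thinned to the smallest library total, the replicate number as a block in edgeR or DESeq2, and each library left out in turn. Gene lists were also tested with fry and with camera at an estimated correlation, and immunoglobulin shares were also computed without *Ighm*. The procedure was tested on simulated data with 15554 genes and 3 libraries per region. Of 200 genes changed 4-fold, edgeR called 177 (88.5%), and it called 15 unchanged genes. With 7255 changed genes, the median log2 fold change of unchanged genes was -0.037 with TMM and 0.139 with library totals. Camera called 0 of 20 random lists and 1 of 1 list with raised genes. The simulated genes varied independently, so this does not test camera's error rate where genes are correlated. The peri-infarct tissue and the tissue of treated mice that the paper describes were not analyzed here.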

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

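The edgeR tests of single genes and the camera test of the fibroblast and leptomeninges list were set before the data were examined. All other tests in this part were chosen only after the results they address were seen. These patterns appear in transcripts that the paper does not discuss for this comparison, at levels above those of the contralateral cortices.

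*Igha*, which had the largest fitted increase among the called genes, had 505, 631 and 515 counts in infarcts 1, 2 and 3 and 0 counts in every contralateral library, and was at least 194-fold higher in infarcts (adjusted *p* = 4.20e-07, edgeR). Of 7 tested heavy constant genes, all were upregulated, with a median log2 fold change of 7.25, or 7.13 with 3 genes at their lower bounds. Without contralateral cortex 3, which holds 17 counts of *Ighg1*, the median was 10.35. All 4 light constant genes were upregulated, with a median of 8.53, or 4.06 at the bounds. If these transcripts came with blood left in the infarcts, hemoglobin transcripts would exceed them. The highest level of *Hbb-bs* in an infarct library was 18.1 CPM, against 1553 CPM of *Ighm* in infarct 1, which argues against blood as their source. Fewer counts in the contralateral libraries do not account for the difference, since their totals ran from 11943570 to 19933962, against 12146959 to 13427057 in infarcts. The paper shows IgA+ and CD138+ plasma cells in infarcts by immunostaining. Such cells, whose other marker genes rose as well, remain a candidate explanation, as a hypothesis found and tested on the same libraries. The plasma cell list holds immunoglobulin constant genes itself, so its median is not separate evidence, but *Pou2af1* and *Mzb1* on it, at 3 counts or fewer in every contralateral library, were at least 237-fold and 39.1-fold higher. Of its 12 tested genes, 8 had more than 3 counts in a contralateral library, and *Sdc1* and *Jchain* are also among the genes chosen by the study.

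The infarcts differed in which heavy constant genes made up these counts. *Ighg1* took 48.8% (95% Wilson interval 47.5% to 50.2%) of the heavy constant counts in infarct 3, 0.370% (95% Wilson interval 0.301% to 0.454%) in infarct 1 and 0.520% (95% Wilson interval 0.420% to 0.643%) in infarct 2. *Ighg2c* took 12.9% (95% Wilson interval 12.5% to 13.3%) in infarct 1 and 0.940% (95% Wilson interval 0.712% to 1.24%) in infarct 3, and *Ighg2b* took 10.1% (95% Wilson interval 9.68% to 10.6%) in infarct 2. The lower end of the interval of *Ighg1* in infarct 3, 47.5%, lies far above the shares in the other infarcts, so too few counts do not account for the difference. Reads shared between near-identical genes would keep the genes in a fixed ratio. The counts of *Ighg1* over those of *Ighg2c* were 51.9 in infarct 3, 0.0674 in infarct 2 and 0.0287 in infarct 1, which argues against such sharing. Among kappa variable genes, *Igkv10-96* took 55.0% (95% Wilson interval 54.2% to 55.7%) of the counts in infarct 1, and in infarct 3 the most abundant one took 20.6% (95% Wilson interval 19.1% to 22.3%). The most abundant kappa variable gene of infarct 2 took 35.6% (95% Wilson interval 34.4% to 36.9%). Among heavy variable genes, the most abundant one took 22.2% (95% Wilson interval 21.5% to 22.9%) in infarct 1, 34.3% (95% Wilson interval 33.3% to 35.3%) in infarct 2 and 11.3% (95% Wilson interval 9.92% to 12.9%) in infarct 3. A dominant B lineage clone in each infarct would give 1 heavy and 1 kappa gene most of the variable counts of each, so the shares in infarct 3 argue against it. Counts per gene do not join a variable to a constant gene, so several smaller clones stay open. A different course of the antibody response in each animal remains open and was not tested, since each infarct is a single sample.

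All 14 genes of the fibroblast and leptomeninges list were upregulated, with a median log2 fold change of 4.71 (adjusted *p* = 1.34e-12, limma's camera), and the paper does not discuss these genes for this comparison. The most abundant was *Col3a1*, with 2652 ± 668 CPM in infarcts and 16.3 ± 3.56 CPM in contralateral cortices. The study's gene choice holds none of the 14, and the process list for atherosclerosis signaling holds *Col1a1*, *Col1a2*, and *Col3a1*. All 14 had more than 3 counts in at least 1 contralateral library, so the contralateral cortices express the list too. More of the meninges taken with the infarcts would raise its genes alike. The smallest log2 fold change was 1.50, for *Slc6a13*, next to 1.51 for *Slc22a6*, 1.75 for *Igf2* and 7.35 for *Col3a1*, while *Slc6a13* started from 7.77 ± 1.27 CPM in contralateral cortices. These values argue against the meninges as the whole cause. Within bins of genes with similar GC content and length, the median of the list was 4.52, which argues against a bias from either. A fibrotic response in the infarct may raise these genes, as a hypothesis that these libraries alone do not test further.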

How the results depend on the processing

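The tests and thresholds, the gene lists and most alternatives were chosen before the data were examined, while the alternatives for the groups of Figure 3*C*, the cell type lists, the sterol lists and the upstream regulator transcripts were chosen only after the results were seen.

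The numbers of upregulated and downregulated genes stayed within 1.5 times 3999 and 3256 under every alternative run except DESeq2 without a fold change threshold, chosen after seeing the data, which changes 2 choices together and gave 5599 and 4930. They were 5324 and 4787 without a fold change threshold, 4661 and 3619 without a filter, 2789 and 2504 with at least 10 counts in every library, 3192 and 2329 with glmTreat, 4439 and 3555 with DESeq2, 3967 and 3323 with limma voom, and 4018 and 3197 with thinned counts. Scaling gave 3991 and 3287 with RLE size factors, 3959 and 3328 with the upper quartile, and 4528 and 2766 with library totals. With 1 library left out, from 4028 to 4174 genes were upregulated and from 3145 to 3608 downregulated. Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called genes, the real one. The other 9 splits gave 0 called genes, with 13 to 133 genes at an unadjusted *p* under 0.05, against 10581 in the real split. With 10 splits the share cannot fall under 0.1, so this count alone cannot tell chance apart. The other splits also place the difference between regions inside each group. In the real split, 10111 genes had an adjusted *p* under 0.05 (edgeR). The regions did not overlap for 72.3% of tested genes, where chance alone gives 10%. Genes are not independent, but these values argue against chance differences between libraries for the genes as a set.

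The libraries gave no sign that the replicate numbers pair the samples, though weak correlations cannot rule such pairing out. Correlations across genes of each infarct's and each contralateral cortex's departures from their region means were -0.19, 0.10 and 0.0011 for libraries of the same number, no higher than those of other numbers, which reached 0.18. With the number as a block all the same, 3945 and 3222 genes were called with edgeR, and 4167 and 3340 with DESeq2.

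Of the genes named by the study, 98 were called, with 101 under DESeq2 and without a filter, 95 with glmTreat, which lost *Lpin1*, *Scarb2*, and *Tlr3*, and 98 or 99 with 1 library left out. With at least 10 counts in every library, 52 genes remained to be tested, all within Figure 3*C*, and all 52 were called, since that filter leaves fewer genes. It likewise left 12 upregulated transcripts of upstream regulators in place of 20. Among 109 genes covered by the naming rule, 1798 of 1802 values under an alternative kept their call, 4 lost it and 0 changed direction. The fourth loss was that of *Ighv1-75* with limma voom. Among the 654 values with 1 library left out, 0 lost their call. Sequencing depth limits *Cd3d*, *Gzma*, and *Gzmb*, which the filter removed, to bounds of 9.44, 2.28 and 2.41. Without infarct 1, the bound of *Cd3d* was 4.28.

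With camera at an estimated correlation, the adjusted *p* was 0.173 for each of the 7 process lists called at the preset correlation, which were then not called, and the cause was not tested. Under every other alternative run, including each library left out, these 7 lists were called, with adjusted *p* values no higher than 5.29e-04. The IL-1 signaling list changed direction with at least 10 counts in every library (adjusted *p* = 0.726, limma's camera) and with limma voom (0.954), and was called by fry (0.000710). With 1 library left out its adjusted *p* ranged from 0.724 to 0.976, and its direction changed without contralateral cortex 1 and without infarct 3 (0.917). The phospholipase list, not called at 0.0781, was called with at least 10 counts in every library (0.0184), without a filter (0.0138) and by fry (0.000192). With 1 library left out its adjusted *p* ranged from 0.0481, without infarct 1, to 0.151. The cause was not tested for either list.

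Of the 20 cell type lists, 10 were called by camera, 17 by fry and 0 at an estimated correlation, where 3 had an unadjusted *p* under 0.05. With 1 library left out, 9 to 13 were called. The T cell list, at 0.00215, was not called with at least 10 counts in every library (adjusted *p* = 0.495, limma's camera), since that filter leaves 3 of its genes, nor at an estimated correlation (0.568), and was called under the other 14 alternatives. Of the 5 sterol and sphingolipid lists, 3 were called by camera, 5 by fry and 0 at an estimated correlation, where 2 had an unadjusted *p* under 0.05. Without *Ighm* in the total, the share of *Ighg2c* in infarct 1 was 62.2%, that of *Ighg2b* in infarct 2 was 40.9% and that of *Ighg1* in infarct 3 was 68.3%, since *Ighm* takes most of the heavy constant counts in infarcts 1 and 2.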

Differences from the paper's values

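The ranks by *p* in this part were chosen only after the results were seen, and the tests themselves were set before. With edgeR, 3999 upregulated genes stand against the paper's 3930 and 3256 downregulated genes against the paper's 2869, and neither pair differs by more than 1.5 times. Among the alternatives set before the data were examined, only dropping the fold change threshold gave a number more than 1.5 times the paper's, with 4787 downregulated genes. The log2 fold change of *Cd36* was 7.98 against about 8.0 in Fig. 3B, read by eye, and that of *Spp1* was 7.22 against about 7.2 in Fig. 3B, read by eye.

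The paper lists *Gzma* and *Gzmb* among upregulated genes and shows *Cd3d* as such in Figure 3*C*. None of these was tested after edgeR's filter on low counts. DESeq2 called all 3, with adjusted *p* values of 1.60e-06 for *Cd3d*, 0.00509 for *Gzma* and 0.00418 for *Gzmb*, and so did edgeR without the filter, with 7.13e-05, 0.00176 and 0.00138. With the replicate block, DESeq2 called all 3 as well. *Cd3d* was also called in 4 of the fits that left out 1 library. Over all alternatives that tested them, adjusted *p* ranged from 1.60e-06 to 0.0155 for *Cd3d*, from 0.00176 to 0.0334 for *Gzma* and from 0.00138 to 0.0283 for *Gzmb*.

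The paper places *Lpl*, *Spp1*, *Cd36*, *Mmp2*, and *Mmp19* among the upregulated genes with the strongest significance. Here *Mmp19* ranked 49 and *Lpl* 79 by *p* among upregulated genes with edgeR, and with DESeq2 *Lpl* ranked 18 and *Mmp19* 117.

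The paper reports IL-1 signaling and phospholipases among upregulated processes from IPA. The lists written for them, which are not IPA's, were not called by limma's camera, at adjusted *p* values of 0.815 and 0.0781, with 15 and 14 genes upregulated and 13 and 5 downregulated. The IL-1 list mixes *Il1a*, *Il1b*, and *Myd88*, which rose, with genes it shares with the synaptic LTP list, a list that fell. Its result therefore does not show that IL-1 signaling failed to rise. Fry, which does not compare a list with other genes, called both lists. The phospholipase list was also called without a filter, with at least 10 counts in every library and without infarct 1.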

Other observations

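The tests of GC content and length, of *Il4* against *Kif3a* and T cells, of surrounding cortex and of the scaling of cholesterol synthesis genes were chosen only after the results were seen, and the other tests in this part were written down before.

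*Nefl*, *Nefm*, and *Nefh* fell with other neuronal transcripts. Their median log2 fold change was -3.12, and all 3 genes lay inside the range of the 20 genes of the pan-neuronal list, from -3.84 to -1.84. This is what a loss of neuronal RNA as a whole would give. The libraries do not separate fewer neurons, less RNA per neuron and the share of surrounding cortex in each infarct. The mean log2 CPM of the pan-neuronal list was 5.42, 5.89 and 6.74 in infarcts 1, 2 and 3.

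*Il4* fell in the infarcts, while the T cell list rose with a median log2 fold change of 5.51, which argues against T cells as the source of its counts. Its counts kept 14.3% to 17.1% of those of its neighbor *Kif3a* in all 6 libraries, within counting error (chi-square 2.88 over 5 degrees of freedom). Of 4055 genes with similar contralateral counts, 1 (0.0247%) kept as even a ratio to *Kif3a*. Reads of *Kif3a* transcripts counted on *Il4* may therefore account for the counts of *Il4*, as a hypothesis formed on the same libraries. Too few counts do not explain the fall of *Il4* or of *Npc1l1*. The highest adjusted *p* of *Npc1l1* over the fits that left out 1 library was 0.00717 (edgeR).

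*Lrp2* was uneven between infarcts, with 28, 19 and 71 counts in infarcts 1, 2 and 3. Choroid plexus tissue in infarct 3 would raise the choroid plexus list there by several log2 units, but its mean log2 CPM was 1.91 in infarct 3 and 2.02 in infarct 1, and *Ttr*, its most abundant transcript, had 0, 3 and 3 counts. These values argue against choroid plexus. The cause of the unevenness stays open.

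The homeostatic microglia list, which holds *Tmem119*, rose as a set but unevenly. Of its 13 genes, 7 were upregulated, 1 was downregulated and 5 were not called, with a median log2 fold change of 1.59 and a range from -1.62 to 2.87. The 3 lowest values, singled out after they were seen, were -0.20 for *P2ry12*, 0.02 for *Siglech* and -1.62 for *Slc2a5*, with adjusted *p* values of 0.320, 0.937 and 0.00255 (edgeR). With library totals the value of *P2ry12* was 0.01 and that of *Siglech* 0.23, so these 2 genes sit near the shift of the scaling itself. More microglia of every state would raise all genes of the list alike. It may account for part of the increase but is unlikely to be the whole cause, and a change of state among microglia or macrophages stays open.

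T cell and plasma cell transcripts were uneven between infarcts. Infarct 1, with the highest T cell list, had the smallest infarct total, 12146959 counts, which argues against library size. The median log2 ratio of infarct 3 over infarct 1 was -1.81 for the T cell list, with a range from -2.29 to -1.09, and -0.68 for the fibroblast list, with a range from -0.86 to 0.08. More surrounding cortex in infarct 3 would lower both alike, so it is not the whole cause for the T cell list. It may be part of the cause, since the pan-neuronal list had a mean log2 CPM of 6.74 in infarct 3, against 5.42 in infarct 1. The plasma cell list had a median of -1.997, with a range from -3.93 to 0.27, and 8 of its 12 genes lay under the lowest value of the fibroblast list, which argues against surrounding cortex as the whole cause there too. Differences between the animals, such as the number of lymphocytes in each infarct, were not tested and remain open.

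Of the 23 cholesterol synthesis genes, 16 were downregulated and 1, *Ebp*, upregulated, with a median log2 fold change of -1.35 (adjusted *p* = 6.47e-05, limma's camera). With library totals alone the median was -1.15, which argues against the scaling as the cause. LXR targets rose, with a median of 3.03, or 2.61 with 1 gene at its lower bound (adjusted *p* = 1.86e-06, limma's camera), and 11 of 13 tested genes were upregulated. Sterol loading of the cells in the infarct could give both changes, but the pan-neuronal list fell further, with a median of -2.67. Sterol loading therefore cannot be told apart from the loss of neuronal transcripts, since bulk counts do not separate expression per cell from the number of cells. The homeostatic astrocyte list had a median of -0.21 and the oligodendrocyte and myelin list 0.98. Neither was called by camera, so these lists gave no sign of a loss of those cells. The lipid droplet list had a median of 1.28 (adjusted *p* = 0.0124), the sulfatide turnover list 0.94 (adjusted *p* = 0.0982) and the sphingomyelin turnover list 0.48 (adjusted *p* = 0.338).

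The median log2 fold change of the calcium signaling list within bins of genes with similar GC content and length was -2.11, against -2.19 without bins, which argues against either as the source of its decrease. Across the 15499 genes with both measures, Spearman correlations of log2 fold change were 0.0379 with GC content and -0.102 with exon length, and genes are not independent replicates. All 6 libraries carry Y-linked counts, at least 2403 summed over 4 genes, and 2 to 22 counts of *Xist*, which argues against a difference in sex between the regions.

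Among the remaining cell type lists, limma's camera called the choroid plexus list, with a median log2 fold change of 2.69 (adjusted *p* = 0.0273). It was not called without infarct 3, at 0.0597, with at least 10 counts in every library or with camera at an estimated correlation, and its adjusted *p* ranged from 2.08e-04 to 0.362 over all 16 alternatives. Adjusted *p* values of the following lists are also from camera. Medians were 0.98 (adjusted *p* = 0.0563) for oligodendrocytes and myelin, 0.49 (adjusted *p* = 0.652) for oligodendrocyte precursors and 0.67 (adjusted *p* = 0.129) for vascular endothelium. They were 4.38 (adjusted *p* = 0.0809) for ependyma, or 2.66 with 4 genes at their bounds, -2.81 (adjusted *p* = 0.0718) for 3 tested genes of skeletal muscle and 2.62 (adjusted *p* = 0.415) for 3 of red blood cells, where the median was 1.95 without infarct 1. Of the lists for other brain regions, hippocampus had a median of 0.41 (adjusted *p* = 0.919), striatum 0.17 (adjusted *p* = 0.990) and thalamus 1.31 (adjusted *p* = 0.206). Under the alternatives, the oligodendrocyte and myelin list was called in 8 of 16 and the ependyma list in 7 of 15. Each other list of this paragraph, choroid plexus aside, was called in 3 or fewer.

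Among the regulators that Figure 4*C* gives as activated, 15 of 17 tested genes had their own transcript upregulated, and *Il18* and *Hif1a* were not called, with log2 fold changes of -0.01 and 0.85. Over activated and inhibited regulators together, library totals gave 21 called transcripts in place of 20. A missing call therefore depended on the scaling, likely that of *Hif1a*, which lies nearer the log2 threshold of 1. *Cxcl3* and *Ifng* were not tested. Among those given as inhibited, all 5 tested genes had their own transcript upregulated, including *Abcg1*, *Abca1*, *Npc1*, and *Apoe*. IPA infers activity from target genes, so these values do not measure what Figure 4*C* shows.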
